# CircRNA DICAR as a novel endogenous regulator for diabetic cardiomyopathy and diabetic pyroptosis of cardiomyocytes

**DOI:** 10.1038/s41392-022-01306-2

**Published:** 2023-03-08

**Authors:** Qiong Yuan, Yunwei Sun, Fan Yang, Dan Yan, Meihua Shen, Zhigang Jin, Lin Zhan, Guangqi Liu, Ling Yang, Qianyi Zhou, Zhijun Yu, Xiangyu Zhou, Yang Yu, Yong Xu, Qingming Wu, Jianfang Luo, Xiamin Hu, Chunxiang Zhang

**Keywords:** Non-coding RNAs, Cardiovascular diseases, Molecular medicine

## Abstract

In this study, we identified that a conserved circular RNA (circRNA) DICAR, which was downregulated in diabetic mouse hearts. DICAR had an inhibitory effect on diabetic cardiomyopathy (DCM), as the spontaneous cardiac dysfunction, cardiac cell hypertrophy, and cardiac fibrosis occurred in DICAR deficiency (*DICAR*^*+/−*^) mice, whereas the DCM was alleviated in DICAR-overexpressed *DICAR*^*Tg*^ mice. At the cellular level, we found that overexpression of DICAR inhibited, but knockdown of DICAR enhanced the diabetic cardiomyocyte pyroptosis. At the molecular level, we identified that DICAR-VCP-Med12 degradation could be the underlying molecular mechanism in DICAR-mediated effects. The synthesized DICAR junction part (DICAR-JP) exhibited a similar effect to the entire DICAR. In addition, the expression of DICAR in circulating blood cells and plasma from diabetic patients was lower than that from health controls, which was consistent with the decreased DICAR expression in diabetic hearts. DICAR and the synthesized DICAR-JP may be drug candidates for DCM.

## Introduction

Circular RNA (circRNA) belongs to the non-coding RNA (ncRNA) group, which is ubiquitous, stable, and evolutionarily conserved among the eukaryotes.^1^ Structurally speaking, circRNAs are covalently closed at the 5’ to 3’ ends, which are more resistant to exonucleases than linear RNAs.^2,3^ In addition, a circRNA is able to form the loop structure, which is more stable structure in RNA. Indeed, it has been reported that the half-life of circRNA is about 24.56 ± 5.2 h, which is significantly longer than mRNA (**≈**16.4 h).^4^ The unique structure of circRNAs suggests that circRNAs may play more stable effects within the cells.

Diabetic cardiomyopathy (DCM) is defined as the abnormal myocardial structure and performance that is induced by diabetes, but is not caused by its underlying hypertension, coronary artery disease or valvular disease.^5^ DCM is characterized by adverse structural remodeling (including cardiac hypertrophy and fibrosis), early-onset diastolic dysfunction, and late-onset systolic dysfunction.^6^ Clearly, diabetic cardiomyopathy is a metabolic heart disease, in which hyperglycemia and related metabolic and endocrine disorders are the triggering factors for the myocardial damages through multiple mechanisms including energy metabolism imbalance described in our previous study.^7^ Due to the limited knowledge regarding the detailed molecular mechanisms responsible for the pathogenesis of diabetic cardiomyopathy, there are still lack of any specific molecular treatments for this frequently encountered heart disease.

Several kinds of programmed cell death are reported to be involved in the development of diabetic cardiomyopathy, among them apoptosis are well-studied.^8,9^ Pyroptosis is a newly identified form of programmed cell death, which could induce cell lysis and the release of pro-inflammatory factors (such as IL-1β and IL-18) and high-mobility group box-1 protein (HMGB1).^10^ Recently, Shao et al.^11^ defined pyroptosis as gasdermin-induced necrotic cell death and applied this term to all gasdermin family members-induced cell death through membrane permeabilization. It is established that the cardiomyocyte pyroptosis plays an important role in the development of DCM.^1^ Silencing NLRP3 was reported to suppress pyroptosis in H9c2 cardiomyocytes under high-glucose concentration and improve cardiac inflammation, pyroptosis, and fibrosis in Type 2 diabetes mellitus (T2DM) rats.^12^ In addition, caspase-1-induced pyroptosis in DCM is related to ncRNAs including microRNA-30 (miR-30).^13^ and long ncRNA (lncRNA) Kcnq1ot1c.^14^ Therefore, we believe that inhibiting of cell pyroptosis may offer a new therapeutic strategy for diabetic cardiomyopathy.^10^

It has been reported that circRNAs extensively participate in the development of various diseases, including cancer, cardiovascular diseases and T2DM.^15,16^ However, only a few studies on circRNAs are found to be associated with the DCM. In this respect, Yang et al.^17^ reported that hsa_circ_0076631 could regulate the caspase-1-inducd pyorptosis by targeting miR-214-3p in DCM. CircularRNA circ_0071269 knockdown is found to protect against from DCM by the microRNA-145/gasdermin A axis.^18^ In addition, the increased expression of circRNA_000203 in mouse diabetic hearts could enhance the expression of fibrosis-associated genes by sponging miR-26b-5p.^19^ A circRNA cerebellar degeneration-related protein 1 antisense (CDR1as) is found to be upregulated in DCM. CDR1as activates the Hippo signaling pathway by inhibiting of the mammalian sterile 20-like kinase 1 (MST1) ubiquitination level, which could induce the apoptosis in cardiomyopathy.^20^ Another circRNA circHIPK3 may downregulate PTEN to protect cardiomyocytes from high glucose-induced cell apoptosis.

In this study, we have identified that circRNA mm9_circ_008009 is downregulated in mouse hearts with DCM and in cardiomyocytes treated with the advanced glycation end products (AGEs). We named it as well as its conserved human circular RNA hsa_circ_0131202 as DICAR (the **d**iabetes-**i**nduced **ci**rculation-**a**ssociated circular **R**NA). DICAR could efficiently inhibit the pyroptosis via binding with valosin-containing protein (VCP) and blocking of the Med12 protein degradation. Synthetic DICAR-junction part (DICAR-JP) could rescue the cardiomyocytes pyroptosis induced by AGEs, suggesting its potential as a therapeutic candidate for diabetes–associated cardiac impairments.

## Results

### DICAR is associated with diabetic cardiomyopathy in mice

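Heart RNA from 3 WT and 3 diabetic db/db mice, which lack a working leptin receptor, was digested with RNase R, labelled with 1 dye and hybridized to 6 arrays, 1 per heart. The paper's methods give C57BL/KsJ mice of both genders and, beside the WT mice, an age of 12 weeks, whereas the sample labels give 3 months, male sex and C57BL/6J controls. If the controls were C57BL/6J and the db/db mice C57BL/KsJ, strain and diabetes would differ together. The arrays could not then tell a difference of strain from one of diabetes. All 6 arrays lay on 1 slide. The 3 WT arrays and db/db replicate 3 shared a row of that slide, and db/db replicates 1 and 2 lay in the other row. Each array carried 1797 circRNA probes with 7 spots per probe. The authors deposited the scanner intensity of each spot from Feature Extraction 11.0.1.1, which had been corrected for background but not normalized between arrays, and a table of processed log2 values. From the intensities, control spots and spots marked as outliers were left out, the spots of a probe were averaged on the log2 scale, and the arrays were quantile normalized. The probes well above background numbered 618, 731 and 602 on the WT arrays and 856, 865 and 676 on the db/db arrays. Before normalization, the median log2 signal of the 568 probes well above background on all 6 arrays was 6.32 ± 0.10 (SD, n = 3) in WT and 6.61 ± 0.08 (SD, n = 3) in db/db hearts. That difference had p = 0.1 in a two-sided exact permutation test, the smallest p that 3 arrays against 3 allow. Tests between the groups used limma on the 742 probes well above background on at least 3 arrays. The model takes 1 variance per probe for both groups, although the median SD of a probe was 0.087 in WT and 0.221 in db/db hearts. No test with unequal variances was run, so the p-values and the counts built on them do not allow for that difference in spread. The number of arrays limits the precision of every comparison.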

We screened the circRNA expression profiles in heart tissues from wild-types (WT) mice and diabetic db/db mice by circRNA microarray. 

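At a P under 0.05, taken here as unadjusted, and a fold change of at least 1.5, limma called 142 of the 742 tested circRNA probes, 72 higher and 70 lower in db/db hearts. Of the 72, 17 were not well above background on any WT array, and 14 of these are short of 1.5-fold when their fold change is taken as a lower bound. A further 26 of the 142 were dim on some arrays, and 6 of them are short of 1.5-fold with those arrays set to the lowest signal among probes well above background. Without both sets, 122 probes were left, 54 higher and 68 lower. After Benjamini-Hochberg adjustment, 216 probes were past 0.05 at any fold change, 104 higher and 112 lower, and 130 of the 142 were among them. The WT and db/db arrays did not overlap for 344 of the tested probes, 46.4% of them, where chance gives 10%. With each array left out in turn, between 130 and 176 probes passed both thresholds, whereas the number past adjusted p 0.05 ranged from 81 without WT replicate 1 and 106 without WT replicate 3 to 291 without db/db replicate 2. With the row of the slide as a block, 131 probes passed both thresholds, 109 of them among the 142, and 16 were past adjusted p 0.05. The model with the row estimates the group difference from db/db replicate 3 alone. At these thresholds, the count changed most with the background correction. With normexp correction and an offset of 50, which pulls the fold changes of dim probes toward 0, 42 probes passed. On the authors' processed values, which cover 792 circRNA probes, limma called 62 probes, 28 higher and 34 lower in db/db hearts, and 58 of them were past adjusted p 0.05. The methods' t-test on the same values, at an unadjusted P, called the same 58 probes, of which 25 were higher and 33 lower. After Benjamini-Hochberg adjustment of that test, 42 of these 58 were past 0.05. The counts cover all circRNA probes, since homology to human circRNAs was not analysed here. The paper takes circRNAs past both thresholds as differentially expressed.

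**Figure D1:**
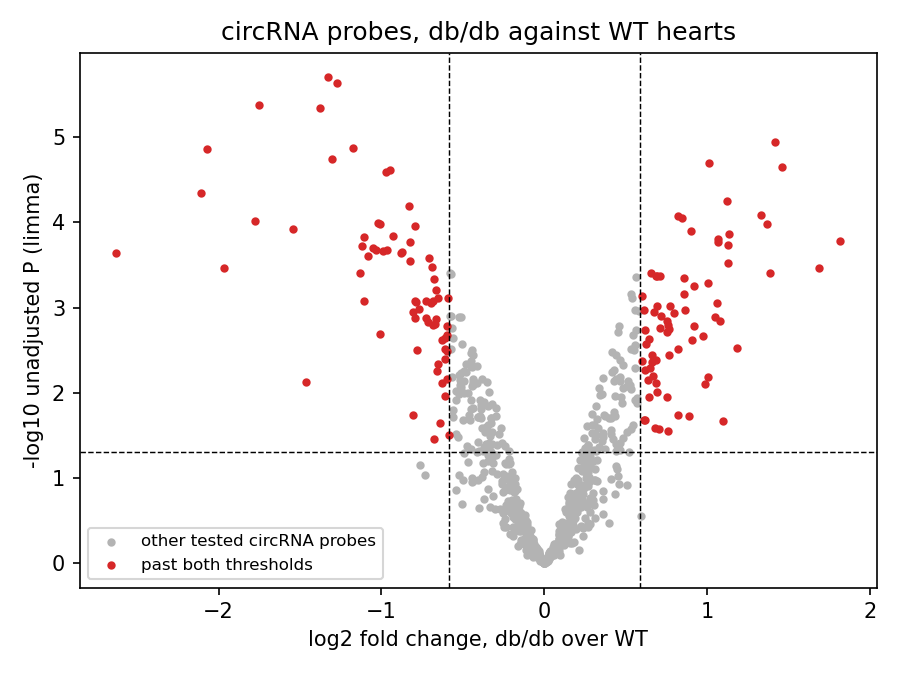
Each point is 1 of the 742 tested circRNA probes, with the log2 fold change of db/db over WT hearts on the horizontal axis and -log10 of the unadjusted P from limma on the vertical axis. Dashed lines mark the thresholds of 1.5-fold and 0.05, and the 142 probes past both are in red, 72 to the right and 70 to the left.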

The results revealed that 58 circRNAs with high homology between human and mouse were differentially expressed between the two groups by at least 1.5-fold (*P* < 0.05) (GSE199133). The representative results of circRNA microarray from two groups were shown in Fig. 1a. 

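The files list circRNA probes by the manufacturer's identifiers and pair none of them with the names in Fig. 1a, so changes are given by probe, for the 2 probes in each direction with the largest fitted fold changes that passed adjustment. ASCRMP001452 had a normalized log2 signal of 5.36 ± 0.07 (SD, n = 3) in WT and 2.73 ± 0.87 (SD, n = 3) in db/db hearts. Its log2 fold change was -2.63 (standard error 0.39, adjusted p = 0.0042 from limma with Benjamini-Hochberg adjustment), and it was well above background on only 1 db/db array. With the other db/db arrays set to the lowest signal among probes well above background there, the difference was -1.51, so its size rests on signals near background. ASCRMP001119 was bright on every array, at 13.24 ± 0.20 (SD, n = 3) in WT and 11.13 ± 0.48 (SD, n = 3) in db/db hearts. The log2 fold change of that probe was -2.11 (standard error 0.24, adjusted p = 0.0025 from the same limma model). Of the probes that rose, ASCRMP000615 went from 4.38 ± 0.17 (SD, n = 3) in WT to 6.20 ± 0.52 (SD, n = 3) in db/db hearts, a log2 fold change of 1.82 (standard error 0.25, adjusted p = 0.0039, limma). It was well above background on 1 WT array, and with the others set to that lowest signal the difference was 1.66. ASCRMP000135 was not well above background on any WT array, and its fitted rise in db/db hearts had an adjusted p = 0.0053 in limma. A lower bound on that rise was 1.75-fold, which holds for this processing only and was not itself tested. That bound sets the mean of the db/db arrays against, for each WT array, the higher of the probe's own signal and the lowest signal among probes well above background. With dim arrays treated in this way, ASCRMP001452 and ASCRMP000135 no longer rank among the largest changes, since probes well above background on every array fell by up to 2.11 and rose by up to 1.42 on the log2 scale. For each of the 4 probes, all db/db arrays lay on the same side of all WT arrays. On the authors' processed values, the log2 fold changes were -0.92 for ASCRMP001452, -2.02 for ASCRMP001119, 1.03 for ASCRMP000615 and 0.71 for ASCRMP000135. There ASCRMP001119 had the largest fall, and the largest rise, 1.37, belonged to another probe. ASCRMP000615 ranked 4 and ASCRMP000135 ranked 16 among the probes that rose. A model with the row of the slide as a block estimates the group difference from db/db replicate 3 alone. Its log2 fold changes were -2.78 for ASCRMP001452, -2.15 for ASCRMP001119, 1.94 for ASCRMP000615 and 1.79 for ASCRMP000135. With the row of the slide as a block, none of the 4 probes was past adjusted p 0.05 in limma, with adjusted p between 0.056 and 0.069.

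**Figure D2:**
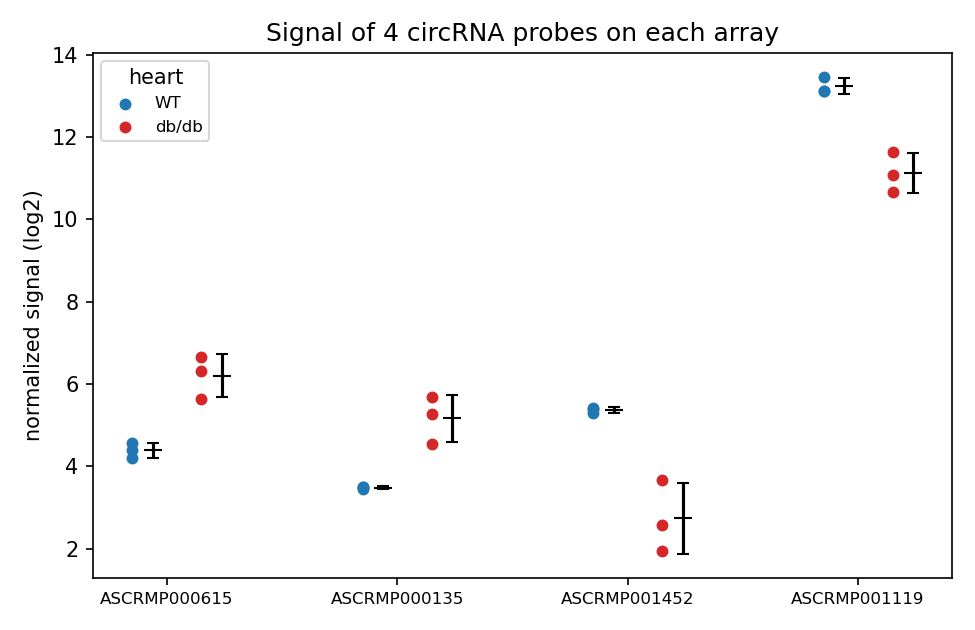
Normalized log2 signal of 4 circRNA probes on each of the 3 WT and 3 db/db arrays, with 1 point per array and the mean and SD of each group beside the points. ASCRMP000615 and ASCRMP000135 are higher and ASCRMP001452 and ASCRMP001119 lower on every db/db array than on every WT array.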

We next selected five circRNAs with the highest fold change values for further validation by RT-qPCR (Fig. 1b). We found that mm9_circ_008009 was the most decreased circRNA in the diabetic hearts (Fig. 1b). The mm9_circ_008009 was resistant to ribonuclease R digestion, whereas linear GAPDH mRNA was found to be easily degraded (Fig. 1c). According to the circBase description, the parent gene of mm9_circ_008009 is Tulp4. We found that mm9_circ_008009 was formed from the exon1 and intron of Tulp4 (Fig. 1d). The divergent primers were designed to amplify mm9_circ_008009, while the convergent primers were designed to amplify the corresponding linear mRNA using cDNA and genomic DNA (gDNA) in the mouse cardiomyocytes (MCMs). Both mm9_circ_008009 and hsa_circ_0131202 were amplified by divergent primers in cDNA, but not in gDNA, respectively (Fig. 1e, f), indicating that the circRNA species are circular in form. Sanger sequencing analysis of the PCR products demonstrated that mm9_circ_008009 was generated from exon 1 and intron of *Tulp4* through the “back splices” mechanism (Fig. 1g). We blasted the sequences between mm9_circ_008009 and 36 human circRNAs transcripted from *TULP4* based on circBase and found that the conserved identity between hsa_circ_0131202 and mm9_circ_008009 was 79.65%. In addition, the circRNA characteristic of hsa_circ_0131202 was identified, and the RNA was detected with divergent primers in cDNA, but not in gDNA of human cardiomyocytes (HCMs) (Fig. 1f). Sequence analyses revealed that approximately 20-bp fragment of the mm9_circ_008009 junction site (Fig. 1g) was similar with hsa_circ_0131202 (Fig. 1h). Moreover, the RNA models structure of hsa_circ_0131202 (Fig. 1j), which includes the back-splicing junction (BSJ), was similar to that of mm9_circ_008009 (Fig. 1i). We also predicted other human circRNAs from TULP4 (Supplementary Fig. S1); however, the deduced structures were not similar to those of mm9_circ_008009. Therefore, hsa_circ_013202 and mm9_circ_008009 with the same source, and similar structure and sequence may have the same or similar molecular and biological functions. The fluorescence in situ hybridization (FISH) experiment demonstrated that mm9_circ_008009 was mainly located in the cytoplasm of cardiac tissue cells (Fig. 1k), cultured MCMs and HCMs (Supplementary Fig. S2a). Advanced glycation end-products (AGEs) are believed to be involved in diverse complications of diabetes. The expression of mm9_circ_008009 and hsa_circ_0131202 in MCMs and HCMs was downregulated when treated by AGEs in a dose-dependent manner (Supplementary Fig. S2b, c). Therefore, we named mm9_circ_008009 and hsa_circ_0131202 as the diabetes-induced circulation-associated circRNAs (DICAR).

**Fig. 1:**
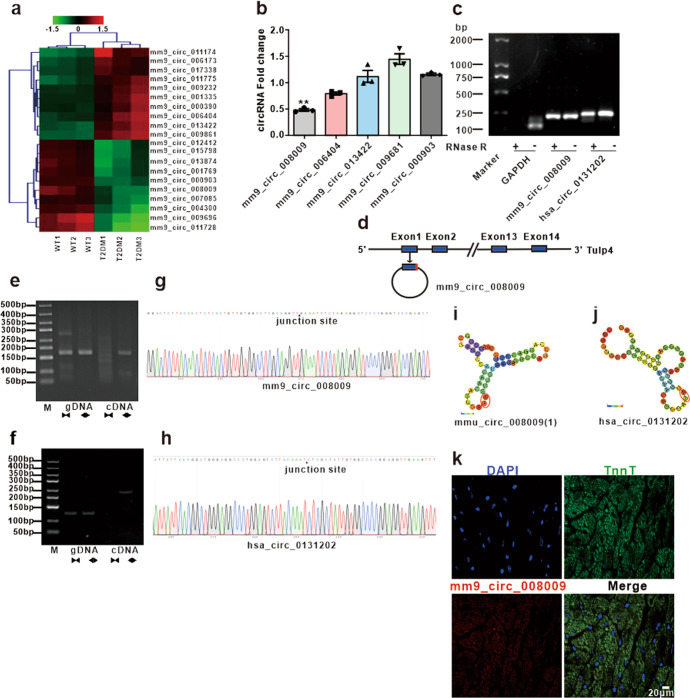
Identified circRNA expression in diabetic cardiomyopathy mouse. **a** Microarray identified in the hearts of db/db mice. **b** Select significantly regulated circRNA detected by qPCR (*n* = 9). **c** CircRNA resistance detected by RNAse. **d** Mm9-circ-008009 structure. **e** Identification of the mm9-circ-008009 back-spliced junction sites. **f** Identification of the hsa-circ-0131202 back-spliced junction sites. **g**, **h** Sanger sequence of mm9-circ-008009 and hsa-circ-0131202. **i**, **j** Second structure prediction of mm9-circ-008009 and hsa-circ-0131202. **k** FISH detection of mm9-circ-008009 in the mouse heart tissues. Data are represented as mean ± SEM. ^**^P < 0.01 *vs*. WT group

### Cardiac dysfunction, cardiac cell hypertrophy, and cardiac fibrosis are found in *DICAR*^*+/−*^ mice

To test the potential role of DICAR in diabetic cardiomyopathy, we created the DICAR knock-out mice. Unfortunately, we did not obtain the homozygous DICAR knockout mice (*DICAR*^*−/−*^ mice), which might be possibly lethal to mice. In heterozygous DICAR knockout (*DICAR*^*+/−*^) mice, the knockdown efficiency and specificity of DICAR were verified by qRT-PCR. As illustrated in supplementary Fig. S3a, DICAR was expressed at a very low level, while Tulp4 mRNA was not affected in the *DICAR*^*+/−*^ mice. The results revealed that the DICAR knockdown did not affect the expression of the parent gene *Tulp4* (Supplementary Fig. S3a).

Interestingly, we found that the cardiac function was impaired in heterozygous DICAR-deficient (*DICAR*^*+/−*^) mice compared with their control mice. The results of echocardiographic assessment demonstrated that, when compared with wild type (WT) control mice at same age, the increased left ventricular end-systolic volume (LVESV), left ventricular end-diastolic volume (LVEDV), and left ventricular end-diastolic dimension (LVEDD) were noted in *DICAR*^*+/−*^ mice (Fig. 2a, b). At 3-month-old, the decreased ejection fraction (EF) and fractional shortening (FS) were noted in *DICAR*^*+/−*^ mice (Fig. 2a, b). The results demonstrated that the decreased expression of DICAR impaired the cardiac function, which is similar to the cardiac dysfunction in diabetic patients.^21^ To test the potential role of DICAR in cardiac remodeling and fibrosis, we analyzed the area of cardiomyocytes and fibrosis in *DICAR*^*+/−*^ mice. When compared with these in WT mice, age-matched *DICAR*^*+/*−^ mice demonstrated a marked increase in the cardiomyocyte size determined by the wheat germ agglutinin (WGA) staining (Fig. 2c), a marked increase in collagen deposition in the myocardial interstitium determined by Masson staining (Fig. 2d), and the enhanced expression of collagen III (Fig. 2e), which reflected the cardiac remodeling.^22^ These data suggested that the deficiency of DICAR in *DICAR*^*+/−*^ mice could induce cardiac dysfunction, hypertrophy, and fibrosis in vivo.

**Fig. 2:**
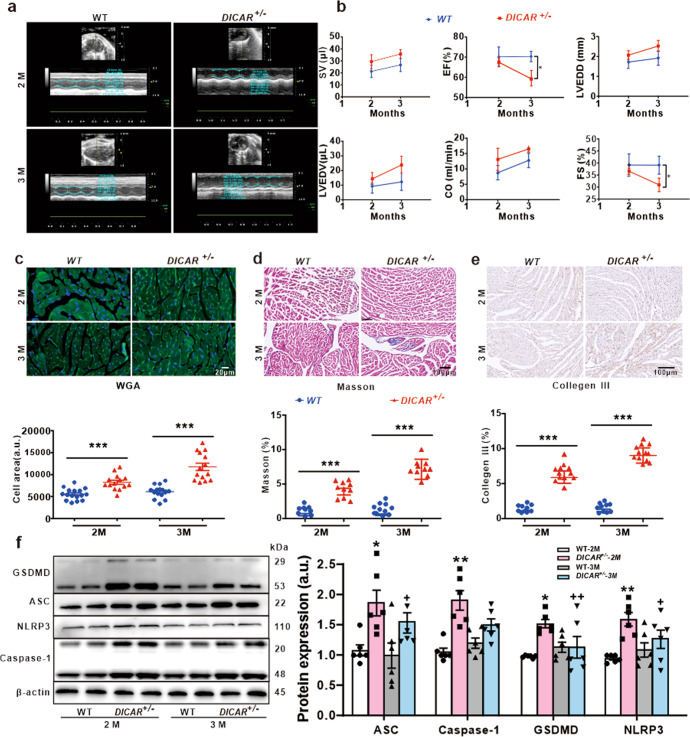
Effect of DICAR on the cardiac functions and remodeling. **a** Echocardiography images of *DICAR*^*+/−*^ mouse. **b** Summary of the heart functions, including stroke volume (SV), ejection fraction (EF), left ventricular end-diastolic dimension (LVEDD), cardiac output (CO), fractional shortening (FS). **c** Representative images and summary data of wheat germ agglutinin (WGA) staining. **d** Representative images and summary data of Masson staining of *DICAR*^*+/−*^. **e** Representative IHF images and summary data of collagen III. **f** Representative and summary data of WB images of pyroptosis detected in the heart tissues. Data are represented as mean ± SEM. ^*^P < 0.05, ^**^P < 0.01 vs. WT group, *n* = 6–8

Cardiac cell pyroptosis is a key cellular event in diabetic hearts. To test the effect of DICAR on pyroptosis, we detected a set of pyroptosis-related biomarkers in the heart tissues of *DICAR*^*+/−*^ mice. In this experiment, the expression of cleaved GSDMD, ASC, NLRP3, and caspase-1 p21 proteins were used to evaluate the activation of pyroptosis. The results revealed that all these protein markers of pyroptosis were upregulated in the heart tissues from *DICAR*^*+/−*^ mice compared to those in WT controls (Fig. 2f).

### *DICAR*^*Tg*^ mice are resistant to heart damages induced by diabetes

To further investigate the effect of DICAR on the development of DCM, *DICAR*^*Tg*^ mice were created and used to induce the diabetes mellitus type 2 (T2DM) in order to explore its potential protective effect on DCM. The knock-in efficiency and specificity of DICAR were verified by qRT-PCR. As shown in Supplementary Fig. S3a, DICAR was overexpressed, but its parent *Tulp4* mRNA was not affected (Supplementary Fig. S3b) in the *DICAR*^*Tg*^ mice. Echocardiographic assessment of cardiac function was performed on *DICAR*^*Tg*^ mice. When compared with that from the non-diabetic wild type (WT) group, the cardiac function was impaired in wild-type diabetic (WT-DM) group as shown by parameters including the left ventricular internal diastolic diameter (LVIDd), left ventricular internal diameter in systole (LVIDs), FS, SV, LVESV, LVEDV, and CO. Clearly, the impaired cardiac function was significantly improved in diabetic *DICAR*^*Tg*^ mice (Fig. 3a). These data suggest DICAR might be a key circRNA in cardiac protection in DCM. In addition, when compared with WT mice, WGA staining revealed that the cardiomyocyte size was increased in WT-DM mice, but the increased cell size was markedly inhibited in diabetic *DICAR*^*Tg*^ mice (Fig. 3b). A similar effect of DICAR overexpression was noted in terms of the collagen deposition pattern in myocardial interstitium by Masson staining (Fig. 3c) and of the expression pattern of collagen III by immunohistochemistry (Fig. 3d). These data suggest DICAR might be a key circRNA in cardiac protection during the process of DCM.

**Fig. 3:**
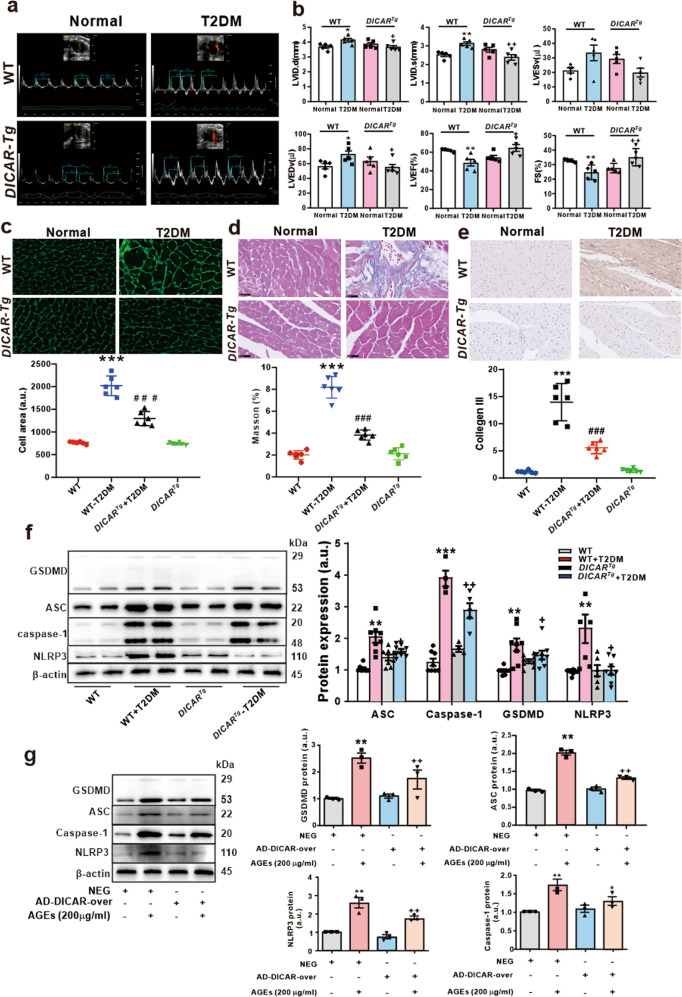
Gain of DICAR function ameliorates T2DM-induced heart function in *DICAR*^*Tg*^ mouse. **a** Representative echocardiography images of *DICAR*^*Tg*^ mouse. **b** The DICAR overexpression ameliorates heart functions, including stroke volume (SV), ejection fraction (EF), left ventricular end-diastolic dimension (LVEDD), left ventricular end-diastolic volume (LVEDV), cardiac output (CO), and fractional shortening (FS). **c** The DICAR overexpression decreased the cardiomyocytes area detected by wheat germ agglutinin (WGA) staining. **d** Collagen deposition detected by Masson staining. **e** Collagen III expression detected by IHC. **f** In the *DICAR*^*Tg*^ mouse, the DICAR overexpression inhibited the pyroptosis of heart tissue induced by T2DM that detected by the GSDMD, ASC, IL-1β, and NLRP3 protein expression. Data are represented as mean ± SEM. ^**^P < 0.01 vs. Normal, ^++^*P* < 0.01 vs. Normal + T2DM, *n* = 8. **g** Adenovirus (AD)-DICAR infected HL-1 cells inhibited the pyroptosis induced by AGEs (200 µg/mL). Data are represented as mean ± SEM. ^**^P < 0.01 *vs*. NEG, ^++^*P* < 0.01 vs. AD-DICAR-over, *n* = 4

We then determined the pyroptosis of heart tissues by the activation of GSDMD, NLRP3, caspase-1, and ASC. The results showed that these pyroptosis-related proteins were significantly inhibited in heart tissues from *DICAR*^*Tg*^ mice with T2DM compared with these from the wild-type control mice with T2DM (Fig. 3e). We also overexpressed DICAR in cultured mouse cardiomyocytes through the transfection with AD-DICAR (adenovirus-expressing DICAR expression) for 48 h followed by treatment with AGEs (200 µg/mL) for 48 h in vitro. Western blotting displayed that the effects of AGEs on the activation of GSDMD, NLRP3, caspase-1, and ASC were inhibited by DICAR overexpression in these mouse cardiomyocytes (Fig. 3f).

### Interaction between VCP and DICAR regulates pyroptosis of cardiomyocytes induced by diabetes

Bioinformatics’ analysis of the second structure of DICAR revealed a specific stem loop structure in the junction domain (Fig. 1I). As we found that DICAR located in the cytoplasm of cardiac cells (Fig. 1g), we determined whether DICAR could interact and regulate proteins. Chromatin isolation by RNA purification-mass spectrometry (ChIRP-MS), a method used to detect the binding proteins to ncRNA, was used to identify the binding proteins of DICAR.The biotin-labeled probe of the DICAR junction site was purified and subjected to the circRNA pull-down assays by incubation with mouse heart tissue lysates, followed by MS detection. A total of 50 proteins were detected (Supplementary Table S2), among them the valosin-containing protein (VCP) had the highest score based on unique peptides and sequence coverage (Supplementary Table S2). VCP, also known as transitional endoplasmic reticulum (tER) ATPase or p97, is an abundant and highly conserved member of the ATPases family associated with a variety of cellular activities (AAA), which could control the critical steps in the ubiquitin-proteasome (Ub-Pr) degradation pathway.^23^ DICAR-binding VCP protein was further verified by parallel reaction monitoring (PRM), and the results revealed the inhibition of its expression was up to 31% in db/db mouse hearts when compared with that in WT control hearts (Fig. 4a). However, the expression of total VCP protein was not different between the two groups (Fig. 4b). In addition, to measure the binding ability of VCP and DICAR, the RIP assay was performed with a VCP antibody, followed by qPCR for DICAR. As shown in Fig. 4c, the specificity of the IP was assessed by Western blotting, which revealed a unique VCP band detected in the VCP IP, but not in IgG IP. The amount of DICAR-binding with VCP was the highest in the *DICAR*^*Tg*^ mouse hearts and moderate in the WT mouse hearts, and undetectable in *DICAR*^*+/−*^ mouse hearts.

**Fig. 4:**
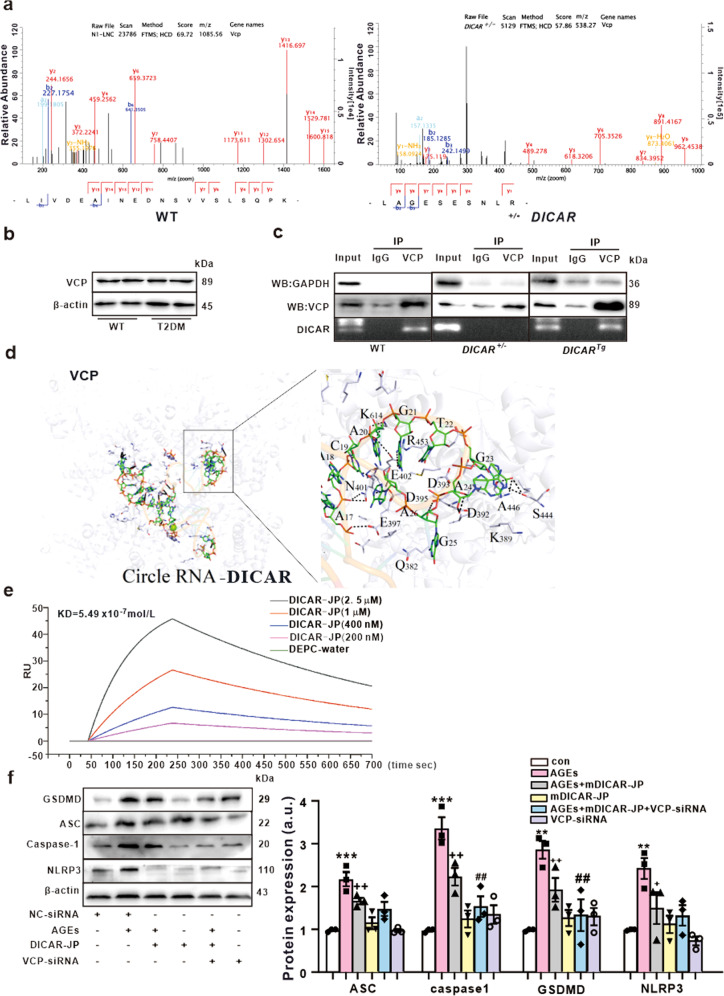
Interaction between VCP and DICAR in the pyroptosis of cardiomyocytes induced by AGEs. **a** Representative images of VCP pulled down by DICAR probe and detected by CHIRP-MS. **b** Total VCP protein expression between WT and db/db mice. **c** RIP used to detect the combination between VCP and DICAR. **d** Model prediction of VCP combined with DICAR. **e** the KD of DICAR combined with VCP detected by SPR. **f** the effect of VCP-siRNA on anti-pyroptosis induced by AGEs. Data are represented as mean ± SEM. ^**^P < 0.01, ^***^P < 0.001 vs. con; ^++^*P* < 0.01 vs. AGEs (200 µg/ml, 48 h); ^##^*P* < 0.01 vs. AGEs +mDICAR-JP, *n* = 4

To further explore the DICAR-VCP binding model, we employed a complete structure-based computational framework, Rosetta–Vienna RNP-_ΔΔ_G, for predicting the DICAR-VCP relative binding affinities, so as to bring together secondary structure-based energetic calculations of unbound RNA-free energies and a unified energy function for bound DICAR–VCP complexes. DICAR mainly bound three parts of the VCP protein (Supplementary Table S3). As shown in Fig. 4d, in the docking region, the secondary RNA structure of DICAR (19 bp) is bound with the amino acid residues of the VCP protein through a hydrogen bond, salt bridge, amino acid residue side chain network, and static electricity models (Supplementary Table S3). Moreover, to validate the binding affinities of the DICAR and VCP, we synthesized a 19-bp fragment of the DICAR junction part (DICAR-JP). We measured the kinetic rate constants between DICAR and VCP by the SPR assay. The results revealed that the binding constant (Kd) of DICAR-JP was 5.4 × 10^−9^ (Fig. 4e). Thus, we demonstrated that DICAR could bind to VCP via the junction fragment and that DICAR-JP was the key fragment of DICAR for VCP binding.

To explore the role of the DICAR-JP/VCP complex in the pyroptosis of cardiomyocytes induced by diabetes, synthetic mouse DICAR-JP (mDICAR-JP), human DICAR-JP (hDICAR-JP), and VCP-siRNA were studied in vitro. As illustrated in Supplementary Fig. S4a, AGEs induced the pyroptosis of HL-1 cardiomyocytes in a dose-dependent manner. Both mouse and human DICAR-JP exhibited the best anti-pyroptosis effect at the dose of 20 nM (Supplementary Fig. S4b, c). In addition, VCP siRNA inhibited the effect of AGEs on the pyroptosis of MCM in a dose-dependent manner (Supplementary Fig. S5). To explore the combined effect of DICAR-JP and VCP, we transfected DICAR-JP and VCP-siRNA together into MCMs. As shown in Fig. 4f, DICAR-JP inhibited pyroptosis induced by AGEs and VCP-siRNA enhanced the effect of DICAR-JP on pyroptosis. Thus, the DICAR-JP/VCP complex located in cytoplasm may play a key role in the pyroptosis in DCM.

### DICAR regulates VCP-mediated Med12 protein degradation via the Ub-protein system

VCP is involved in the formation of the tER and acts as a chaperon to export misfolded proteins from the ER to the cytoplasm, where the ubiquitinated proteins are degraded via the proteasome.^24–26^ We thus hypothesize that DICAR-JP may target VCP located in the ER to exert its function. To test it, the FISH assay was performed to detect whether DICAR was marked by the PE-DICAR probe located in the ER, which was shown with the ER-tracker Green (Fig. 5a). We also tested the DICAR regulation of VCP located in the ER. When compared with that in the WT group, *DICAR*^*+/−*^ promoted the VCP expression in the ER and *DICAR*^*Tg*^ inhibited VCP located in the ER (Fig. 5b). However, DICAR-overexpression could not reduce the VCP level in the ER to the level lower than that under normal physiological condition. We then tested whether DICAR could mediate the ubiquitination of protein by interacting with VCP during ubiquitinated protein degradation. The ubiquitination levels of proteins combined with VCP were measured in hearts. Interestingly, we found that the protein ubiquitination level was downregulated in *DICAR*^*+/−*^ mice (Fig. 5c). We further confirmed that the special sequence of the DICAR junction site is a molecular chaperone of ubiquitinated protein, which could assist in the ubiquitination degradation of the proteins. AGEs could downregulate DICAR, which in turn promoted the VCP function in the development of cardiac pyroptosis in diabetes. The junction site of DICAR may act as the key regulator of cardiomyocyte pyroptosis.

**Fig. 5:**
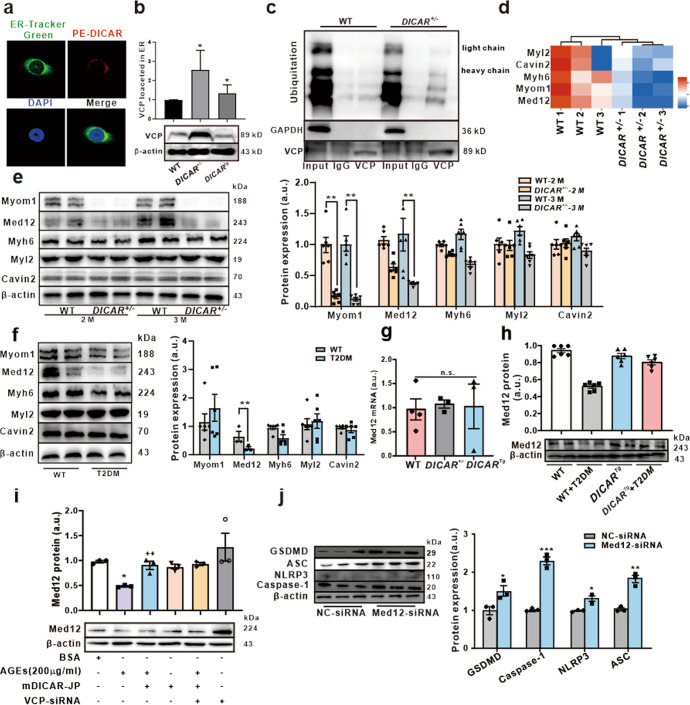
VCP mediated Med12 protein degradation via the Ub-protein system. **a** The FISH probe detected DICAR located in the endoplasmic reticulum. **b** VCP expression in ER, ^*^P < 0.05 *vs*. WT, *n* = 3. **c** Co-IP was used to detect the ubiquitination level of VCP in the heart tissues of *DICAR*^*+/−*^ mice. **d** LC-MS + PRM was used to detect the protein expression in the heart tissues of *DICAR*^*+/*−^ mice. **e** Myom1, Med12, Myh6, Myl2, and Cavin2 protein expression in the heart tissues of *DICAR*^*+/−*^ mice detected by WB. **f** Myom1, Med12, Myh6, Myl2 and Cavin2 protein expression in the heart tissues of db/db mice detected by WB. Data are represented as mean ± SEM. ^**^P < 0.01 *vs*. WT, *n* = 8. **g** Med12 mRNA in the heart tissues of DICAR + /− and DICARTg detected by qPCR. **h** Representative images of WB detected pyroptosis of the heart in the *DICAR*^*Tg*^ mouse treated by T2DM. Data are represented as mean ± SEM. ^***^P < 0.001 *vs*. WT, *n* = 8. **i** Representative images of DICAR-JP and VCP siRNA effect on the Med12 protein expression. Data are represented as mean ± SEM. ^**^P < 0.01 *vs*. BSA, ^++^*P* < 0.01 vs^.^ AGEs (200 µg/mL, 48 h), *n* = 3^.^ **j** Representative images of Med12 siRNA-induced pyroptosis of HL-1. Data are represented as mean ± SEM. ^*^P < 0.05, ^***^P < 0.01, ^***^P < 0.001, vs. NC-siRNA, *n* = 3

Based on the functions of VCP in protein degradation and its interaction with DICAR, the LC-MS was performed to detect the protein level of the heart tissues between WT and *DICAR*^*+/*−^ mice (Fig. 5d). As shown in Fig. 5d, five proteins were downregulated in the ubiquitination process, including Myom1, Myh6, Med12, Myl2, and Cavin2. We then detected the expressions of these proteins in the heart tissues from *DICAR*^*+/−*^ mice. As shown in Fig. 5e, among the 5 proteins, Med12 was the most downregulated proteins in mouse hearts with *DICAR*^*+/−*^. In order to find whether the level of Med12 mRNA was also regulated, we detected the mRNA of Med12 in *DICAR*^*+/−*^ and *DICAR*^*Tg*^ mouse model. As shown in Fig. 5f, Med12 mRNA was not changed. These five proteins were detected in the heart of T2DM mouse, in which Med12 was also the most downregulated proteins (Fig. 5g). The results suggested that downregulation of DICAR might relieve VCP to promote Med12 protein deregulation via the Ub-protein degradation system.

It has been reported that Med12 is involved in the differentiation of endothelial cells.^27,28^ We found that the Med12 expression was decreased in T2DM hearts, which was upregulated in the hearts from diabetic *DICAR*^*Tg*^ mice (Fig. 5h). As the results shown in Fig. 5i, mDICAR reversed the dowregulated effect of AGEs (200 µg/mL, 24 h) on Med12 protein. However, co-transfected with DICAR-JP and VCP-siRNA did not play better effect on reversed Med12 expression compared with DICAR-JP (Fig. 5i). This was the limitation that VCP-overexpression plasmid be transfected into the cell to explore the block function on DICAR-JP. In addition, we had successfully founded Med12 expression interrupted HL-1 cell model via Med12 siRNA (Fig. S6). Furthermore, Med12 siRNA alone could also induce pyroptosis in the HL-1 cardiomyocytes (Fig. 5j).

### The levels of DICAR in PBMCs and in plasma are decreased in diabetic patients

To provide a clinical link between DICAR expression and diabetes in patients, we determined the levels of DICAR in peripheral blood mononuclear cells (PBMCs) and in circulating plasma from three age-matched human groups: normal heath control subjects, the patients with diabetes (T2DM) with and without cardiac dysfunction. The gender, age, HR, BMI, SBP, DBP, Cr, and BUN were not different among the three groups. TG, TC, and HG were higher in patients with diabetes (Table 1). DICAR level in healthy individuals was 1.90 ± 0.34 in PBMCs and 1.22 ± 0.32 in plasma, respectively, while it was decreased in diabetic patients with cardiac dysfunction (PBMCs: 0.84 ± 0.12; plasma: 0.88 ± 0.17) and in diabetic patients without cardiac dysfunction (PBMCs: 0.39 ± 0.06; plasma: 0.57 ± 0.10) (Table 1).

**Table 1:** Clinical information and DICAR expression in diabetic patients

Groups	Healthy (*n* = 12)	T2DM (*n* = 21)	T2DM with HDF (*n* = 9)
Age	68 ± 10	65 ± 9	68 ± 12
HR (/min)	81 ± 12	81 ± 8	82 ± 12
BMI (kg/m^2^)	23.1 ± 1.2	23.8 ± 1.3	23.9 ± 1.5
SBP (mmHg)	123.0 ± 11.2	124.0 ± 10.9	125.0 ± 10.3
DBP (mmHg)	70.0 ± 10.9	72.0 ± 10.7	71.0 ± 11.2
Cr (μmol/L)	72.83 ± 15.78	66.14 ± 20.43	76.32 ± 25.91
BUN (mmol/L)	4.75 ± 0.92	4.94 ± 1.51	5.38 ± 1.63
TC (mmol/L)	2.94 ± 2.26	4.79 ± 0.82^**^	3.96 ± 1.17^*^
TG (mmol/L)	0.85 ± 0.77	1.46 ± 0.60^**^	1.52 ± 1.14^**^
HDL-C (mmol/L)	1.6 ± 0.1	1.17 ± 0.33^*^	1.1 ± 0.2^*^
FBG (mmol/L)	5.4 ± 0.6	8.8 ± 1.0^**^	8.5 ± 1.5^**^
EF (%)	54.64 ± 0.92	55.33 ± 0.63	36.08 ± 3.22^***^
DICAR in PBMC (a.u.)	1.90 ± 0.34	0.84 ± 0.12^***^	0.88 ± 0.17^***^
DICAR in plasma (a.u.)	1.22 ± 0.32	0.39 ± 0.06^**^	0.57 ± 0.10^**^

*HDF* heart dysfunction, *HR* heart rate, *BMI* body mass index, *SBP* systolic blood pressure, *DBP* dilated blood pressure, BUN, *TC* total cholesterol, *TG* triglyceride, *HDL* high density lipoprotein-C, *FBG* fasting blood glucose, *EF* ejection fraction. *P *<* *0.05*, **P *<* *0.01*, ***P *<* *0.001* vs. Healthy individials, *n* = 9–21

## Discussion

Our study has identified a novel circRNA, which is decreased in diabetic hearts and is involved in the development of DCM. Based on its biological functions, we named it as DICAR. DICAR has an inhibitory effect on the development of DCM, as the spontaneous cardiac dysfunction, cardiac cell hypertrophy, and cardiac fibrosis occur in heterozygous DICAR deficiency (*DICAR*^*+/−*^) mice. In contrast, the DCM is alleviated in DICAR-overexpressed *DICAR*^*Tg*^ mice. In addition, the homozygous DICAR deficiency (*DICAR*^*−/−*^) is lethal to mice, which suggests that DICAR is indeed a critical circRNA at least in mice.

The pyroptosis of cardiomyocytes is a recently identified key cellular event in the development of DCM.^29^ To uncover the potential cellular mechanisms involved in DICAR-mediated effect on DCM, the pyroptosis of cardiomyocytes has been determined via both gain-of-function and loss-of-functional approaches in DICAR gene-modulated mice in vivo and in cultured cardiomyocytes in vitro. The results have demonstrated that DICAR overexpression inhibits pyroptosis of cardiomyocytes in T2DM in vivo and in AGEs-treated cardiomyocytes in vitro, whereas DICAR knockdown has an opposite effect on cardiomyocyte pyroptosis. The effect of DICAR on cell apoptosis, another cell damage in DCM should also be determined in future studies. At the molecular level, we have found that DICAR downregulation under diabetic condition is able to release VCP and then mediates the Med12 protein degradation via the Ub-Pr system, which in turn could induce pyroptosis of cardiomyocytes during the development of DCM.

In this study, we determined the effects of DICAR deficiency (*DICAR*^*+/−*^) on cardiac dysfunction, cardiac cell hypertrophy and cardiac fibrosis, as well as on cardiac cell pyroptosis every month up to 5 months after birth. We found that the damages of cardiac function, cardiac cell hypertrophy and cardiac fibrosis in *DICAR*^*+/−*^ mice reached the peak at 3 months old. No additional deterioration was found at 4 and 5 months old. For the cardiac cell pyroptosis, we found that it reached the peak at 2 months old. We thought that in the early stage when the *DICAR*^*+/−*^ mouse was born, DICAR deficiency could induce cardiac cell pyroptosis and secrete inflammatory factors. Those cellular responses would gradually cause the damages of cardiac function and cardiac structures. However, in response to DICAR deficiency-induced cardiac cell pyroptosis, the cardiac cells may evoke some compensatory responses to against pyroptosis which made the cell pyroptosis to reach a peak at 2 months old. However, the damages of cardiac function and cardiac structures induced by cellular injury responses might reflect the delayed results, which reached a peak at 3 months old.

CircRNAs have more stable structure with less immunogenicity compared with the linear RNAs, which makes them have great potential for the new drug candidates.^30^ Based on the closed structure of DICAR, we have identified that its junction site forms a specific loop RNA second structure which makes its structure more stable even though DICAR is degraded. Also, the junction site sequence of DICAR is different part between DICAR and its parent line mRNA. We further identified that the 19-bp fragment of the DICAR-JP is a critical functional part of DICAR. Interestingly, we do find the synthesized DICAR-JP has a therapeutic effect on diabetes-related pyroptosis of cardiomyocytes. Therefore, DICAR-JP could be a novel small RNA which may be a good candidate for nucleic acid drugs in diabetes.

Recent studies have reported that circRNAs could regulate diseases and that circRNAs can be considered as potential markers for the diagnosis of several diseases as well as therapeutic target genes.^31^ For example, circRNA HRCR is proposed to possess the ability to sponge miR-223 and is beneficial for cardiac hypertrophy and heart failure.^32^ In addition, circ-Foxo3 is found to be able to promote cardiac senescence.^33^ To date, few studies have been performed to test the role of circRNAs in DCM. This study provides new information in this research field by identifying the role of the circRNA DICAR in the development of DCM. It is clear that DICAR-mediated biological functions are by DICAR itself, which is not related to its parent gene, as in both *DICAR*^*+/*−^ and *DICAR*^*Tg*^ mice, the parent gene *Tulp4* expression remains unchanged. DICAR itself may be an important target for the treatment of DCM.

Pyroptosis, a new type of programmed cell death, was proven to be activated in DCM. Alleviating pyroptosis exerts a beneficial effect on DCM by interrupting the long ncRNA Kcnq1ot1 expression. NLRP3 is a key protein that mediates pyroptosis and *NLRP3* knockdown could ameliorate DCM in type 2 diabetes.^12,34^ In the current study, we found that DICAR knockdown could induce pyroptosis as well as activate NLRP3 in mouse hearts. In *DICAR*^*Tg*^ T2DM mice, pyroptosis is inhibited compared with that in WT mice with T2DM. In cultured cardiomyocytes, pyroptosis is activated by AGEs and that the AGEs-induced pyroptosis is reversed via DICAR overexpression. The DICAR can be considered as a key regulator of pyroptosis in diabetes. One weakness of our pyroptosis study was that the determination was mainly by western blot analysis of the pyroptosis-related proteins. Other methods such as live-cell imaging should be applied to further verify the pyroptosis results.

One of the mechanisms of circRNA’s function is sponging miRNAs. For example, caspase-1 is regulated by hsa_circ_0076631 by targeting miR-214-3p in DCM. More recently, circRNAs may act through other diverse mechanisms in addition to miRNA sponging, which include sequestering proteins, regulating gene transcription, and even providing a protein synthesis template.^15^ Our current research reveals that the DICAR could bind with VCP via the DICAR-JP at the junction site and modulates the action of VCP. DICAR expression is decreased and the effect of VCP on the degradation of the ubiquitinated protein is thus enhanced in diabetes.

VCP disruption of valosin-containing protein activity causes cardiomyopathy and reveals pleiotropic functions in cardiac homeostasis.^35^ In patients with acute coronary syndrome (ACS) group, the serum VCP levels were significantly higher than the normal groups, which could be used as a stable biomarker in predicting the development of ACS and its ventricular dysfunction (VD).^36^ Many cofactors can interact with VCP that regulate its function by recruiting VCP to different cellular pathways.^37^ Most of the cofactors bind the N-terminal of VCP, while several others bind to the C-terminal. All the previous research reports regarding the VCP binding are based on protein interaction.^38^ In the current study, we have identified, for the first time, that the secondary structure of a circRNA (DICAR) junction site acts as a functional domain motif to bind to proteins such as VCP.

Med12, a subunit of the RNA polymerase II transcription, acts as a key mediator in many biomedical processes.^34^ Previous studies have reported that Med12 is able to regulate several key signaling pathways involved in cell growth, development, and differentiation.^39^ Recently, one study has found that in mice with conditional cardiac-specific knockout of Med12, the mouse hearts display progressively dilated dysfunction, which suggests that Med12 is also a key molecule in maintaining normal cardiac functions.^40^ In this study, we have found that Med12 is downregulated in hearts from T2DM mice and from *DICAR*^*+/*−^ mouse. In addition, Med12 is involved in the development of pyroptosis of MCMs. The results suggest that DICAR/VCP is able to regulate the Med12 degradation process and may mediate the pyroptosis of cardiomyocytes in DCM. It will be better to perform a rescue experiment to check whether Med12 overexpression could rescue the phenotype of pyroptosis and cardiac dysfunction of *DICAR*^*+/−*^ mice to further confirm the role of Med12.

Heart tissue sample of DCM is very difficult to be obtained, especially from diabetic patients without serious heart failure and other serious complicated diseases. To provide an alternative clinical link of DICAR with diabetes, we have measured the levels of DICAR in circulating blood cells (PBMCs) and in plasma from diabetic patients and their health controls. In PBMCs and in plasma, the levels of DICAR are significantly lower in diabetic patients than those in health controls, which were consistent with the DICAR downregulation in diabetic mouse hearts. However, we have not found difference of DICAR expression in PBMCs and in plasma between patients with (*n* = 9) and without (*n* = 21) cardiac dysfunction. The results suggested that downregulation of DICAR might not be limited to cardiac cells and hearts under diabetic conditions. In addition, the circulating plasma has low level of DICAR, which indicates that the cells may release some of their DICAR into the extracellular space and circulating blood. DICAR in PBMCs and in plasma might be a novel biomarker for diabetes. We did not find difference between diabetic patients with and without cardiac dysfunction. We thought there were two possibilities. First, the case number of diabetic patients with cardiac dysfunction was small. The increasing of case number in each group will be required to confirm the discovery in diabetic patients. The second possibility was that, although the decrease in DICAR expression may be a general phenomenon in cells and plasma from diabetic patients, the organ tissue expression levels might be a better parameter to reflect the specific organ damages induced by diabetes. Thus, the expression levels of DICAR in heart tissues from diabetic patients should be measured in future studies.

In summary, our study has identified that the novel circRNA DICAR, which is down-regulated in diabetes, could protect against diabetes-induced pyroptosis of cardiomyocytes and the development of diabetic cardiomyopathy. The underlying molecular mechanisms are the binding of the DICAR-junction domain with VCP and regulate the pyroptosis by VCP-mediating Med12 degradation through the ubiquitin-proteasome (Ub-Pr) pathway . DICAR and the synthesized DICAR-JP may be good candidates for novel nucleic acid drugs in the prevention and treatment of diabetic cardiomyopathy.

## Materials and methods

### Patient samples

To explore the relationship with the DICAR expression and the cardiac dysfunction induced by diabetes, we collected the healthy individuals (*n* = 12), the age was between 50–70; T2DM patients without cardiac dysfunction or any other complication (*n* = 21) and T2DM patients with cardiac dysfunction (*n* = 9). All the patients enrolled in this study had no extracardiac complications and were from China Resource & WISCO General Hospital. The study was conducted according to the standards of the declaration of Helsinki. The study was approved by the Ethics Committee of China Resource & WISCO General Hospital. Written informed consent was obtained from all subjects.

### Reagents and antibodies

All the reagents and antibodies were listed in the supplementary key resources table.

### Animals

C57BL/KsJ WT (age: 12 weeks) and C57BL/KsJ db/db mice of both genders and with 23–28 (mM) blood glucose levels were purchased from the breeding colonies of GenePharmatech Company. *DICAR*^*+/−*^ *and DICAR*^*Tg*^ mice were all established at the Model Animal Research Center of Nanjing University, China (see the Results section). All animal studies were conducted with age- and gender-matched controls and they were maintained in a temperature-controlled (22–25 °C) environment under a 12-h light/dark cycle and free access to food and water at the Animal Center Wuhan University of Science and Technology.

### Adenoviral constructions and infection

To construct the adenoviruses, circRNA mm9-circ-008009 (renamed as DICAR) is a vector synthesized by Chenechem Company (Shanghai, China). DICAR was first inserted into pcDNA3.1 with the endogenous flanking sequence (1-kb upstream). The upstream flanking sequence was then partially copied and then inserted in the inverted orientation downstream. Adenovirus-DICAR-shRNA without the downstream reverse sequence served as the negative control. All these vectors were finally cloned into the Adeno-X TM Expression System (Clontech) in accordance with the manufacturer’s instructions.^41^

### Microarray analysis

CircRNA microarray analysis was performed using the Arraystar mouse V.2 (Kangcheng Biotechnology Company, Shanghai). Total RNA from each heart tissue sample was quantified using the NanoDrop ND-1000 system. The sample preparation and microarray hybridization were performed based on Arraystar’s standard protocols. Total RNAs were digested with RNAse R (Epicentre, Inc.) to remove linear RNAs and enrich circRNAs. Then, the enriched circRNAs were amplified and transcribed into fluorescent cRNA by using a random priming method (Arraystar Super RNA Labeling Kit; Arraystar). The labeled cRNAs were hybridized onto the Arraystar Mouse circRNA Array (8 x 15 K, Arraystar). After washing the slides, the arrays were scanned by the Agilent Scanner G2505C. Agilent Feature Extraction software (version 11.0.1.1) was used to analyze the acquired array images. 

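The processed values that the authors deposited run from 4.89 to 17.7 and share their maximum on all 6 arrays, as quantile normalization leaves it. Their scale was worked out from the scanner intensities. A normexp background correction with an offset of 16 on the spot and local background medians, followed by quantile normalization over all spots and averaging of the log2 values of each probe, gave values that differed from them by at most 0.02 on the log2 scale. The r across probes and arrays, after centring each probe, was 0.99999. The 792 probes in that table were among the 816 circRNA probes with every unflagged spot well above background on at least 1 array. For the 139 called probes that the authors' table also holds, the median absolute log2 fold change was 0.79 from the processed signal of the scanner software and 0.53 in the authors' values, with the same sign for all 139.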

Quantile normalization and subsequent data processing were performed using the R software package. Finally, the differentially expressed circRNAs with statistical significance between the two groups were identified through Volcano Plot filtering. The differentially expressed circRNAs between the two samples were identified through fold-change filtering. Hierarchical clustering was performed to demonstrate distinguishable circRNAs expression patterns among the samples.

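Across the 742 tested probes, Pearson's r between arrays was 0.994 to 0.998 among WT hearts, 0.971 to 0.988 among db/db hearts and 0.957 to 0.977 between the groups. Average-linkage clustering of 1 - r parted the 3 WT from the 3 db/db arrays. The mean distance between groups was larger than the mean distance within groups by 0.0221. No other division of the 6 arrays into 3 and 3 gave as large a difference, and the next largest was 0.0013 (exact permutation test, one-sided, p = 0.1, the smallest p that the 10 divisions allow). The clustering covers all tested probes, not only those called as different.

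**Figure D3:**
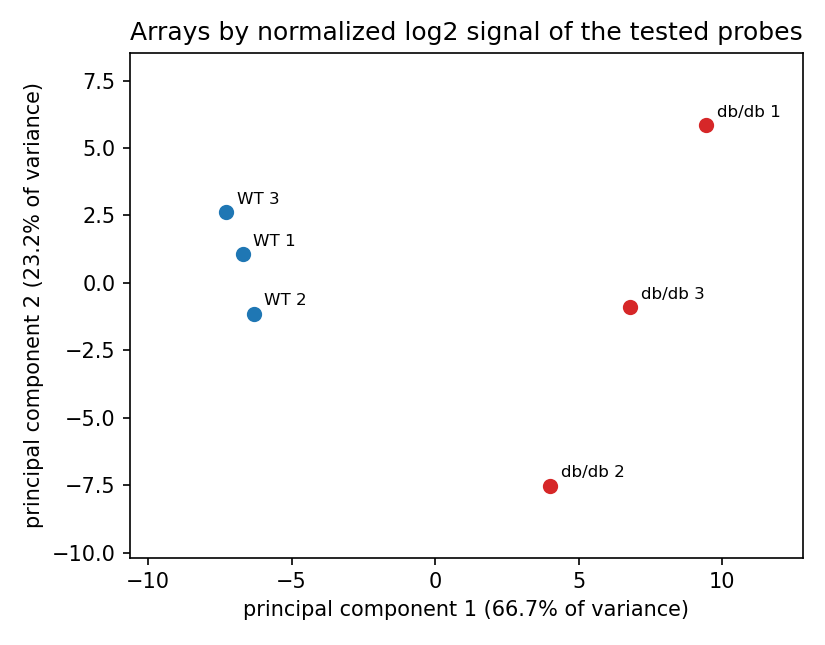
Each point is 1 array, placed by the first 2 principal components of the normalized log2 signal of the 742 tested probes, which hold 66.7% and 23.2% of the variance. The 3 WT arrays lie close together on the left, and the 3 db/db arrays lie apart from them on the right and are spread along the vertical axis.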

### RNase R treatment

Total RNA was extracted from mouse heart tissues and classified into two groups. One group of RNA was pretreated with RNase R (Epicentre, USA), 3 U/µg RNA at 37 °C for 15 min, according to the manufacturer’s instructions. The other group served as control. Then, qRT-PCR was performed to detect the expression of mm9-circ-008009, hsa_circ_0131202 and GAPDH with/without RNase R treatment.

### Immunofluorescence assays and FISH

Immunofluorescence assays were performed as described in the previous study.^42^

Cy3-labeled DICAR, FITC-labeled TnnT were used as described by the manufacturer’s instructions.^42^ FL glibenclamide was used to mark the ER. The live cells were stained by FL Glibenclamide and fixed by the DICAR FISH probe A. The FV10i Confocal Microscope (Olympus, Japan) was used to capture the images.

### The peripheral monocyte isolation from diabetes patients with or without cardiac dysfunction

The blood samples were processed within 1 h of blood sampling. Every patient signed a specific informed consent form, and clinical data were collected from the medical reports and transferred to an anonymous database for statistical processing. Peripheral blood samples of patients and healthy donors were collected using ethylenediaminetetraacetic acid (EDTA) anticoagulated vacutainers (BD Biosciences). Before separation, blood was mixed with the same volume of PBS and then overlaid on a FicollHypaque gradient (1077 g/mL; Cedarlane, Cat CL5020). Density centrifugation was performed at room temperature at 1800 rpm for 30 min with no brake. Peripheral blood mononuclear cells (PBMCs) were collected and stored at −196 °C [(1 × 10^7^ cells in 10% DMSO + 90% fetal calf serum (FCS)]. The study was conducted according to the standards of the Declaration of Helsinki. The study was approved by the Ethics Committee of China Resource & WISCO General Hospital. Written informed consent was obtained from all subjects.

### DICAR-VCP testing for binding affinity prediction

Rosetta-Vienna RNP-^ΔΔ^ was employed in this study by combining the 3D structure modeling with RNA secondary structure-based energetic calculations in order to predict the RNA-protein relative binding affinities. Briefly, a complete calculation framework for RNA–protein binding affinities was referred to using bioinformatics that included a unified free-energy function for bound complexes and automated Rosetta modeling of mutations. The secondary structure-based energetic calculations were performed to model the unbound RNA states. Calculating the energy relationship between a series of VCP proteins and DICAR revealed that the mode of action between DICAR and VCP proteins was interpreted and ranked by energy. Finally, the DICAR with a better binding ability to VCP was selected in accordance with the energy score.

### Statistical analyses

All data are presented as means ± SEM. Statistical analysis for the comparison of two groups was performed using a two-tailed unpaired Student’s *t*-test. To compare more than two groups, a one-way analysis of variance (ANOVA), followed by Tukey’s post hoc test was performed. Adjusted two-sided *P*-values were calculated, and *P* < 0.05 was considered to indicate statistical significance. All statistical analyses were performed with the GraphPad Prism Version 6 (GraphPad Software Inc., SanDiego, CA, USA) and SPSS package (SPSS Inc., Chicago, IL, USA).

## Supplementary information

Supplementary materials

orignial wb picutre

## Data Availability

The datasets generated and/or analyzed during the current study are available from the corresponding author upon reasonable request. All data needed to evaluate the conclusions in the paper are present in the paper and/or the Supplementary Materials. The high throughput raw and processed data have been deposited in GEO (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE199133). The ubiquitin remnant motif mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD037732. The CHIRP-MS proteomics data have been deposited to the iProxX intergrated proteome resources with the dataset identifier PXD037745.

# Supplementary material for: CircRNA DICAR as a novel endogenous regulator for diabetic cardiomyopathy and diabetic pyroptosis of cardiomyocytes
**Source:** Signal Transduct Target Ther. 2023 Mar 8;8:99. doi: 10.1038/s41392-022-01306-2
**Supplement:** Supplementary file 1 — Supplementary materials

Supplementary Materials for

CircRNA DICAR as a novel endogenous inhibitor for diabetic cardiomyopathy and diabetic pyroptosis of cardiomyocytes

Qiong Yuan^1^^,2+^, Yunwei Sun^2+^, Fan Yang^3+^, Dan Yan^2^, Meihua Shen^2^, Zhigang Jin^4^, Lin Zhan^2^, Guangqi Liu^2^, Ling Yang^2^, Qianyi Zhou^2^, Zhijun Yu^2^, Xiangyu Zhou^1^, Yang Yu^1^, Yong Xu^1^, Qingming Wu^2^, Jianfang Luo^6^, Xiamin Hu^5^*, Chunxiang Zhang^1^*

^+^Contributed equally to this work and should be considered joint first authors.

**This PDF file includes:**

Supplementary Methods

Key Resources Table

Figure S1 to S6

Table S1 to S4

**Supplementary Methods:**

**Cardiomyocyte culture**

First, C57BL/6 mouse cardiomyocytes were isolated from 1–2-day-old mice. The mouse heart was removed and excised into pieces of size approximately 1 mm. The tissues were digested with trypsin and type-II collagenase. The cells were plated in 10-μg/mL laminin-coated different culture dishes, and the cardiomyocytes were collected after differential adherence. The cardiomyocytes were incubated in a 37°C incubator after seeding in culture plates, followed by 24 h of serum starvation. At the end of incubation, the cells were either infected with adenoviruses at a specific multiplicity of infection (MOI) or with other treatments. The mouse cardiomyocyte cell line HL-1 was cultured in the DMEM medium. The HCM cell line was sourced from Abm (Richmond, Canada) and cultured in PriGrow I (Abm).

**qPCR reaction analysis**

The mRNA expression of circRNAs were analysed using the ABI 7300 Real-Time PCR System (Foster City, CA, USA). The specifific primer pairs are shown in supplymentary Table S5. Reverse transcription reaction was performed with 1 μg total RNA isolated from the cells of each group. For qPCR amplifification, cDNAs were amplifified using the SYBR Green Real-Time PCR Master Mix (Takara) and 0.4 μmol/L of each primer pair. All the primers were shown in Table S5. Amplifification was carried out starting with an initial step for 30 s at 94^o^C, followed by 40 cycles of the amplifification step (94^o^C 30 s, 60^o^C 60 s and 72 ^o^C 1 min). All amplifification reaction for each sample was carried out in triplicate and the averages of the threshold cycles were used to interpolate curves using 7300 System SDS Software (ABI, CA, USA). Results were expressed as the ratio of circRNAs/GAPDH expression level in the group of the control was regarded as 100%.

**Echocardiography of cardiac dimensions and functions**

The cardiac function was detected by echocardiography. The use of inhaled isoflurane helps lesser trained operators to achieve physiological images. The use of a uniform dosage of isoflurane throughout the experiment minimizes the measurement errors. Different mouse strains show varying susceptibility to isoflurane. In this study, the isoflurane dosage was specifically tailored to each mouse strain. Echocardiography was performed for the *in vivo* assessment of cardiac structures and functions. Relevant measurements included left ventricular wall thickness, internal dimension, mass, and EF. After isoproterenol treatment, re-evaluation was performed by conducting an echocardiogram as frequently as desired. We monitored the mice monthly and recorded the two-dimensional-guided M-mode tracings in both parasternal long-axis and short-axis views at the level of the papillary muscles. The LV wall thickness and LVIDd were accordingly measured. FS was calculated with the established standard equation. All measurements were performed from more than three beats and then averaged.

**Fluorescence *in situ* hybridization (FISH)**

The mouse heart tissues, MCM, and HCM were fixed with 4% paraformaldehyde and prehybridized and hybridized in a hybridization buffer. All mouse DICAR and human DICAR-targeted FISH probes were designed according to the junction region of DICAR and synthesized by the Ruibo Biotechnology Co., Ltd. (Guangzhou, China). The signals of the probe were detected by the FISH Kit (Ruibo Biotechnology) according to the manufacturer’s instructions. Nuclei were stained with DAPI and the images were captured on a confocal microscope.

**Type 2 diabetes mellitus mouse model**

The WT and *DICAR^Tg^* mouse were fed with west diet for three months and tail vein injection with alloxan monohydrate (50 mg/kg body weight; Sigma-Aldrich, USA). The animals with blood sugar level of ≥200 mg/dl were considered diabetic and were used in the current investigation. Blood glucose levels were measured by the On Call EZ II blood glucose monitoring system (ACON Biotech, USA). The biochemical analyzer (ERBA Chem., India) and commercial ERBA diagnostic kits were used for serum analysis of total cholesterol (TC), triglyceride (TG), high-density lipoprotein-cholesterol (HDL-C), and low-density lipoprotein-cholesterol (LDL-C).

**Western blotting**

The expression levels of several proteins were detected by Western blotting. Briefly, the heart tissues and cells were homogenized in the RIPA lysis buffer (Beyotime, Jiangsu, China) supplemented with 0.1 mM phenylmethylsulfonylfluoride (PMSF) (Sigma, Missouri, USA) for immunoblotting analysis. The cells were harvested and lysed in a lysis buffer. The proteins were separated using sodium dodecyl sulfate-12% polyacrylamide gel electrophoresis (SDS-PAGE) and transferred onto a polyvinylidene fluoride (PVDF) membrane at 300 mA for 1.5 h. Subsequently, the membrane was incubated in TBS/T buffer (20 mM Tris-HCl, pH 7.6, 150 mM NaCl, 0.1% Tween-20) with 5% non-fat milk at room temperature for 2 h. Specific primary antibodies included-rabbit anti-NLRP3(D4D8T) (1:1000, Cell Signaling Technology, USA), GSDMD, ASC, mouse anti-caspase-1 (1:1000, Santa Cruz Biotechnology, USA), mouse VCP (1:1000, Santa Cruz Biotechnology), and mouse anti-β-actin (1:1000, Proteintech, Wuhan, USA); GSDMD (1:1000, Santa Cruz Biotechnology); all antibodies were diluted in TBST buffer (50 mM Tris-HCl, 150 mM NaCl, 0.1% Tween-20, pH 7.4) and incubated with the PVDF membrane at 4ºC overnight. Corresponding horseradish peroxidase (HRP)-conjugated secondary antibodies (1:5000, A21010, Abbkine, CA, USA) were subsequently incubated with the PVDF membrane for 90 min at room temperature. The signal was detected with an enhanced chemiluminescent (ECL) reagent (Amersham Biosciences, Piscataway, NJ, USA). The luminescent signals were detected by the ChemiDoc MP system (Bio-Rad).

**Histological analysis**

The hearts were excised, fixed in 10% formalin, embedded in paraffin, and sectioned into 7-μm slices. To measure the cross-sectional area of the cardiomyocytes, these sections were stained with FITC-conjugated wheat germ agglutinin (Sigma) according to the method described previously . To determine cardiac fibrosis, we stained the heart sections with the standard Masson trichrome staining according to the manufacturer’s instructions (Sigma).

**Immunohistochemistry**

For immunohistochemistry, the formalin-fixed myocardial sections were deparaffinized and rehydrated. Primary polyclonal antibody against collagen III (Rabbit polyclonal; Santa Cruze, California, USA; 1:1000 dilution). The average percentages of collagen III-stained area were calculated from 6 separate fields of transverse left ventricular tissue sections by light microscopy (× 400 magnification).

**Chromatin isolation by RNA purification–MS (CHIRP-MS)**

The heart tissues were washed with pre-cooling PBS buffer and the tissues were crosslinked with 3% formaldehyde at room temperature on an end-to-end shaker for 30 min. Quench crosslinking was performed with 125-mM glycine for 5 min, spun at 1000 RCF for 3 min, and the supernatant was discarded. The tissues were then washed twice with cooled PBS and spun at 3000 rpm. The supernatant was transferred to 2 volumes of the hybridization buffer, mixed, and incubated at 37°C. The pre-bind probe (100 pmol per 2 × 10^7^ cells) was incubated with the streptavidin beads for 30 min, the unbinding probe was washed out, and the beads were mixed with the cell lysate and hybridized at 37°C overnight on an end-to-end shaker. The beads were washed for five times with 1 mL of pre-warmed wash buffer. To the sample, 100 µL of the elution buffer, 20 U benzonase, and elute protein were added at 37°C and incubated for 1 h. The supernatant was collected and the sample was reverse cross-linked at 95°C, and the protein was precipitated with 0.1% SDS and 10% TCA at 4°C for 2 h. The sample was then spun at top speed, and the pellets were washed with pre-cold 80% acetone thrice. After the protein was digested, 1/2 peptide was separated and analyzed with the nano-UPLC (EASY-nLC1200) coupled to Q-Exactive Mass Spectrometry (Thermo Finnigan). The separation was performed on a reversed-phase column using mobile phases composed of water with 0.1% FA, 2% ACN (phase A), and 80% ACN, 0.1% FA (phase B). The sample was executed with a 120-min gradient at a 300 nL/min flow rate. The data-dependent acquisition was performed in profile and a positive mode with the Orbitrap Analyzer at the resolution of 70,000 (@200 m/z) and the m/z range of 350-1600 for MS1; For MS2, the resolution was set to 17,500 with a dynamic first mass. The automatic gain control (AGC) target for MS1 was set to 1.0^6^ with max IT 100 ms and 5.0^4^ for MS2 with max IT 200ms. The top 10 most-intense ions were fragmented by HCD with normalized collision energy (NCE) of 27% and an isolation window of 2 m/z. The dynamic exclusion time window was set to 20s.

**LC-MS/MS of ubiquitin remnant motif**

The tissue was lysed in a urea-containing buffer, the cellular proteins were digested with proteases, and the resultant peptides were purified through reversed-phase solid-phase extraction. The peptides were then subjected to immunoaffinity purification using the PTMScan^®^ ubiquitin remnant motif (K-ε-GG) antibody. The antibody was incubated with protein A agarose beads. Unbound peptides were removed through washing, and the captured ubiquitin-containing peptides were eluted with dilute acid. Reversed-phase purification was performed on microtips to desalt and separate the peptides from antibodies before concentrating the enriched peptides for LC-MS/MS analyses.

**Parallel reaction monitoring (PRM)**

The protein candidates with more than 2-fold change and adjusted P-value of <0.05 were selected for further validation through targeted liquid chromatography-parallel reaction monitoring (LC-PRM) MS. The peptides were separated on the C18-column with buffer B (90% ACN, 0.1% formic acid) at the flow rate of 300 nL/min. Mobile phase B: 6–28% for 92 min, 28–40% for 20 min, 40–100% for 2 min, 100% for 2 min, 100–2% for 2 min, 2% for 2 min. PRM MS2 spectra were collected at the resolution of 17500 with an AGC target value of 5 x 10^4^. Raw data were analyzed by Skyline using a data-independent acquisition method (version 3.6.1), with q = 0.1.

**Surface Plasmon resonance (SPR) assay**

The nucleic acid of the DICAR-junction sequence was synthesis by Sangon Biotech (Shanghai, China) Company and verified with an SPR assay using the BIAcore T200 Instrument (BIAcore T200, GE Healthcare, Chicago, IL, USA) as described elsewhere.^43^ Recombinant protein VCP was immobilized on a CM5 sensor chip, and a blank channel was employed as the negative control for each assay. A concentration of 100 µM for the selected compounds was used for the primary screening. For positive hits, the compounds were serially diluted to different concentrations with the HBS-EP + buffer and flowed through the chip. The KD values were calculated by using a steady affinity state model by the BIAcore T200 Analysis Software as described elsewhere.^44^

**RNA Immunoprecipitation (RIP) Assay**

EZ-Magna RIP™ RNA-Interacting Protein Immunoprecipitation Kit (Millipore, Billerica, MA, USA) was utilized for the RIP assay. Heart tissue underwent lysis in RIP lysis buffer with RNase inhibitor (Millipore). A 100 μL cell lysate was treated with RIP with magnetic beads coated VCP antibody. The DICAR was then precipitated prior to evaluation via RT-qPCR.

**Key Resources Table**

| Reagent or Resorce | Source | Identifier |
| --- | --- | --- |
| Trizol | Thermo Scientific Company, USA | 15596018 |
| HiScript III RT SuperMix for qPCR (+gDNA wiper) | Vazyme biotech Company, China | R323-01 |
| Hieff^®^ qPCR SYBR Green Master Mix(No Rox) | Yeasen Biotechnology, Shanghai | 11201ES08 |
| BCA Protein Assay Kit | Biosharp, China | BL521A |
| Protein loading buffer (5X) | Biosharp, China | BL502B |
| Glycine | BioFroxx, China | 1269GR500 |
| Tris-HCl | BioFroxx BioFroxx | 1115GR500 |
| BSA | Gibco, China | 11021029 |
| Mouse antibody-Caspase-1 p20 | Santa Cruz Company, USA | sc-398715 |
| Rabbit antibody-ASC | Cell signaling Technology, USA | 67824 |
| Rabbit antibody-GSDMD | Cell signaling Technology, USA | 39754 |
| Rabbit antibody-NLRP3 | Cell signaling Technology, USA | 15101 |
| HRP, Goat Anti-Rabbit IgG | Bioworde Company | bs13278 |
| HRP，Goat Anti-Mouse IgG | Bioworde Company | bs 14278 |
| Rabbit antibody-Med12 (1:1000) | Proteintech Company | 20028-1-AP |
| Rabbit antibody-Cavin2 (1:1000) | Proteintech Company | 12339-1-AP |
| Rabbit antibody-Myom1 (1:1000) | Proteintech Company | 20360-1-AP |
| Rabbit antibody-Myh6 (1:1000) | Proteintech Company | 22281-1-AP |
| Rabbit antibody-Myl2 (1:1000) | Proteintech Company | 10906-1-AP |
| Rabbit antibody-VCP (1:1000) | Cell signaling Technology, USA | 2649 |
| Rabbit antibody-ACTIN (1:1000) | Proteintech Company, China | 66009-1-Ig |
| Cy3-labeled DICAR | RiboBio, Guangzhou, China | N/A |
| FITC-labeled TnnT | RiboBio, Guangzhou, China | N/A |
| High Sensitivity ECL Kit (1:1000) | Biosharp Company, China | BL520A |
| High glucose DMEM medium (1:1000) | Gibco Company, China | C11995500 |
| Fetal bovine serum (1:1000) | Gibco Company, China | 10100147 |
| Trypsin (1:1000) | Biosharp Company, China | BL512A |
| AGEs (1:1000) | Bioss Company, China | bs-1158P |
| LV-FITC-DICAR | Genechem Company, China | N/A |
| Biological samples |  |  |
| Individuals with T2DM and healthy adult donors’ peripheral blood monocyte cells | China Resource & WISCO General Hospital, Wuhan University of Science and Technology | N/A |
| Experimental models: Cell lines |  |  |
| HL-1 | CTCC | CTCC-001-0185 |
| AC16 | Sigma-Aldrich | SCC109 |
| Experimental models: Organisms/strains | | |
| *DICAR^+/-^* | Model Animal Research Center of Nanjing University | N/A |
| *DICAR^Tg^* | Model Animal Research Center of Nanjing University | N/A |

**Supplementary Figs**

**Figure. S1**

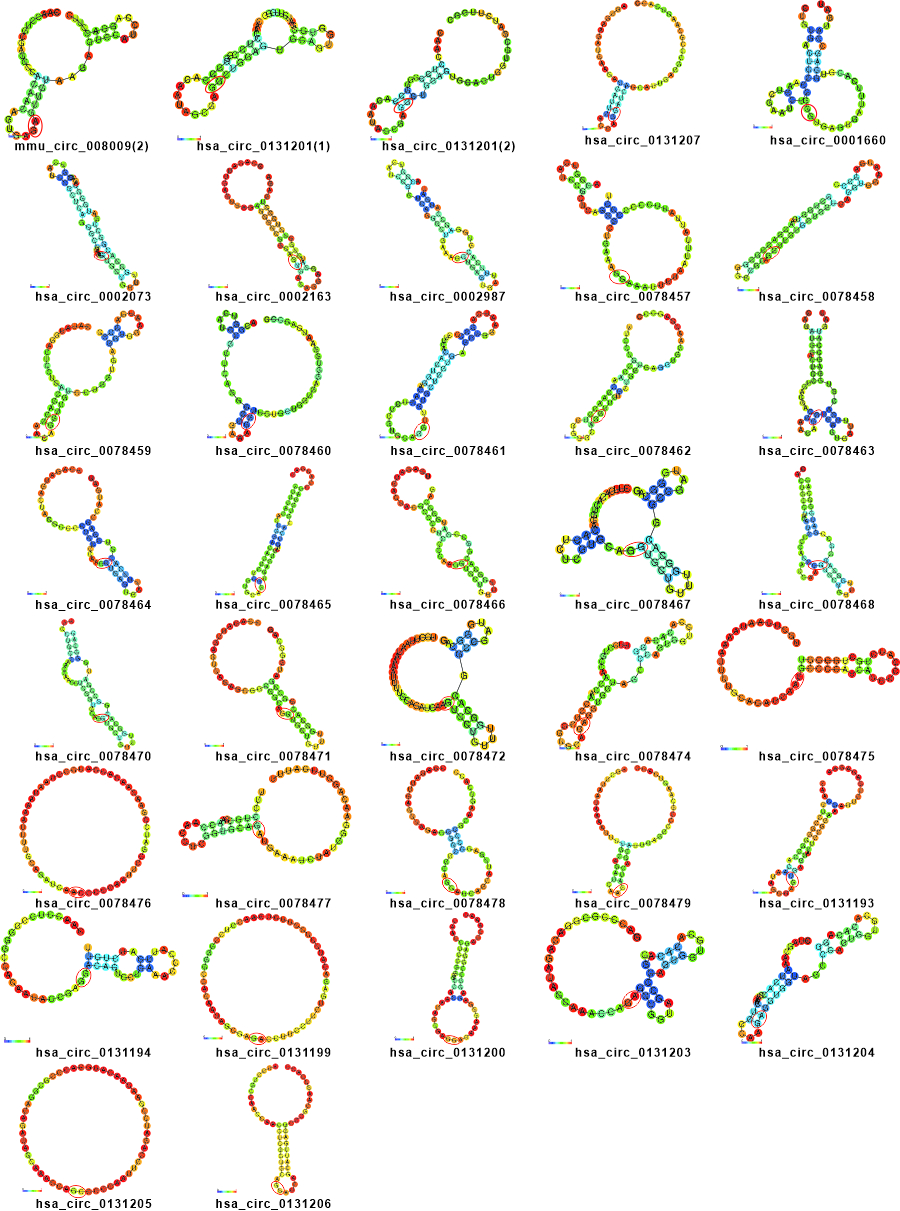

**Figure. S1. Computer mimic the difference in the second structure of circRNAs from parent *Tulp4*.**

**Figure. S2**

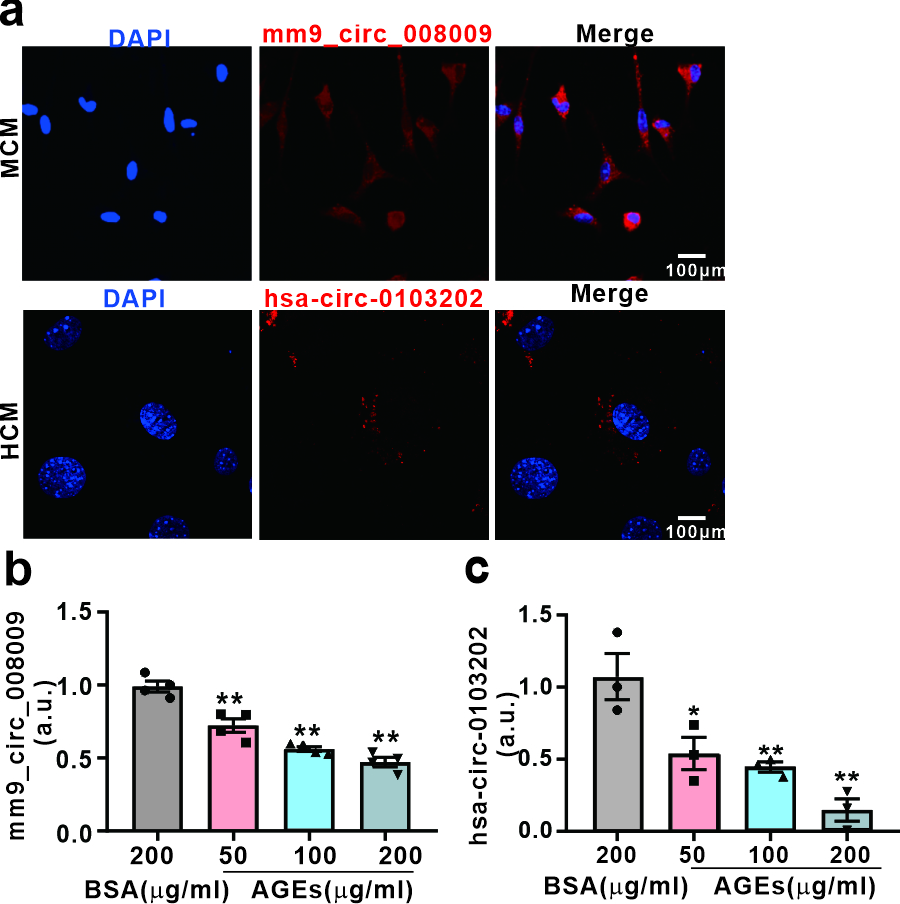

**Figure. S2. The effect of AGEs on the mm9_circ_008009 and has_circ_0131202 expression.**

1. The FISH assay was performed to detect the location of mm9_circ_008009 and has_circ_0131202 in the mouse and human heart cells, respectively.

(b) AGEs downregulated the mm9_circ_008009 expression in a dose-dependent. *^**^p ＜0.01* vs. BSA, n = 3.

(c) AGEs downregulated the has_circ_0131202 expression in a dose-dependent manner. *^*^p ＜ 0.05*, *^**^p ＜0.01* vs. BSA, n = 3.

**Figure. S3.**

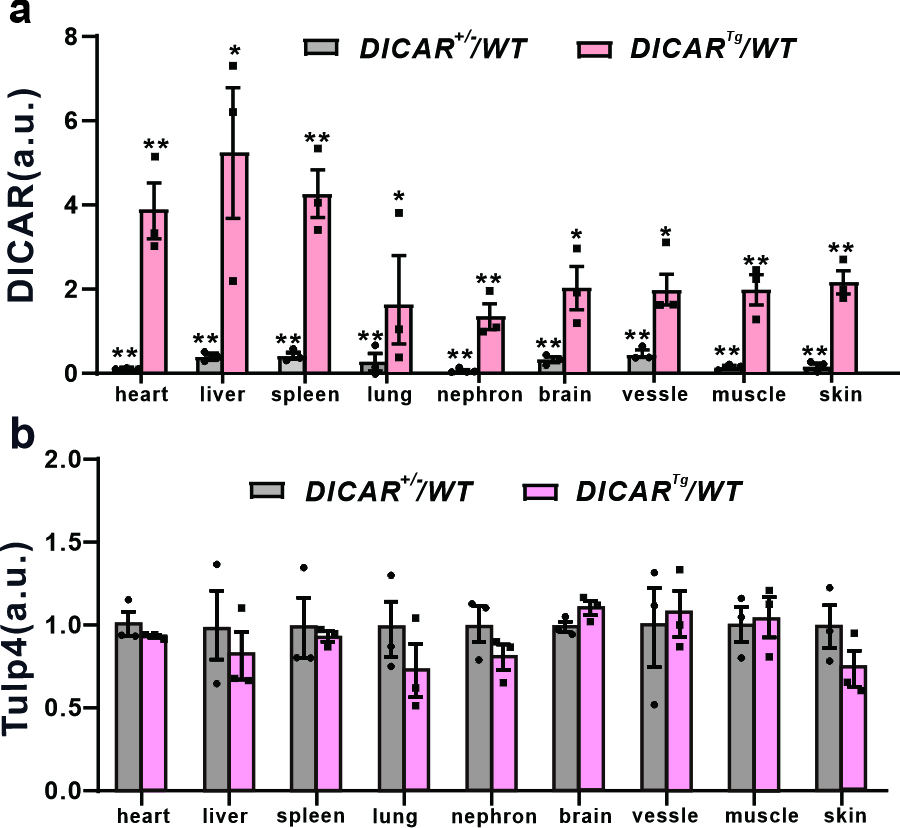

**Figure. S3. Identification of successfully founded *DICAR^+/-^* and *DICAR^Tg^* mouse model.**

1. qPCR detected DICAR expression in different tissues. *^*^P ＜ 0.05,* *^**^P ＜ 0.01* vs. WT, n = 3.
2. qPCR detected Tulp4 mRNA expression in different tissues. n = 3

**Figure. S4.**

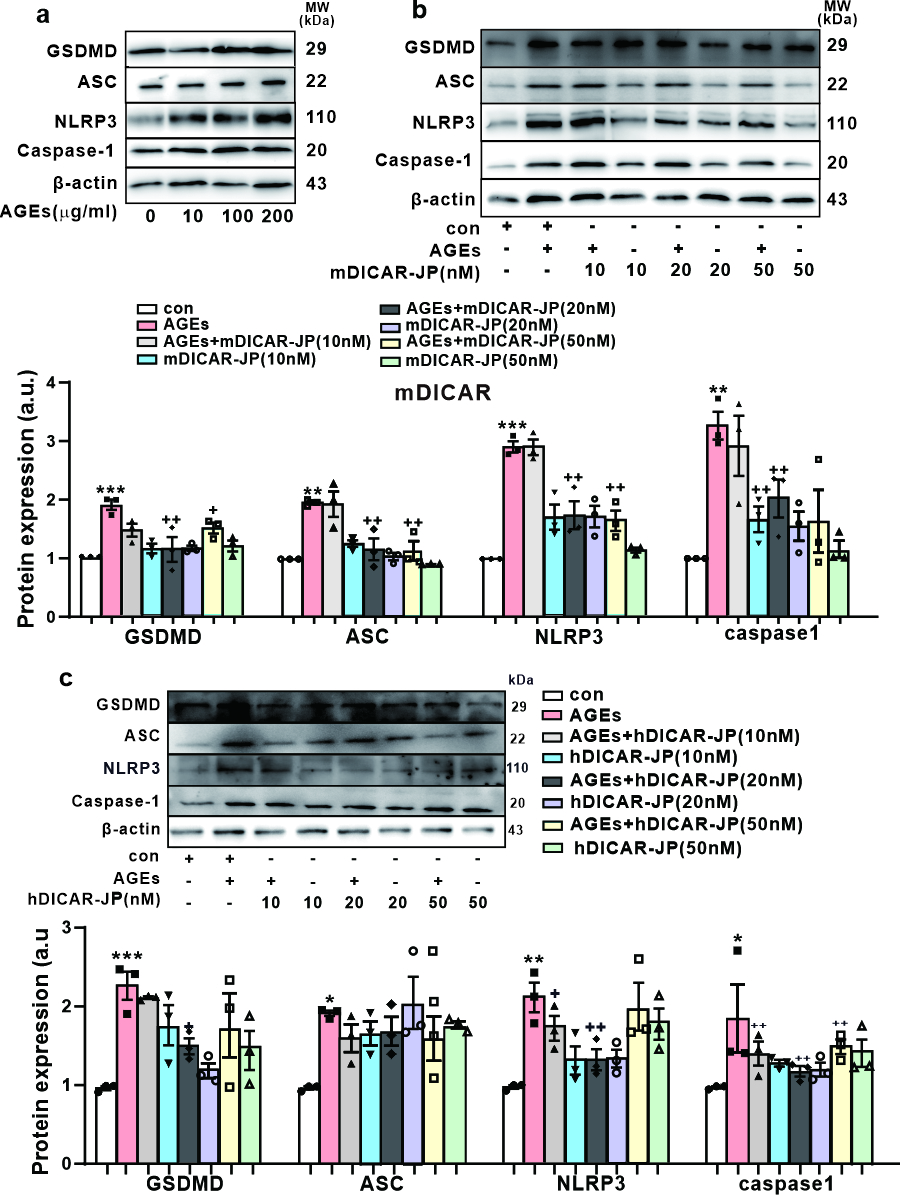

**Figure. S4. The effect of DICAR on the inhibition of pyroptosis of cardiomyocytes induced by AGEs.**

1. AGEs-induced HL-1 pyroptosis in a dose-dependent manner. n = 3–4.
2. mDICAR inhibited the reversal of the effect of AGEs on the HL-1 in a dose-dependent manner. *^*^P ＜ 0.05*, *^**^P ＜ 0.01*, *^***^P ＜ 0.001* vs. con; *^+^P ＜ 0.05*, *^++^P ＜ 0.01* vs. AGEs (200 µg/mL, 24 h); n = 3–4.
3. hDICAR inhibited the reversal of the effect of AGEs on the AC16 in a dose-dependent manner. *^*^P ＜ 0.05*, *^**^P ＜ 0.01*, *^***^P ＜ 0.001* vs. con; *^+^P ＜ 0.05*, *^++^P ＜ 0.01* vs. AGEs (200 µg/mL, 24 h); n = 3–4.

**Figure. S5.**

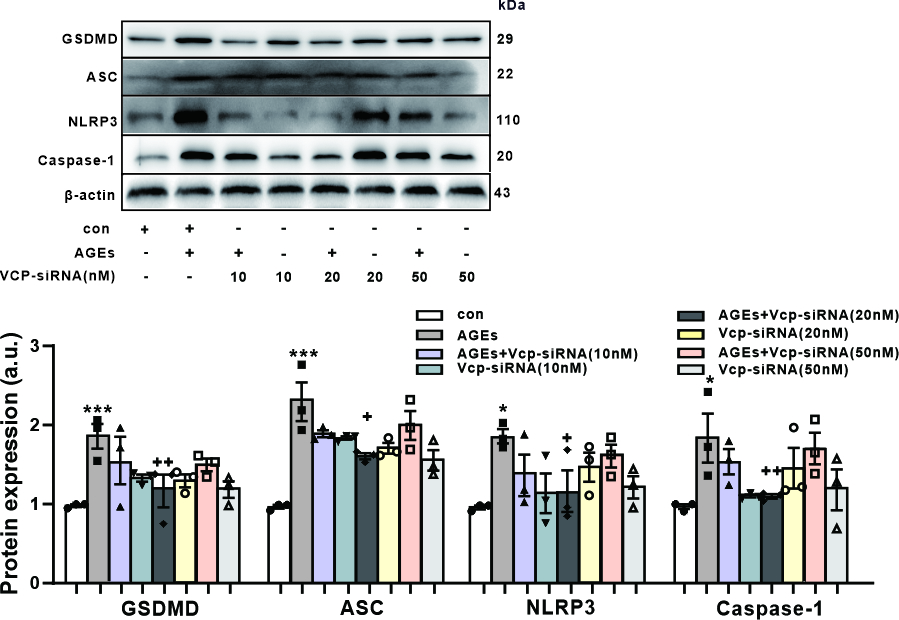

**Figure. S5. The inhibition of the effect of VCP-siRNA on the pyroptosis of HL-1 induced by AGEs.**

The pyroptosis was detected by ASC, caspase-1, GSDMD, and NLRP3 protein expression detected by WB, *^*^p ＜ 0.05*, *^***^p ＜ 0.001* vs. con; *^+^P＜ 0.05*, *^++^P ＜ 0.01* vs. AGEs (200 µg/mL, 24 h); n = 3–4.

**Figure. S6.**

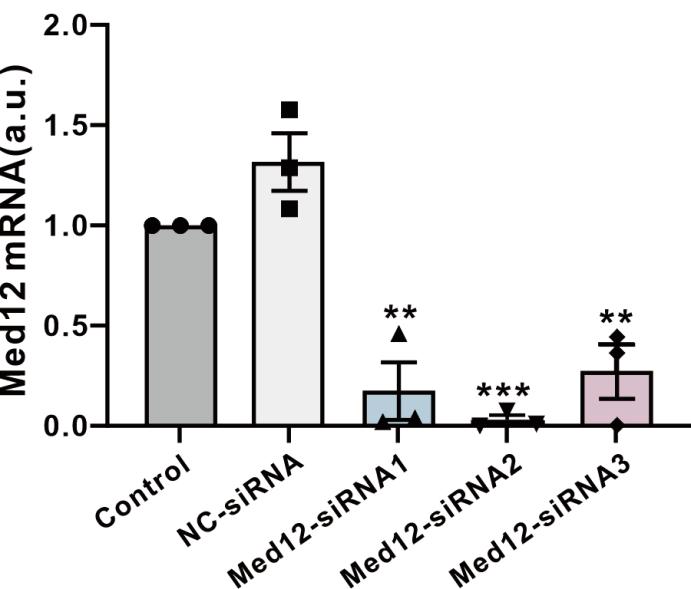

**Figure. S6. Med12 expression interrupted cell model founded.**

The interrupted effects of Med12-siRNA on Med12 expression detected by qPCR. *^**^P ＜ 0.01*, *^***^P ＜ 0.001* vs. NC-siRNA; n = 3–4.

**Supplementary Tables**

**Table S1. The detection of the DICAR-specific binding proteins by CHIRP-MS**

| Protein | db/db heart tissue | | WT heart tissue | | DICAR binding protein Fold Change |
| --- | --- | --- | --- | --- | --- |
|  | Tulp4 binding protein | DICAR binding  protein | Tulp4 binding protein | DICAR binding protein | db/db/WT |
| AIFM | 0 | 152138 | 0 | 3259094 | 0.046681 |
| 3HIDH | 0 | 0 | 0 | 553547 | 0 |
| PGBM | 0 | 0 | 0 | 877851 | 0 |
| NACA | 0 | 163030 | 0 | 1662008 | 0.098092 |
| VCP | 184773 | 287155 | 0 | 910187 | 0.31549 |
| MOES | 0 | 486971 | 0 | 1856162 | 0.262354 |
| IF4A1 | 309885 | 1241298 | 0 | 2728306 | 0.45497 |
| KAD2 | 0 | 120706 | 0 | 2173149 | 0.055544 |
| B2RXT3 | 0 | 177804 | 195714 | 2903948 | 0.061228 |
| ENPL | 0 | 1104477 | 0 | 9191303 | 0.120165 |
| TRI72 | 0 | 0 | 0 | 1764371 | 0 |
| ATPA | 13205434 | 1.39E+08 | 57529722 | 6.75E+08 | 0.205994 |
| ATPB | 7256879 | 73935412 | 31430421 | 2.27E+08 | 0.325275 |
| QCR8 | 96385628 | 18786930 | 112003 | 75282338 | 0.249553 |
| MYH6 | 964396 | 2679425 | 0 | 10338236 | 0.259176 |
| KCRB | 0 | 0 | 0 | 890856 | 0 |
| KCRS | 3521229 | 18299080 | 11951728 | 2.36E+08 | 0.077508 |
| MYL3 | 677315 | 65532772 | 0 | 3.12E+08 | 0.210362 |
| ADT1 | 11398077 | 5876799 | 6346335 | 76808958 | 0.076512 |
| Q8CGP4 | 8545191 | 36392631 | 0 | 30418303 | 1.196406 |
| TBA1C | 11346525 | 9541334 | 2626952 | 13177746 | 0.724049 |
| VIME | 23107304 | 20584724 | 0 | 9902824 | 2.078672 |
| NDUA4 | 3712477 | 10303468 | 11228266 | 51962445 | 0.198287 |
| TKT | 21952 | 30056 | 0 | 24206 | 1.241676 |
| D3Z0I3 | 2131183 | 2818265 | 1377943 | 11519331 | 0.244655 |
| VDAC1 | 0 | 1350666 | 0 | 0 | INF |
| Q91VB8 | 2556672 | 2930678 | 0 | 40377118 | 0.072583 |
| MYG | 926602 | 6053612 | 0 | 48634626 | 0.124471 |
| PLAK | 7313802 | 3993794 | 0 | 3981318 | 1.003134 |
| K1C14 | 3.97E+08 | 1.98E+08 | 41125644 | 29600755 | 6.684681 |
| E9Q9J0 | 3316360 | 6449274 | 0 | 14485101 | 0.445235 |
| ANXA5 | 0 | 0 | 105078 | 271963 | 0 |
| ACADL | 769620 | 9897253 | 5196006 | 69817344 | 0.141759 |
| PPIA | 0 | 1521979 | 0 | 4151735 | 0.366589 |
| LAMC3 | 2834921 | 2966795 | 387648 | 1322251 | 2.243746 |
| SPR2K | 1476124 | 0 | 0 | 0 | INF |
| ANXA2 | 79304 | 24132 | 24261 | 18089 | 1.33407 |
| DESP | 4731177 | 0 | 0 | 0 | INF |
| DPYL2 | 0 | 0 | 0 | 397417 | 0 |
| Q8C2Q7 | 0 | 253668 | 0 | 99783 | 2.542197 |
| Q8CBB6 | 2076379 | 2958268 | 1817511 | 2044638 | 1.446842 |
| BIP | 0 | 0 | 0 | 1207417 | 0 |
| FABP7 | 37205210 | 6802407 | 1.12E+08 | 23320355 | 0.291694 |
| H4 | 454434 | 675816 | 0 | 1065757 | 0.634118 |
| PRDX1 | 1574398 | 2356542 | 0 | 7790795 | 0.302478 |
| COX41 | 1395259 | 20717047 | 127709 | 1.04E+08 | 0.200018 |

**Table S2. The combined portion of DICAR-VCP contains three parts**

| DICAR | VCP | Binding model |
| --- | --- | --- |
| **Part** A |  |  |
| C1 | L12 | hydrogen bond |
| A2 | T14 | hydrogen bond |
| A3 | K18 | salt bridge |
| C4 | K20 | salt bridge |
| C4 | N21 | hydrogen bond |
| **Part B** |  |  |
| C43、C42 | K651、D484、D483、R487、Q479、K486 | Amino acid residue side chain network |
| **Part C** |  |  |
| G30 | R662、K663 | hydrogen bond |
| T39 | Q473 | Hydrophobicity |
|  | K164、R453、K389  N401、Q382 | hydrogen bond |
| A17 | E397 | hydrogen bond |
| A18 | N401 | static electricity |
| C19 | N401 | static electricity |
| A20 | E420 | hydrogen bond |
| A20 | K614 | salt bridge |
| G21 | E402 | hydrogen bond |
| T22 | D393、E402、R453 | Hydrophobicity |
| G23 | A446、S444 | hydrogen bond |
| A24 | D393、D393 | static electricity |
| G25, A26 | Q382 | static electricity |

**Table S3. Detection of different protein expressions in the heart tissues by LC-MS + PRM**

| Proteins | Positions within proteins | Localization prob | Score | Mass error [ppm] | Average *DICAR^+/-^* | Average WT | *DICAR^+/-^*/WT | P |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Myom1 | 1171 | 0.997 | 131.06 | -2.1191 | 3348166.67 | 9590867 | 0.35 | 0.037 |
| Mlrv | 111 | 0.974 | 76.679 | -2.3009 | 1154280 | 3453700 | 0.33 | 0.008 |
| Cavn2 | 102 | 1 | 88.009 | -0.1738 | 4570966.67 | 15033000 | 0.30 | 0.017 |
| Med12 | 1869 | 1 | 57.177 | -0.5763 | 188983333 | 786123333 | 0.24 | 0.013 |
| Myh6 | 1533 | 1 | 127.56 | 0.3736 | 3907836.67 | 20011667 | 0.20 | 0.013 |

**Table S4. The list of primer sequences used in the study**

| Gene name | Sequence |
| --- | --- |
| mm9_circ_008009 | Forward: 5'-TACTATGAAGAGGGATGGTTGG-3'  Reverse: 5’-AAATGGCACTTGATATGTTTGTT-3' |
| mm9_circ_006404 | Forward: 5'-ATTTCGGGCCATTCAGCGTC-3'  Reverse: 5'-GCAACACCACTCGGTTCTGC-3' |
| mm9_circ_013422 | Forward: 5'-TGGTGGATCCTGTTCGCCAG-3'  Reverse: 5'-AGACCAAGACTTGTGAGGCCA-3' |
| mm9_circ_009681 | Forward: 5'-TCTGAACGGCGAGATCCTGC-3'  Reverse: 5'-TGCGTTCCTGTTCTGGAAGCT-3' |
| mm9_circ_000903 | Forward: 5'-GGCCCCTCTGTTTACTGCTGA-3'  Reverse: 5'-GGCAGTGGCACGTTCTTTCT-3' |
| mouse Tulp4 | Forward: 5'-TCCTGCATGAATCTGATGGCA-3'  Reverse: 5'-GGGGAGGAGAATAATCATCCGA-3' |
| hsa_circ_0131202 | Forward:5'-CCAAGAGTGAGAAGGAGAAGCC-3'  Reverse: 5’-CCTGGAGTCTTACAAATCTCGCTA-3' |
| mouse GAPDH | Forward: 5'-CACTGAGCAAGAGAGGCCCTAT-3'  Reverse: 5'-GCAGCGAACTTTATTGATGGTATT-3' |
| human GAPDH | Forward: 5'-GACAGTCAGCCGCATCTTCT-3'  Reverse: 5’-GCGCCCAATACGACCAAATC-3' |
| CHIRP-MS probe |  |
| P1 | ACTCTTACAACTCTCACTGTTGTG |
| P2 | aggagccatcagattattca |
| P3 | gcttctatgtgcagaaaagg |
| P4 | caaccccaacagtggaaagg |
| P5 | actggagctattctttaggg |
| P6 | aggaatctgttcctttcaga |
| P7 | actgacagttccaattagta |
| P8 | taccaaagatgtcttcctgt |
| P9 | attaattagtctccgtctgc |
| P10 | aatggaccaagtagtttcct |

# Supplementary material for: CircRNA DICAR as a novel endogenous regulator for diabetic cardiomyopathy and diabetic pyroptosis of cardiomyocytes
**Source:** Signal Transduct Target Ther. 2023 Mar 8;8:99. doi: 10.1038/s41392-022-01306-2
**Supplement:** Supplementary file 2 — orignial wb picutre

## Slide 1
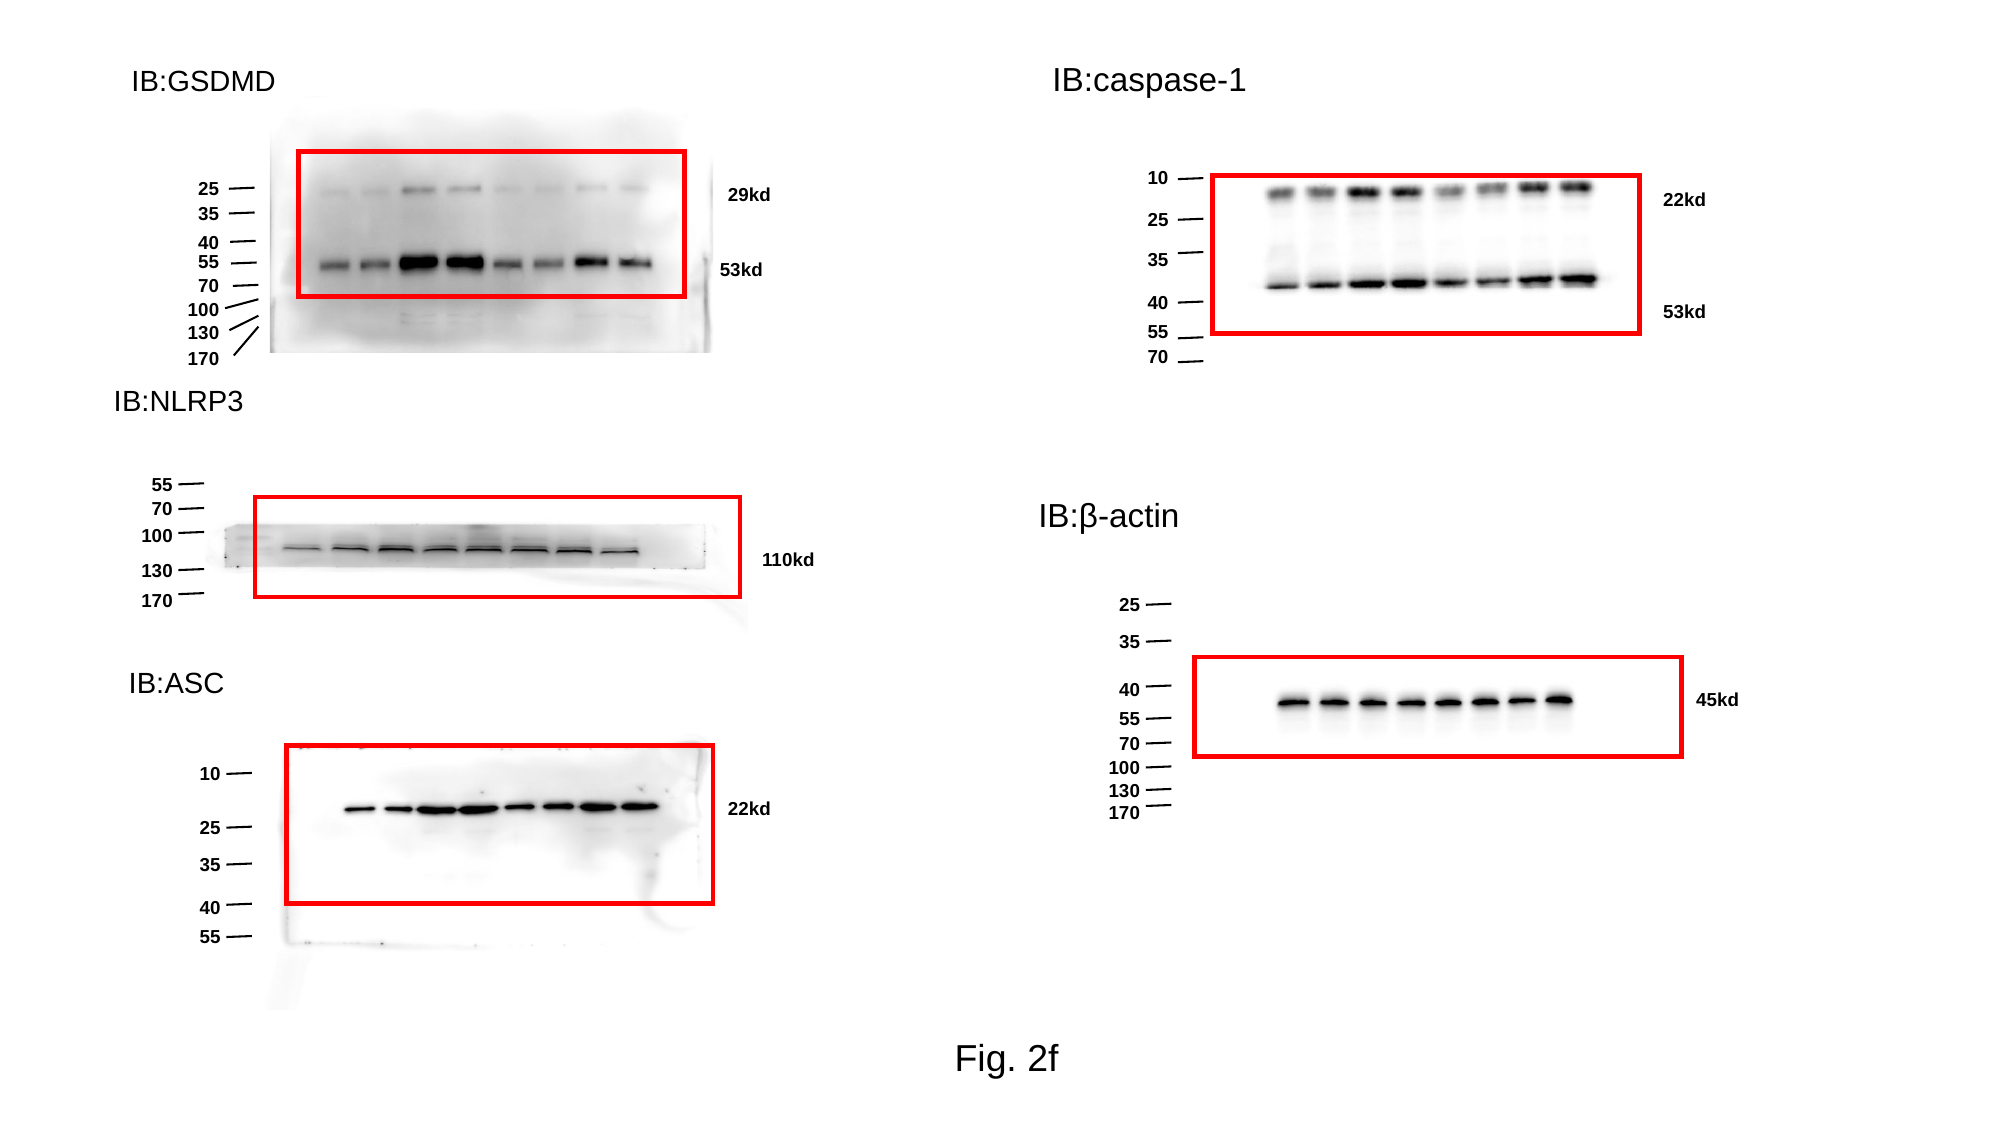

IB:caspase-1
IB:GSDMD
10
25
29kd
22kd
35
25
40
35
55
53kd
70
40
100
53kd
55
130
70
170
IB:NLRP3
55
IB:β-actin
70
100
110kd
130
170
25
35
IB:ASC
40
45kd
55
70
100
10
130
22kd
170
25
35
40
55
Fig. 2f

## Slide 2
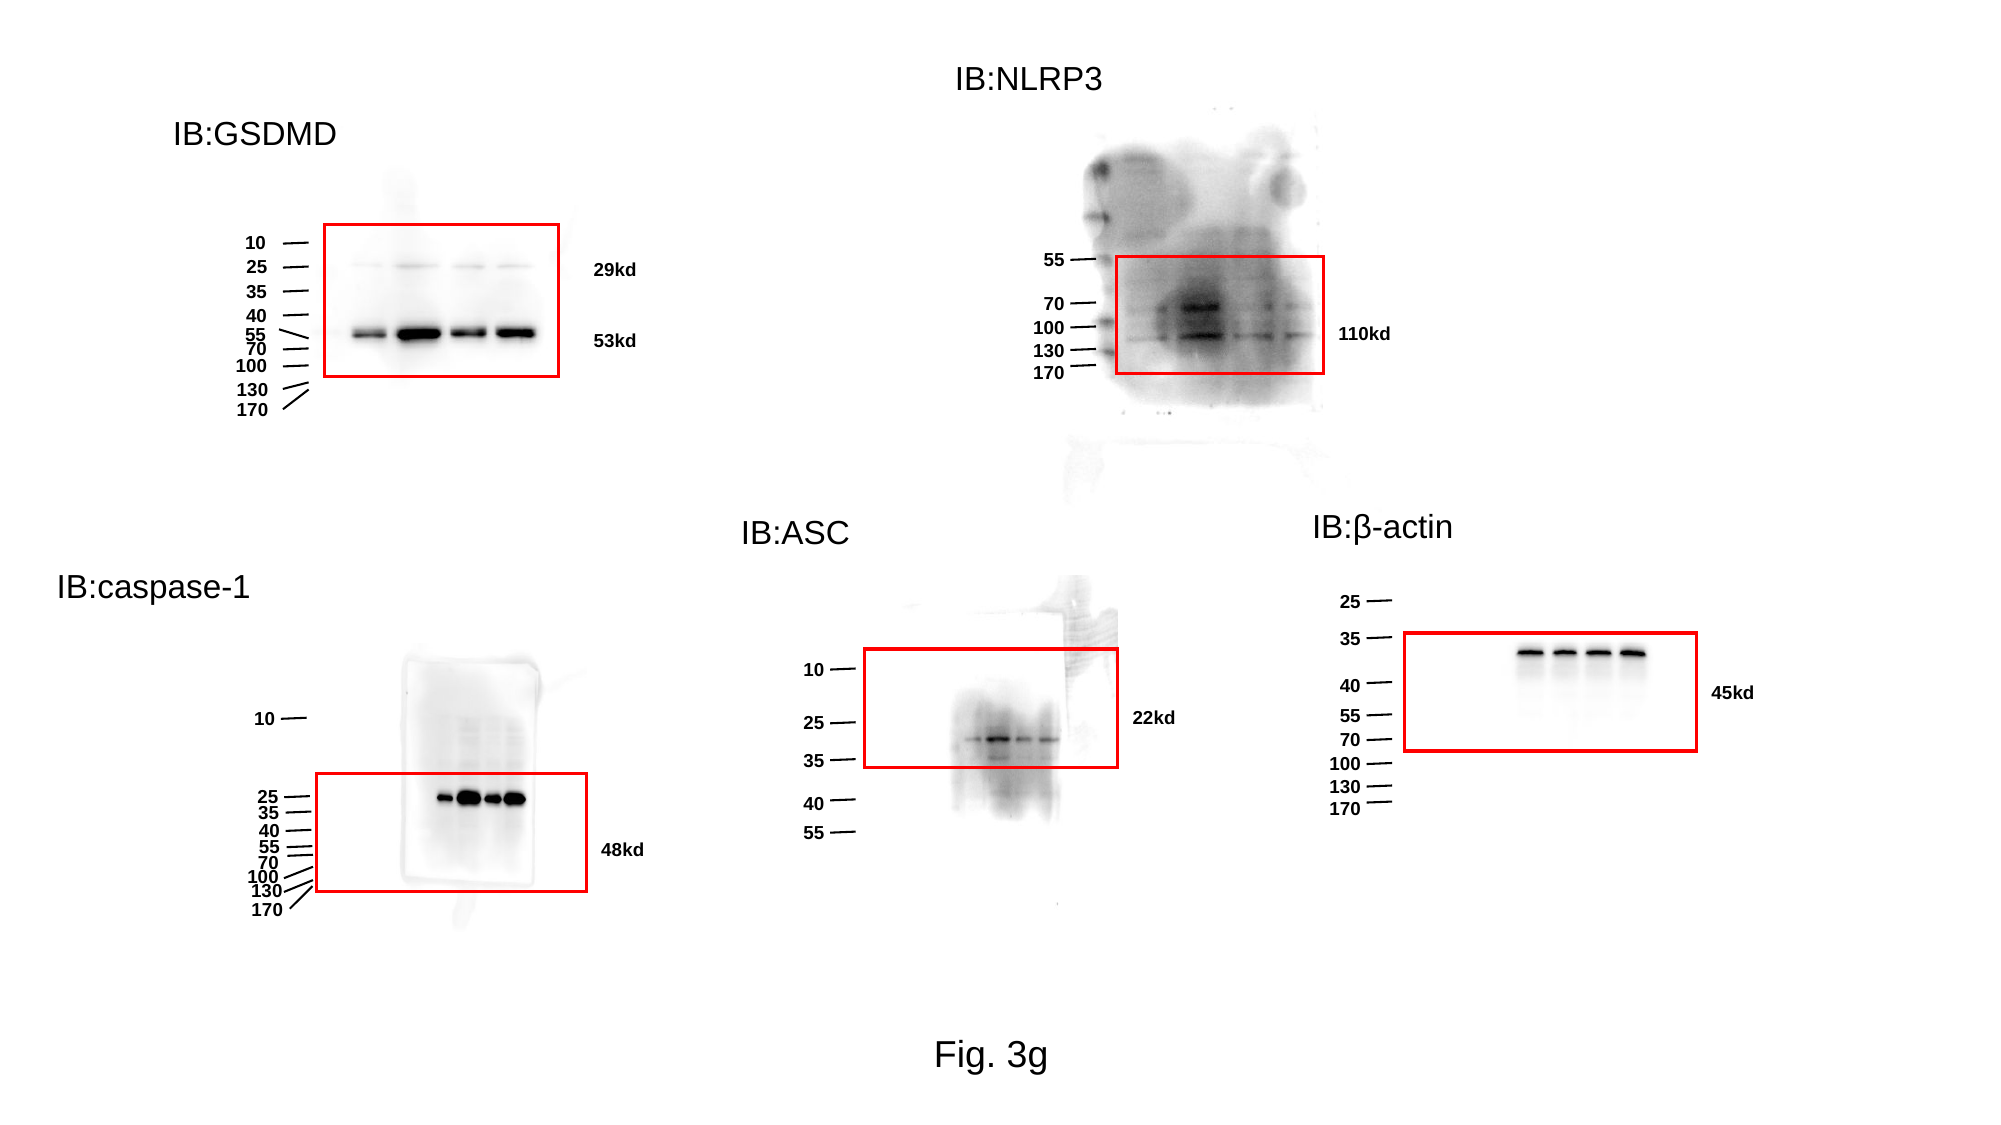

IB:NLRP3
IB:GSDMD
10
55
25
29kd
35
55
70
40
70
100
110kd
55
110kd
53kd
100
70
130
100
130
170
170
130
170
IB:β-actin
IB:ASC
IB:caspase-1
25
35
10
40
45kd
55
22kd
10
25
70
35
100
130
25
40
170
35
40
55
55
48kd
70
100
130
170
Fig. 3g

## Slide 3
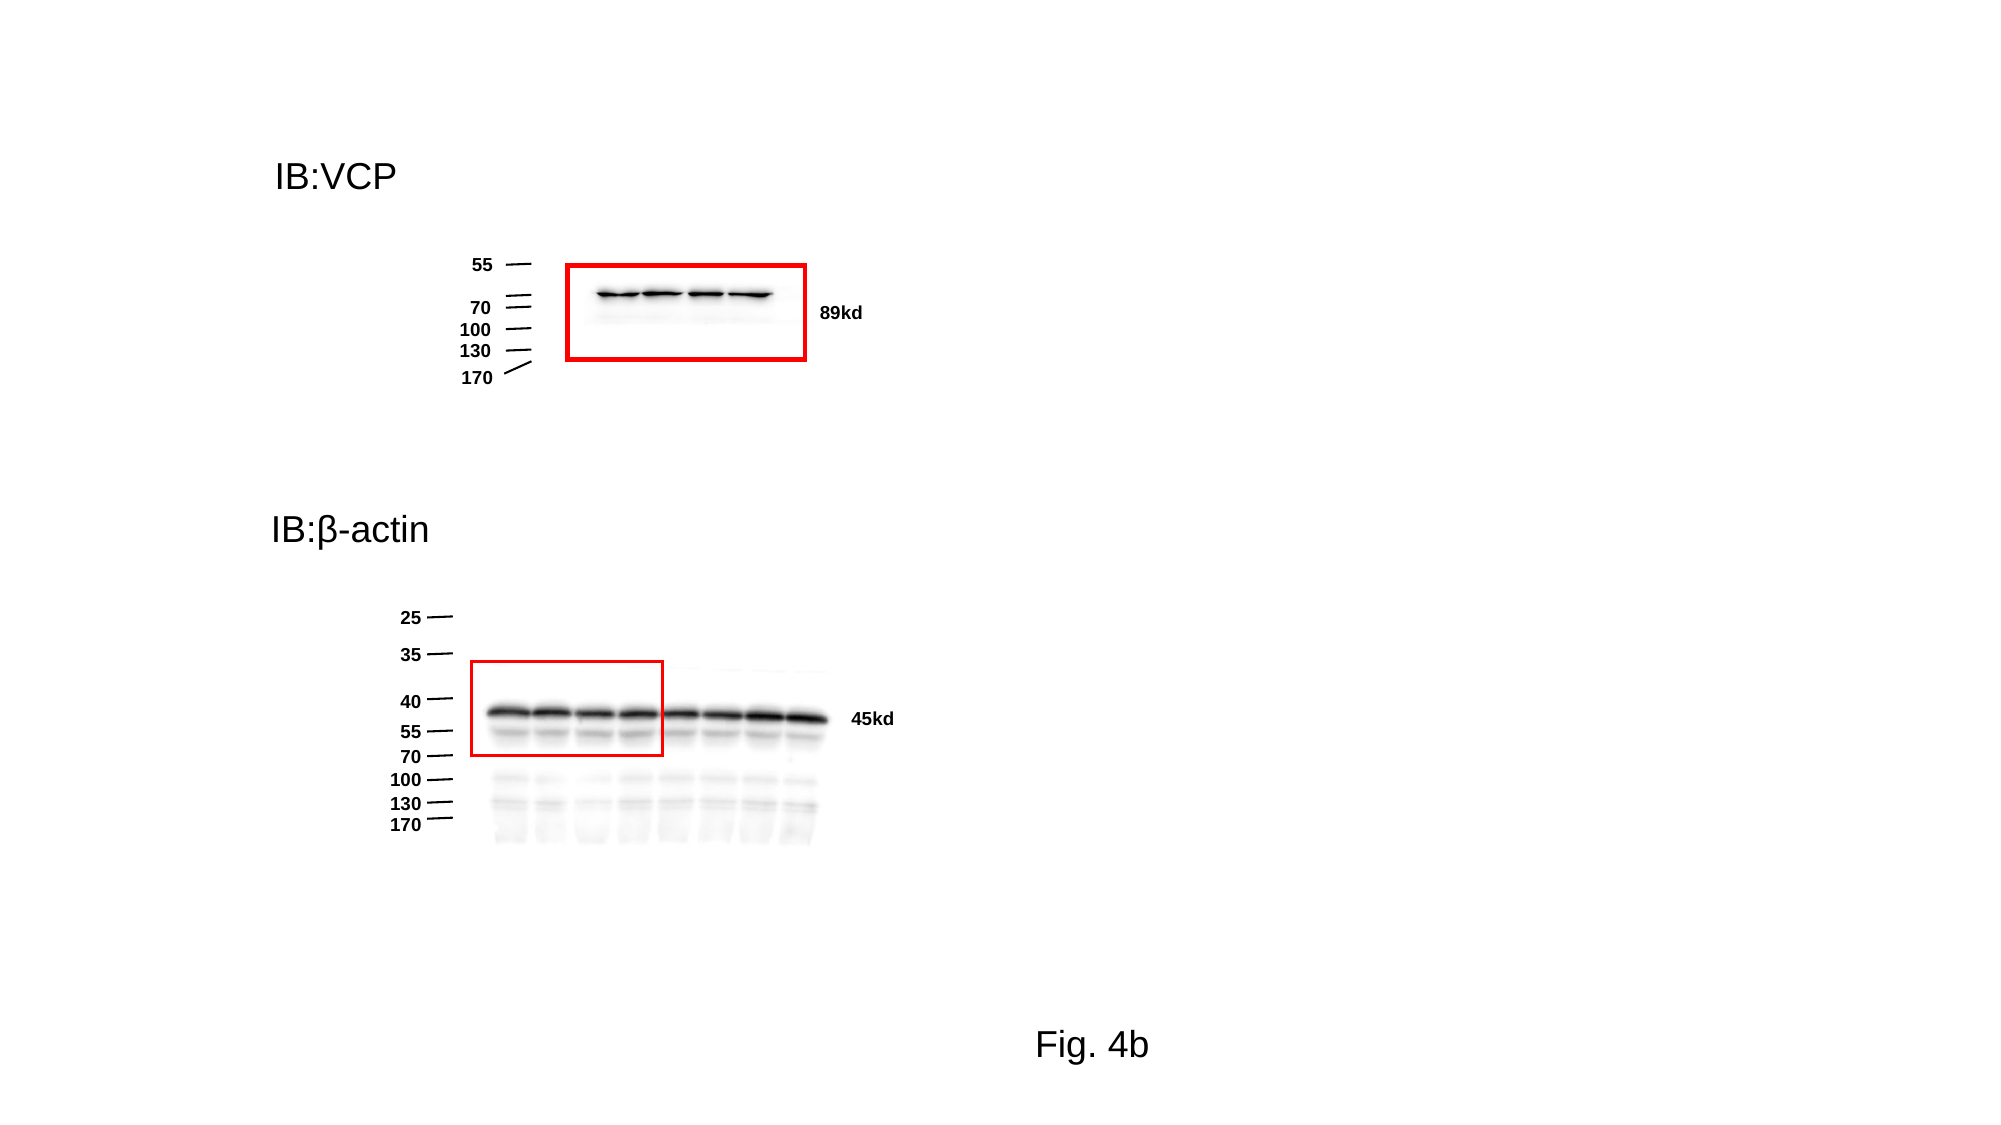

IB:VCP
55
70
89kd
100
130
170
IB:β-actin
25
35
40
45kd
55
70
100
130
170
Fig. 4b

## Slide 4
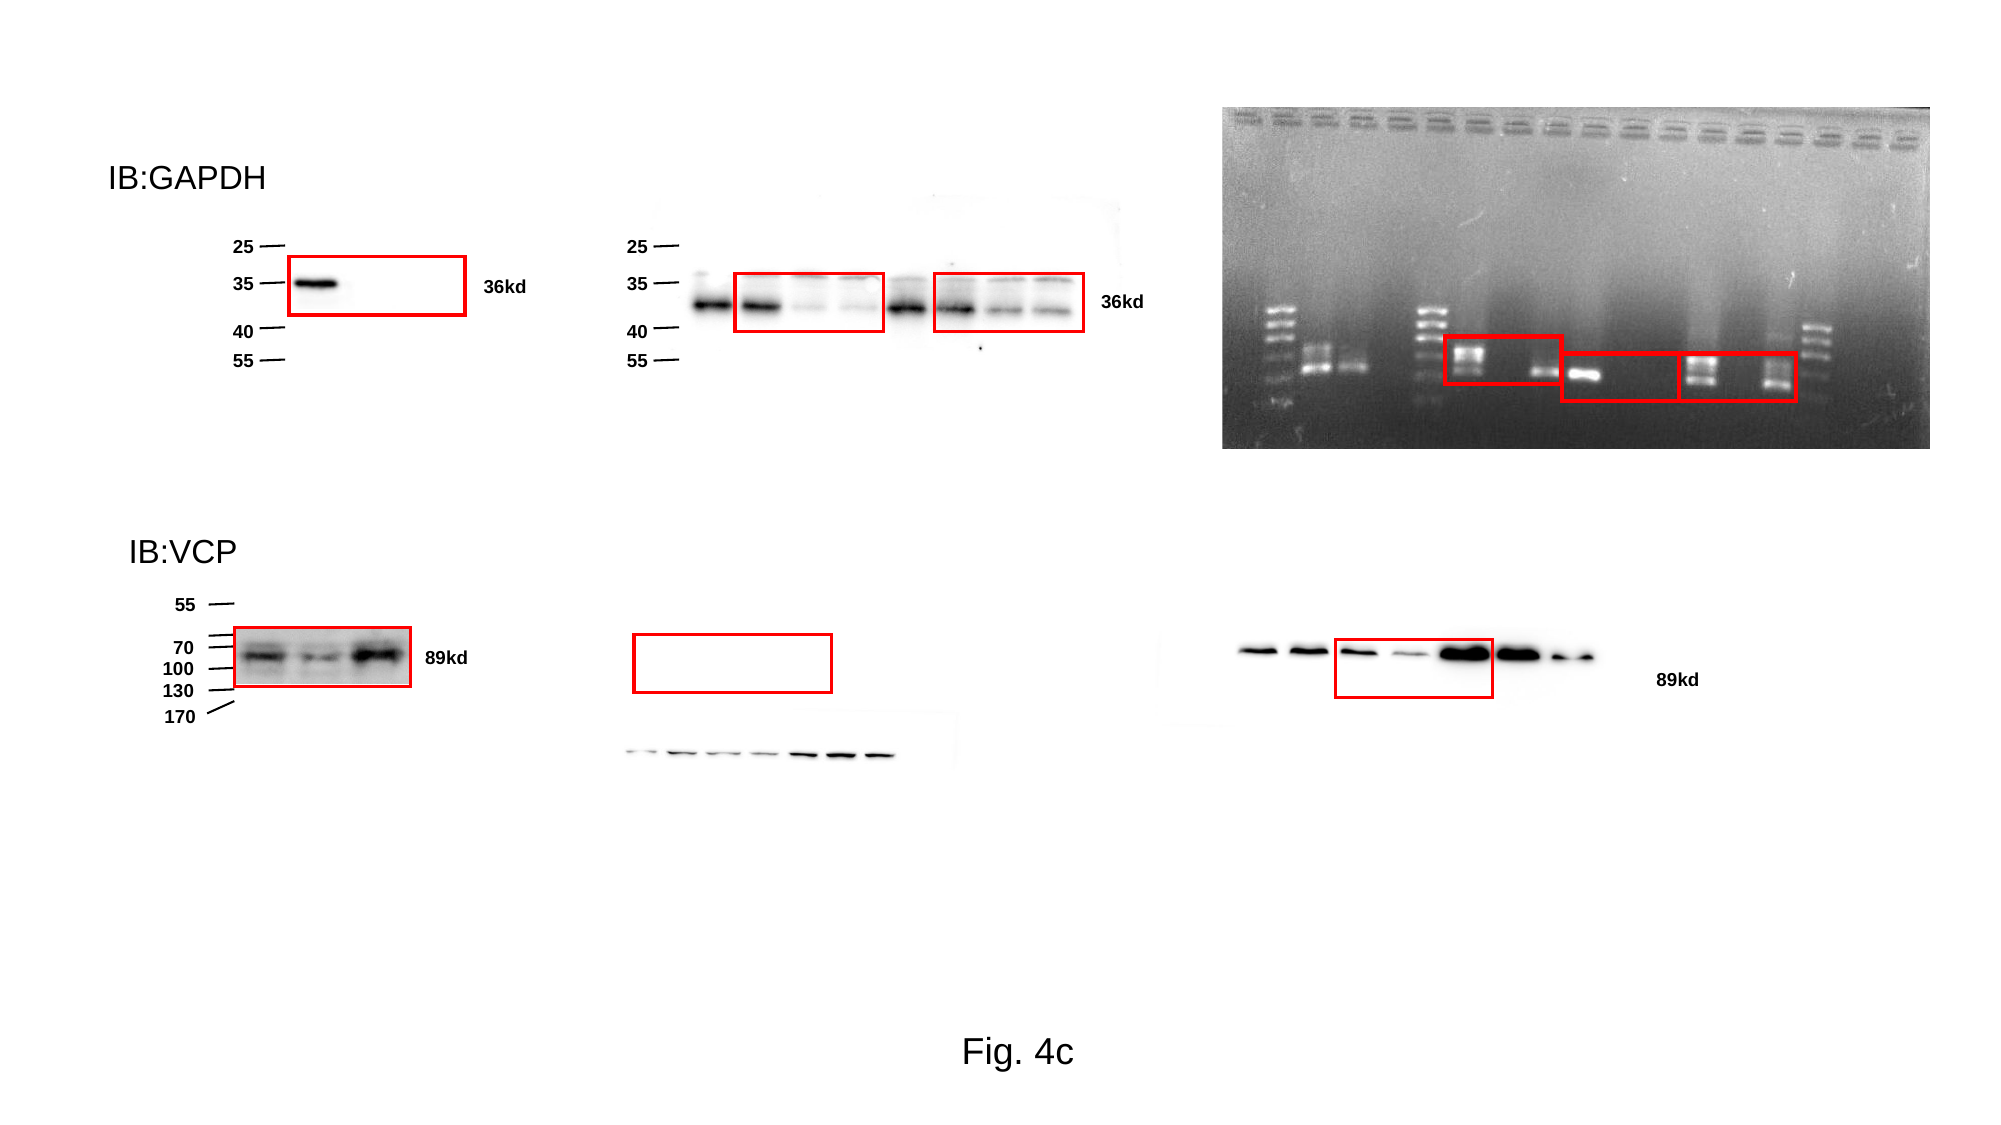

IB:GAPDH
25
25
35
35
36kd
36kd
40
40
55
55
IB:VCP
55
70
89kd
100
89kd
130
170
Fig. 4c

## Slide 5
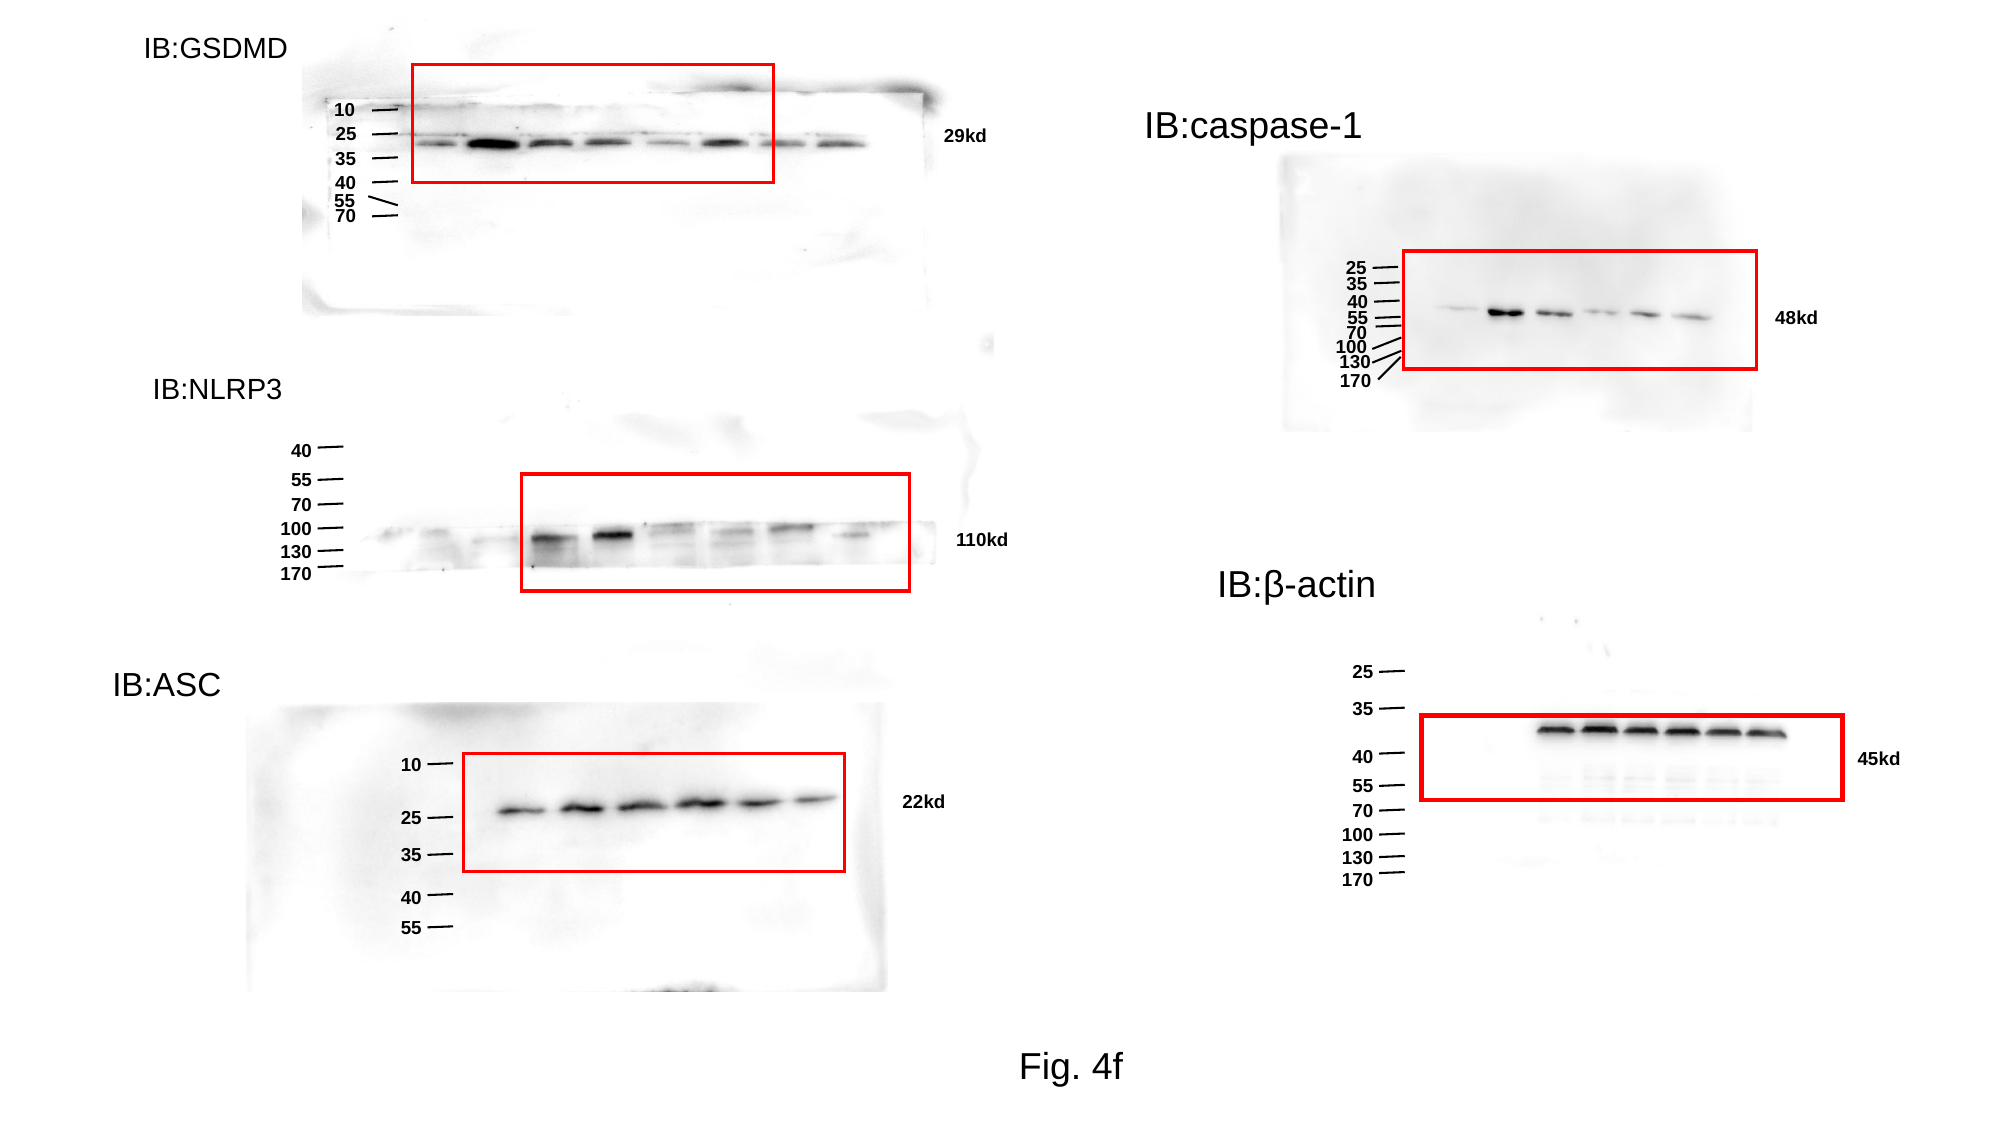

IB:GSDMD
10
IB:caspase-1
25
29kd
35
40
55
70
25
35
40
55
48kd
70
100
130
170
IB:NLRP3
40
55
70
100
110kd
IB:β-actin
130
170
25
IB:ASC
35
40
45kd
10
55
22kd
70
25
100
35
130
170
40
55
Fig. 4f

## Slide 6
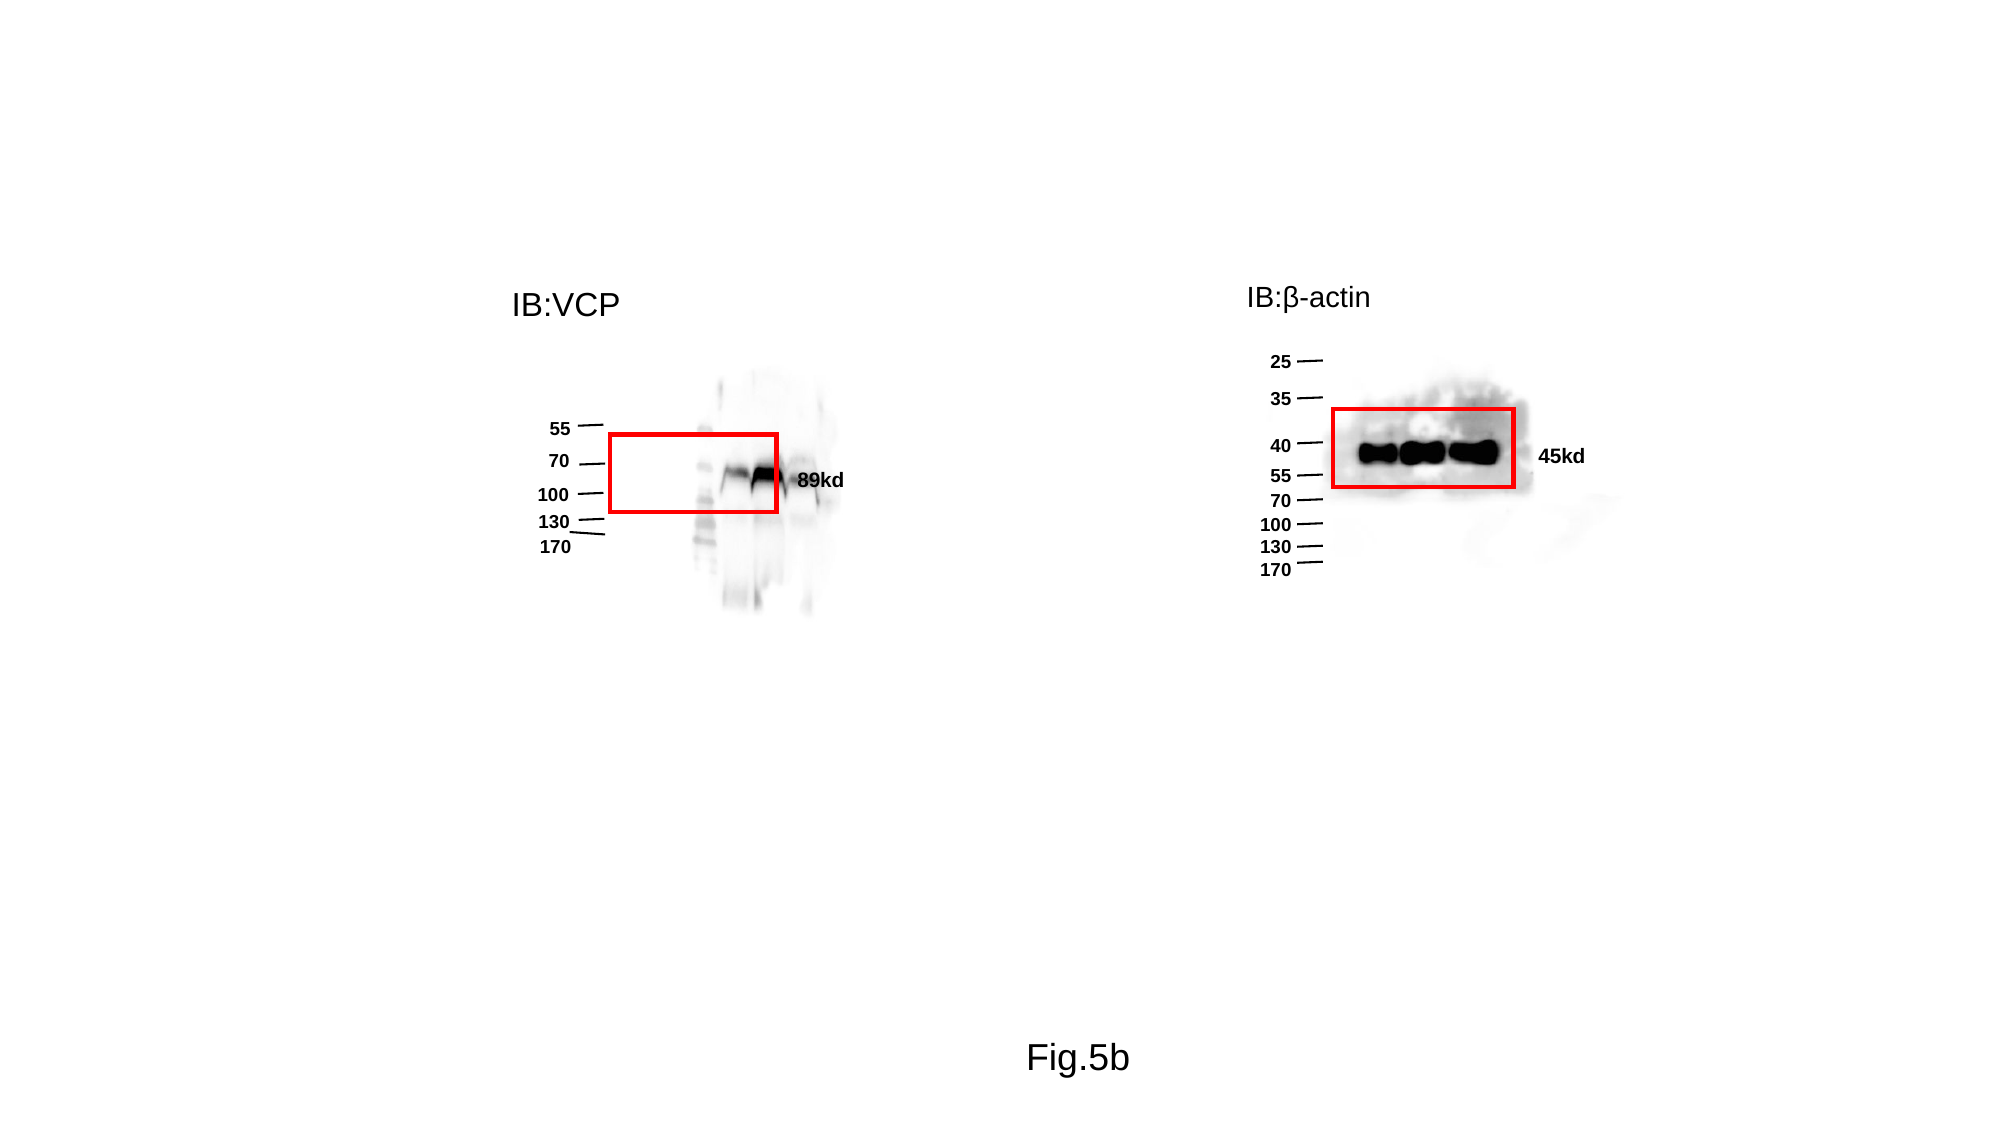

IB:β-actin
IB:VCP
25
35
55
40
45kd
70
55
89kd
100
70
130
100
170
130
170
Fig.5b

## Slide 7
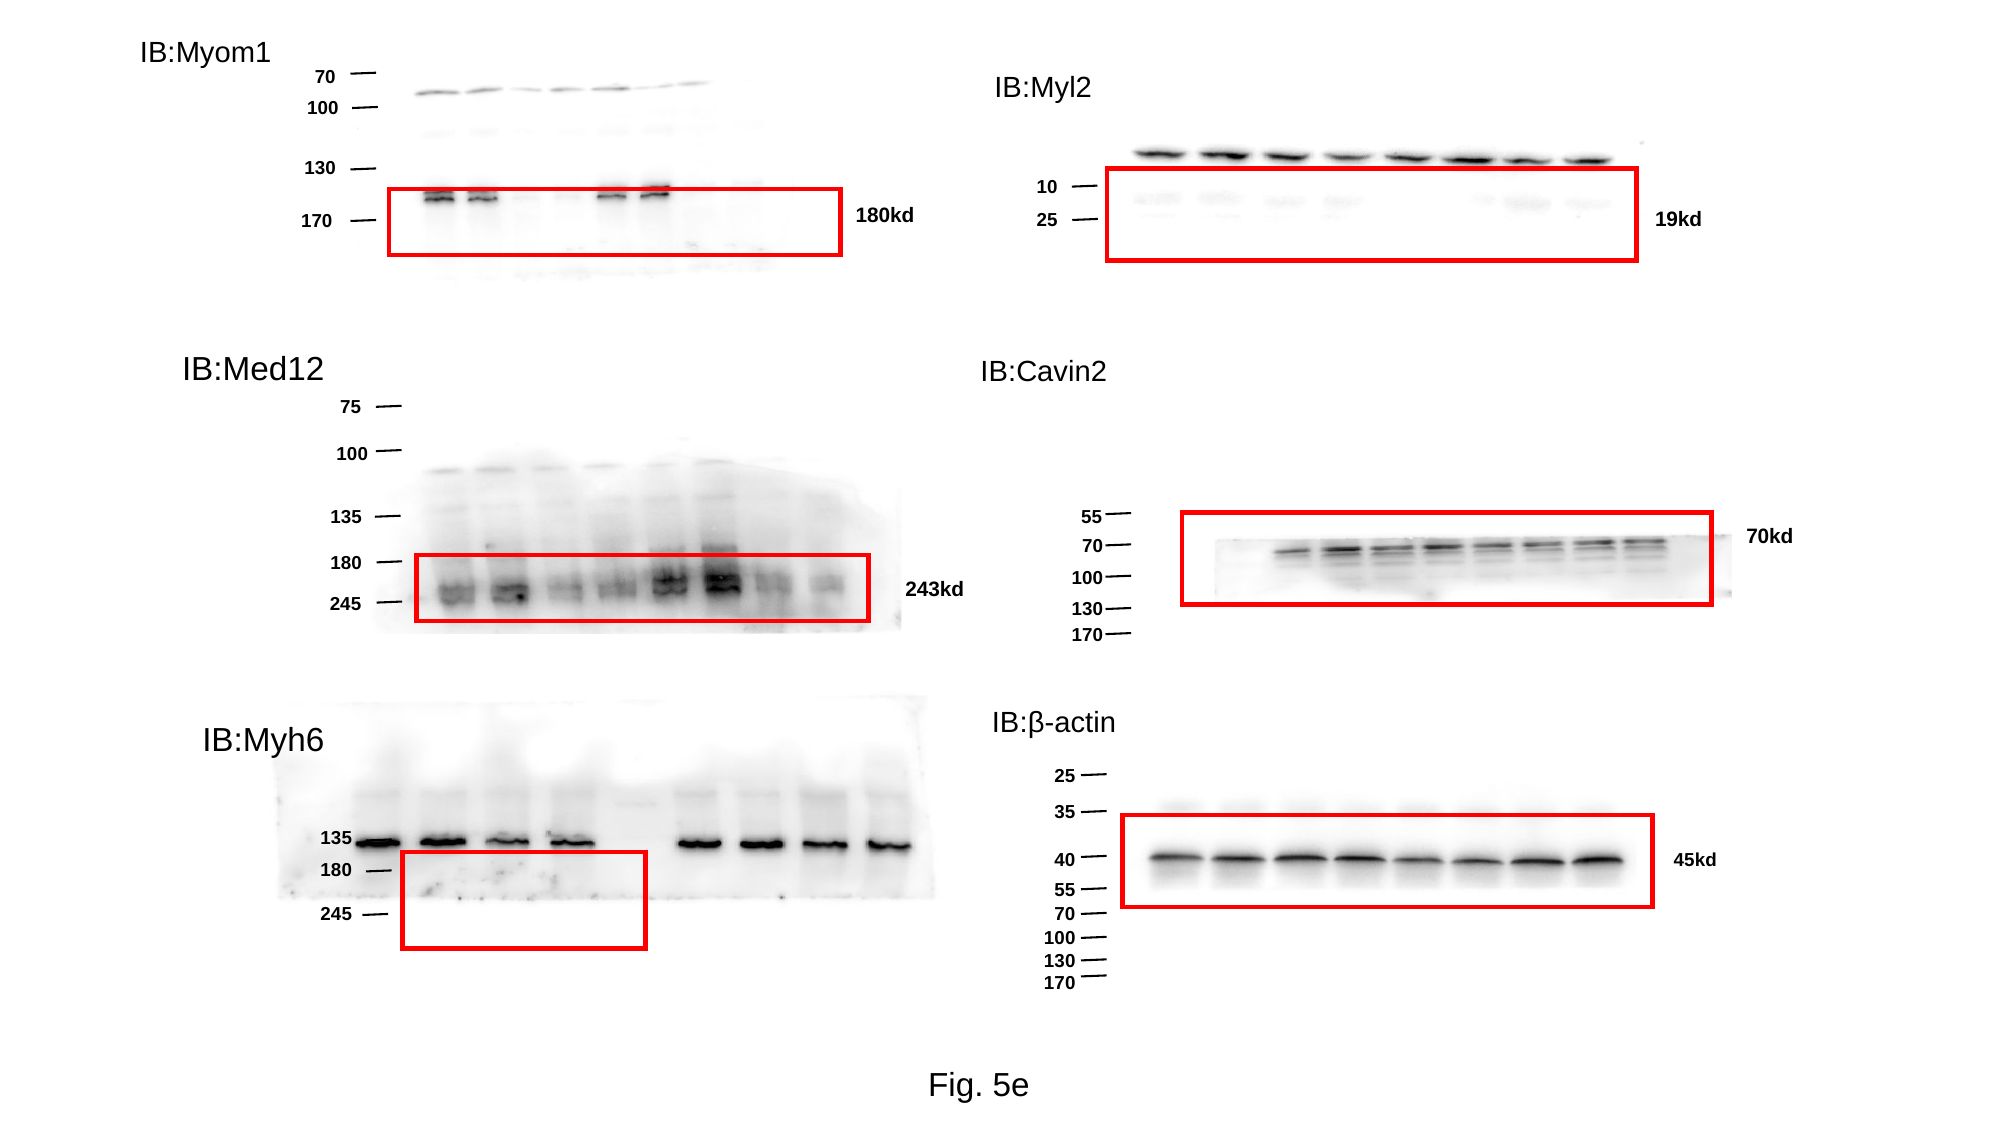

IB:Myl2
IB:Myom1
70
100
130
10
180kd
19kd
25
170
IB:Med12
IB:Cavin2
75
100
135
55
70kd
70
180
100
243kd
245
130
IB:Myh6
170
IB:β-actin
25
35
135
40
45kd
180
55
224kd
245
70
100
130
170
Fig. 5e

## Slide 8
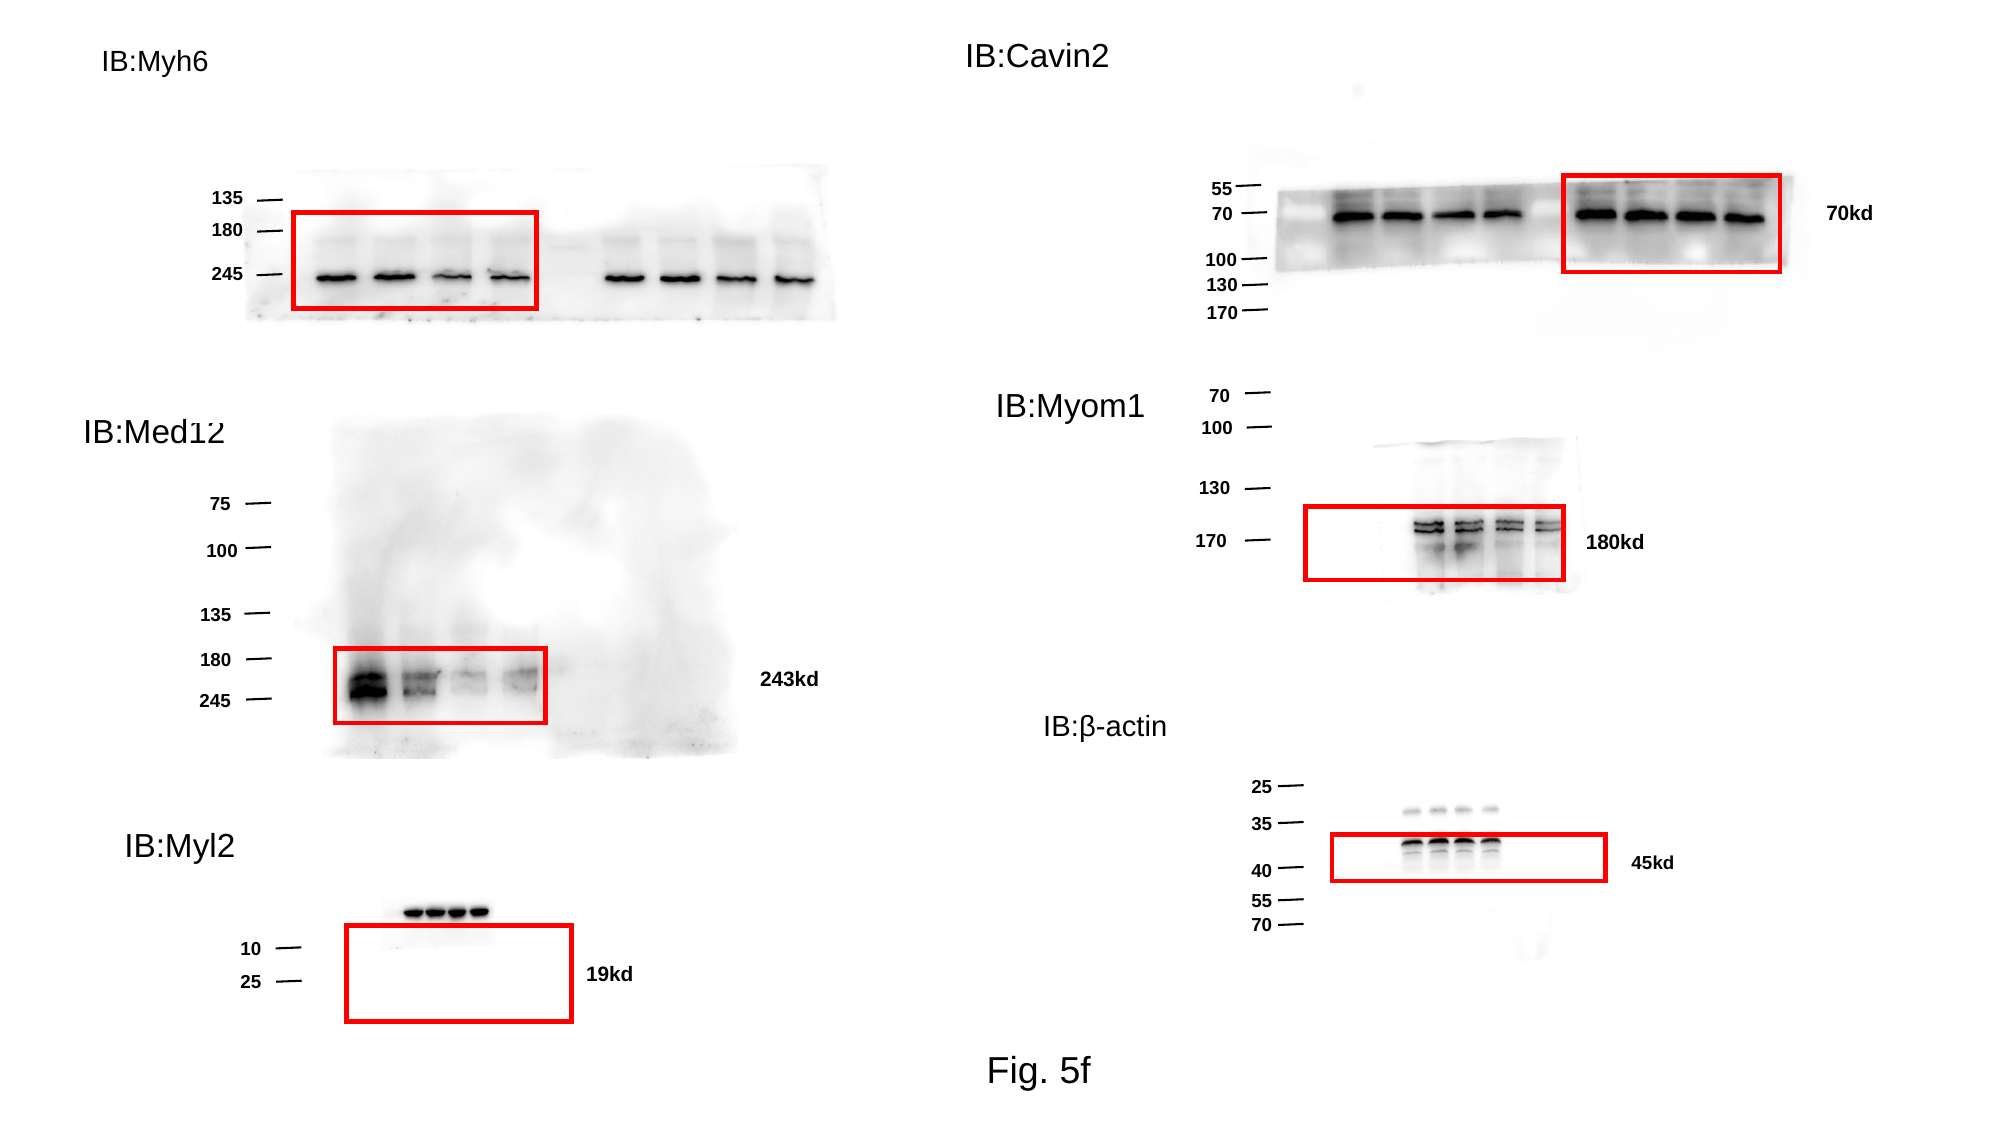

IB:Cavin2
IB:Myh6
55
135
70kd
70
180
224kd
100
245
130
170
IB:Myom1
70
IB:Med12
100
130
75
170
180kd
100
135
180
243kd
245
IB:β-actin
25
35
IB:Myl2
45kd
40
55
70
10
19kd
25
Fig. 5f

## Slide 9
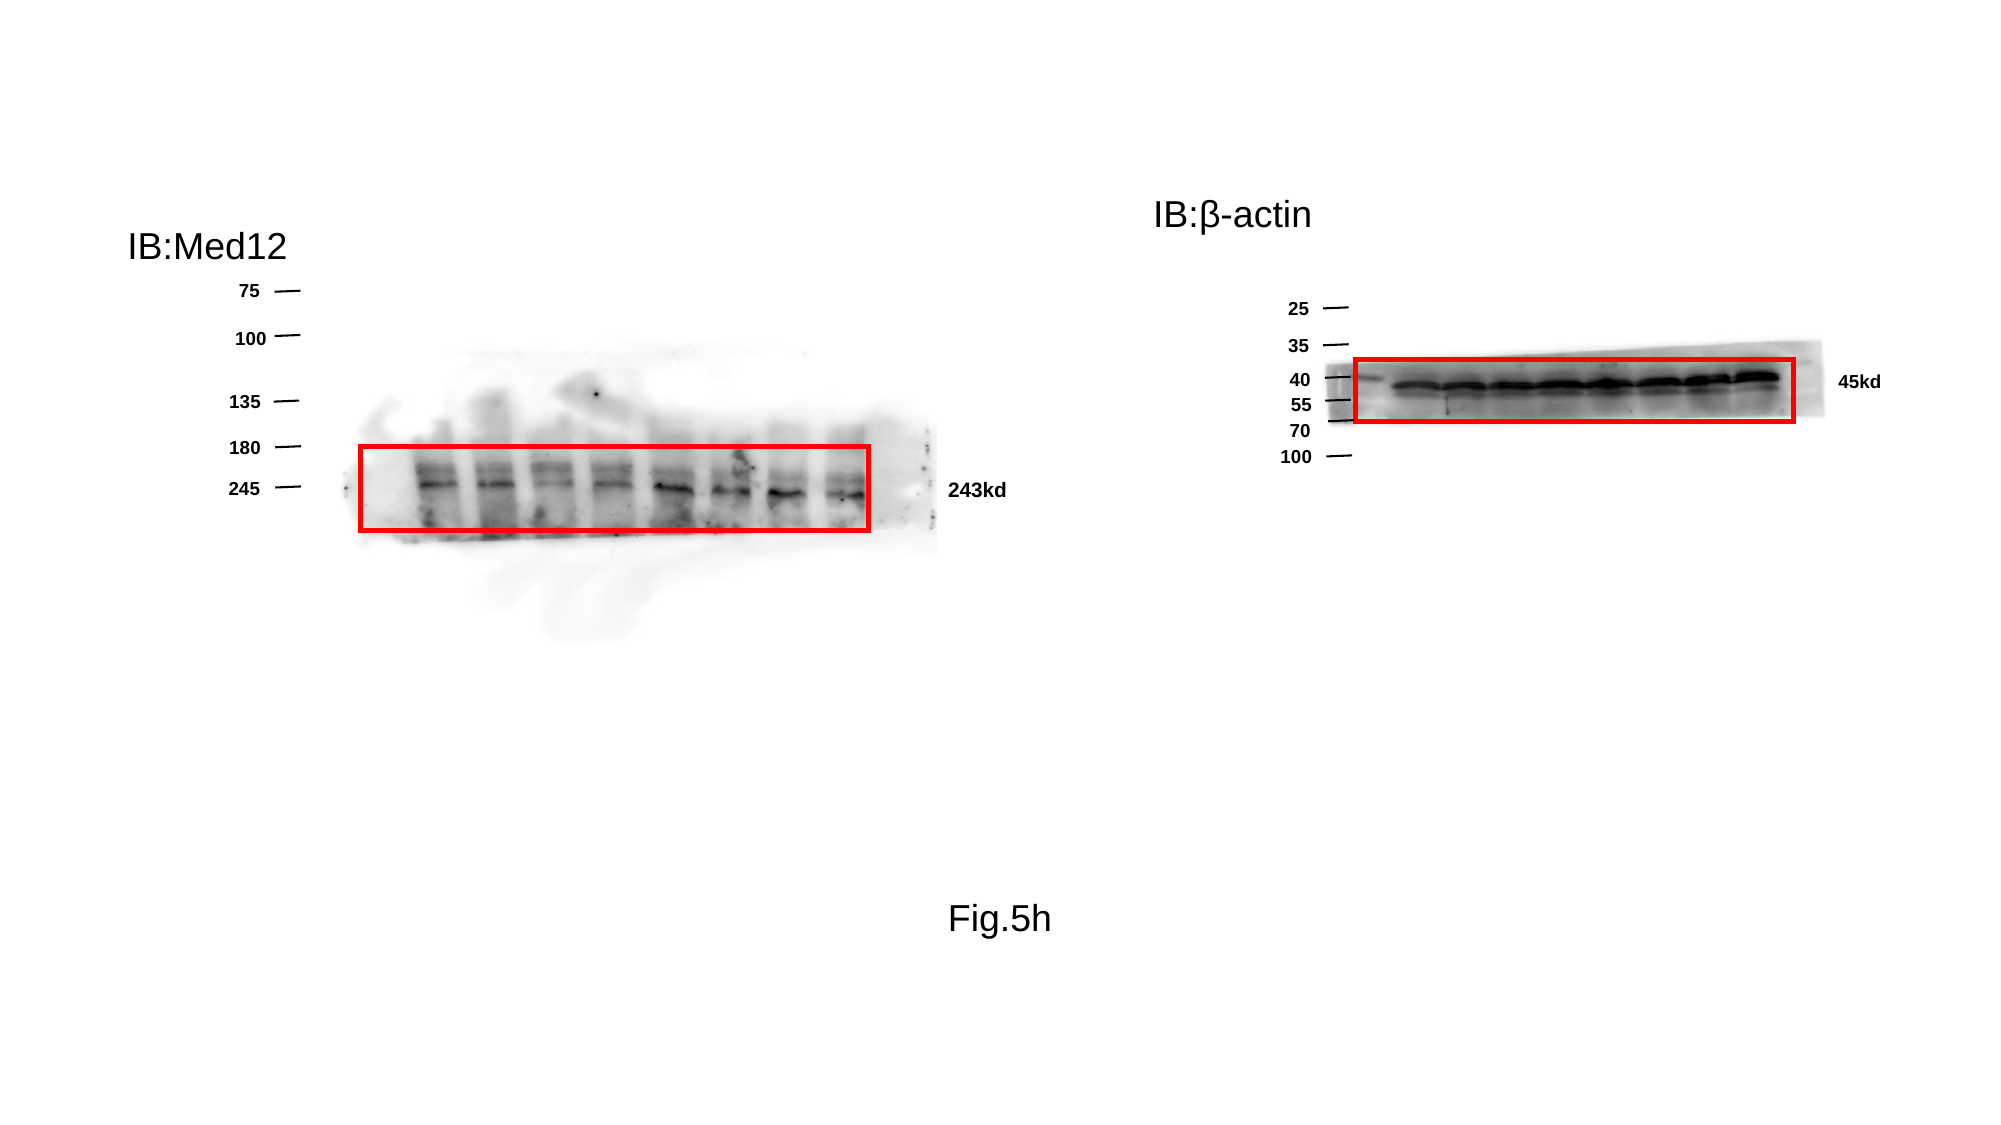

IB:β-actin
IB:Med12
75
25
100
35
40
45kd
135
55
70
180
100
243kd
245
243kd
Fig.5h

## Slide 10
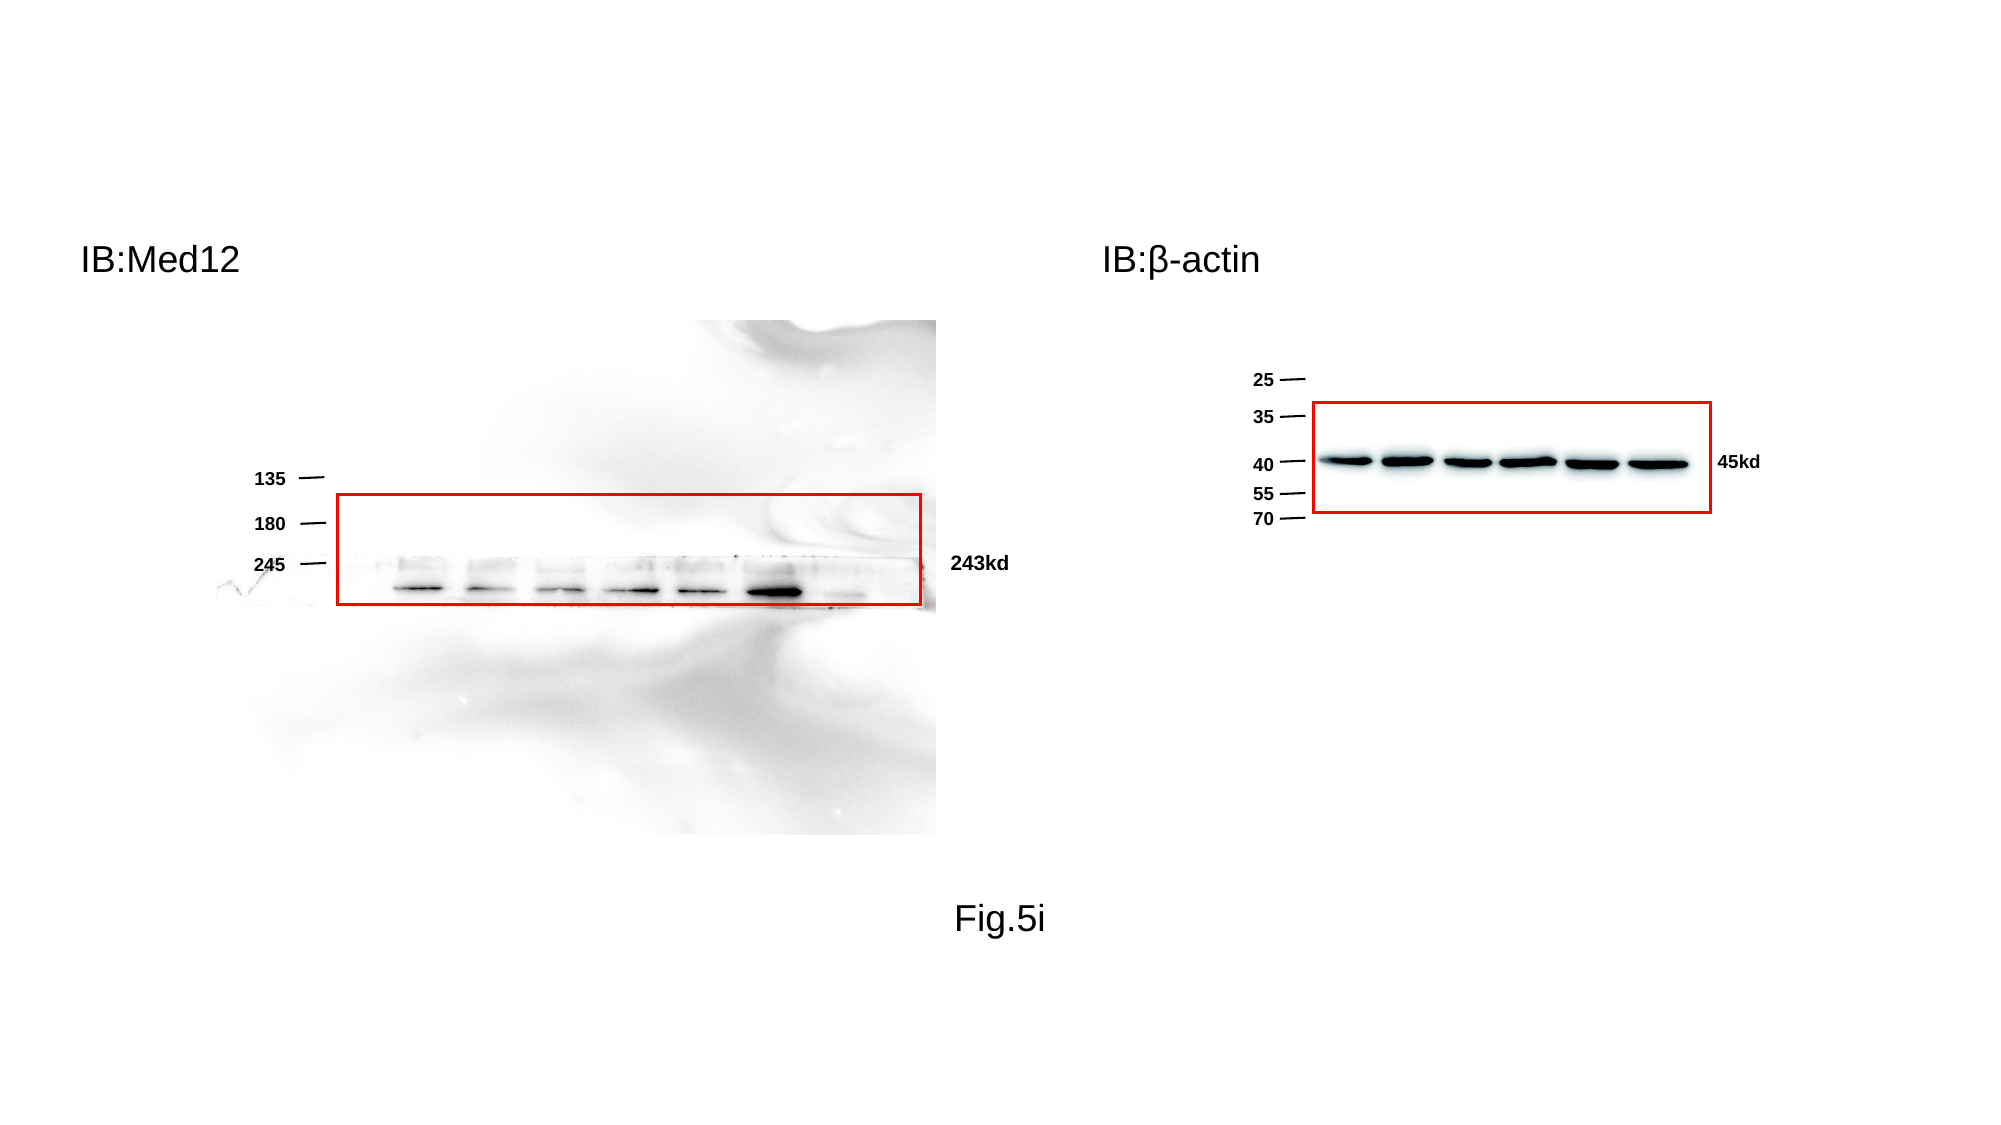

IB:Med12
IB:β-actin
25
35
45kd
40
135
55
70
180
243kd
245
Fig.5i

## Slide 11
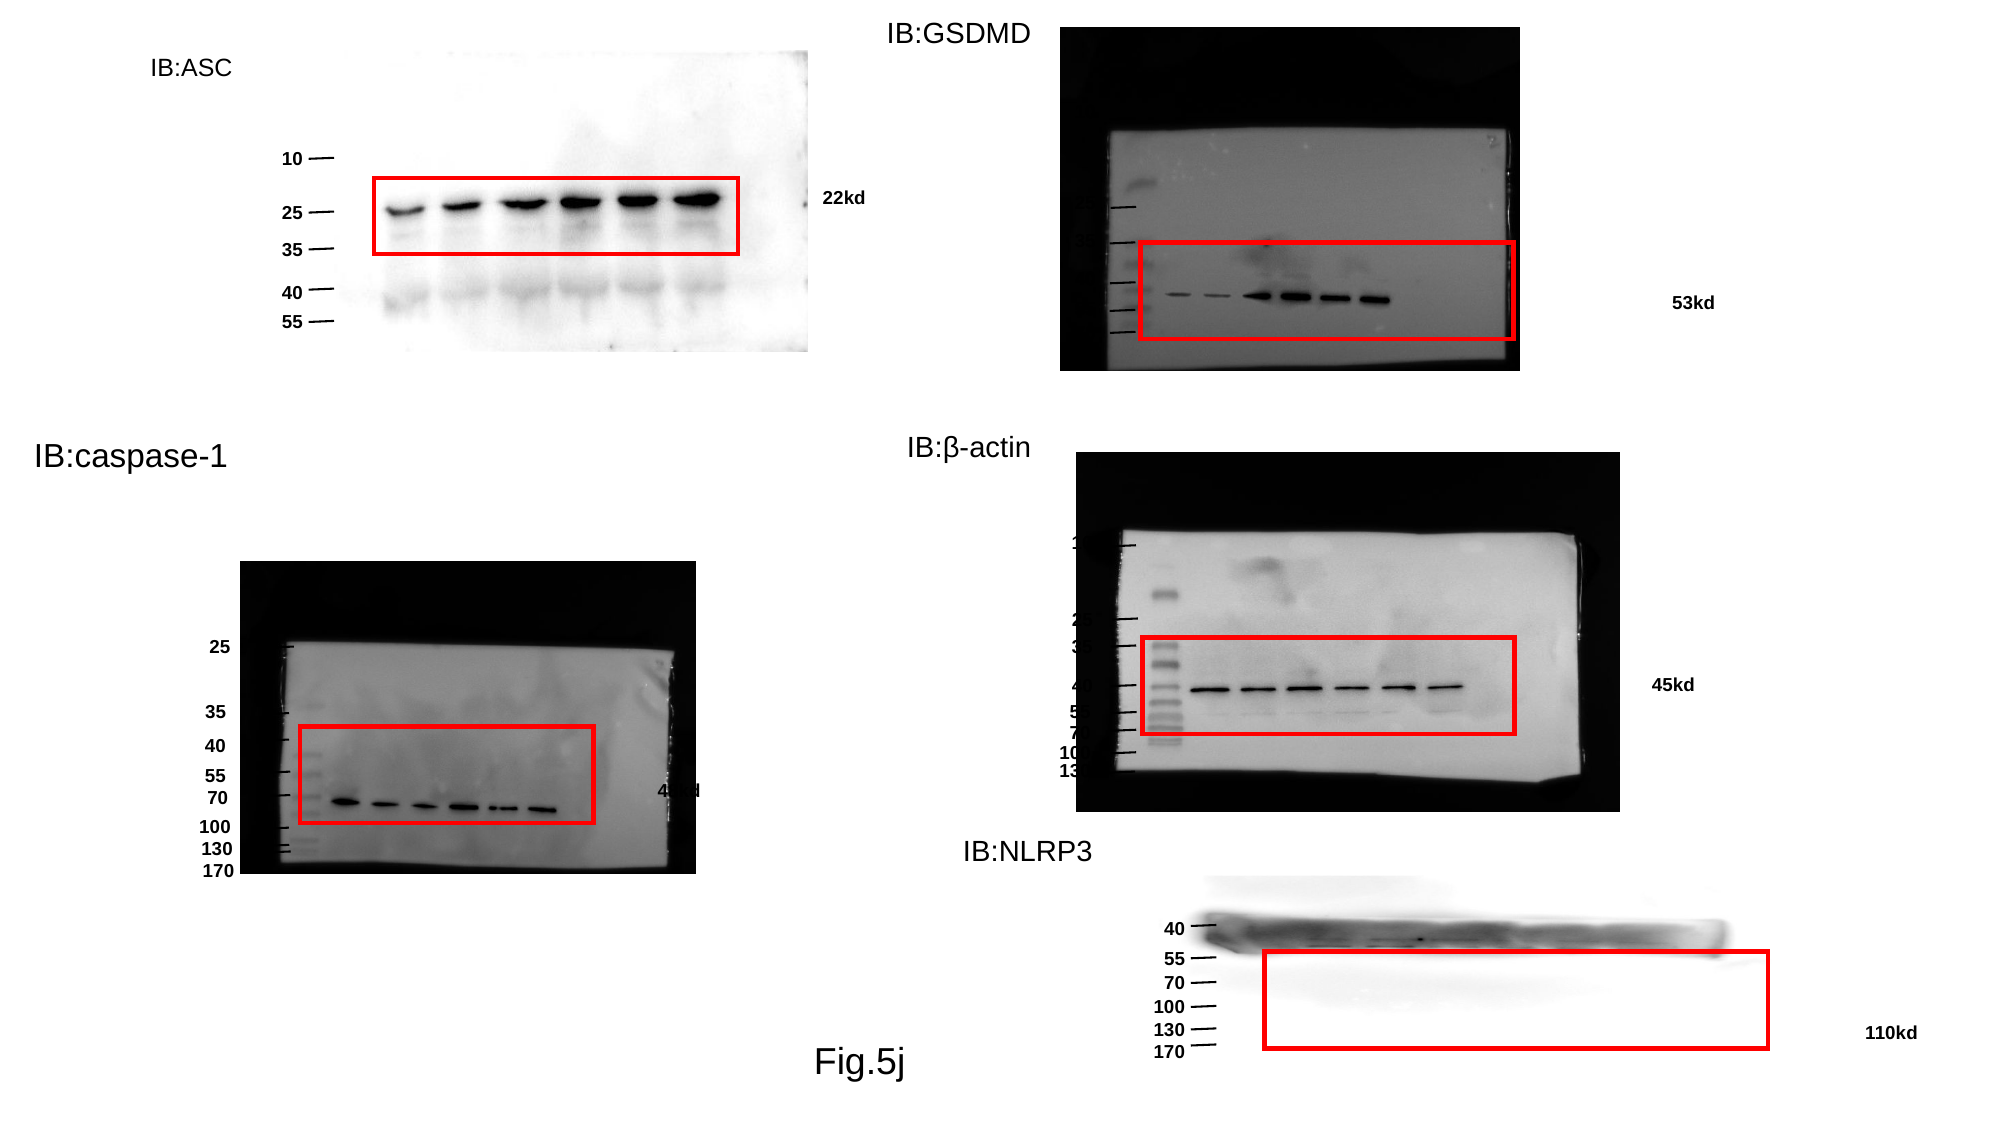

IB:GSDMD
IB:ASC
10
10
22kd
25
25
35
35
40
40
53kd
55
55
70
IB:β-actin
IB:caspase-1
10
25
25
35
45kd
40
35
55
70
40
100
130
55
48kd
70
100
IB:NLRP3
130
170
40
55
70
100
130
110kd
Fig.5j
170

## Slide 12
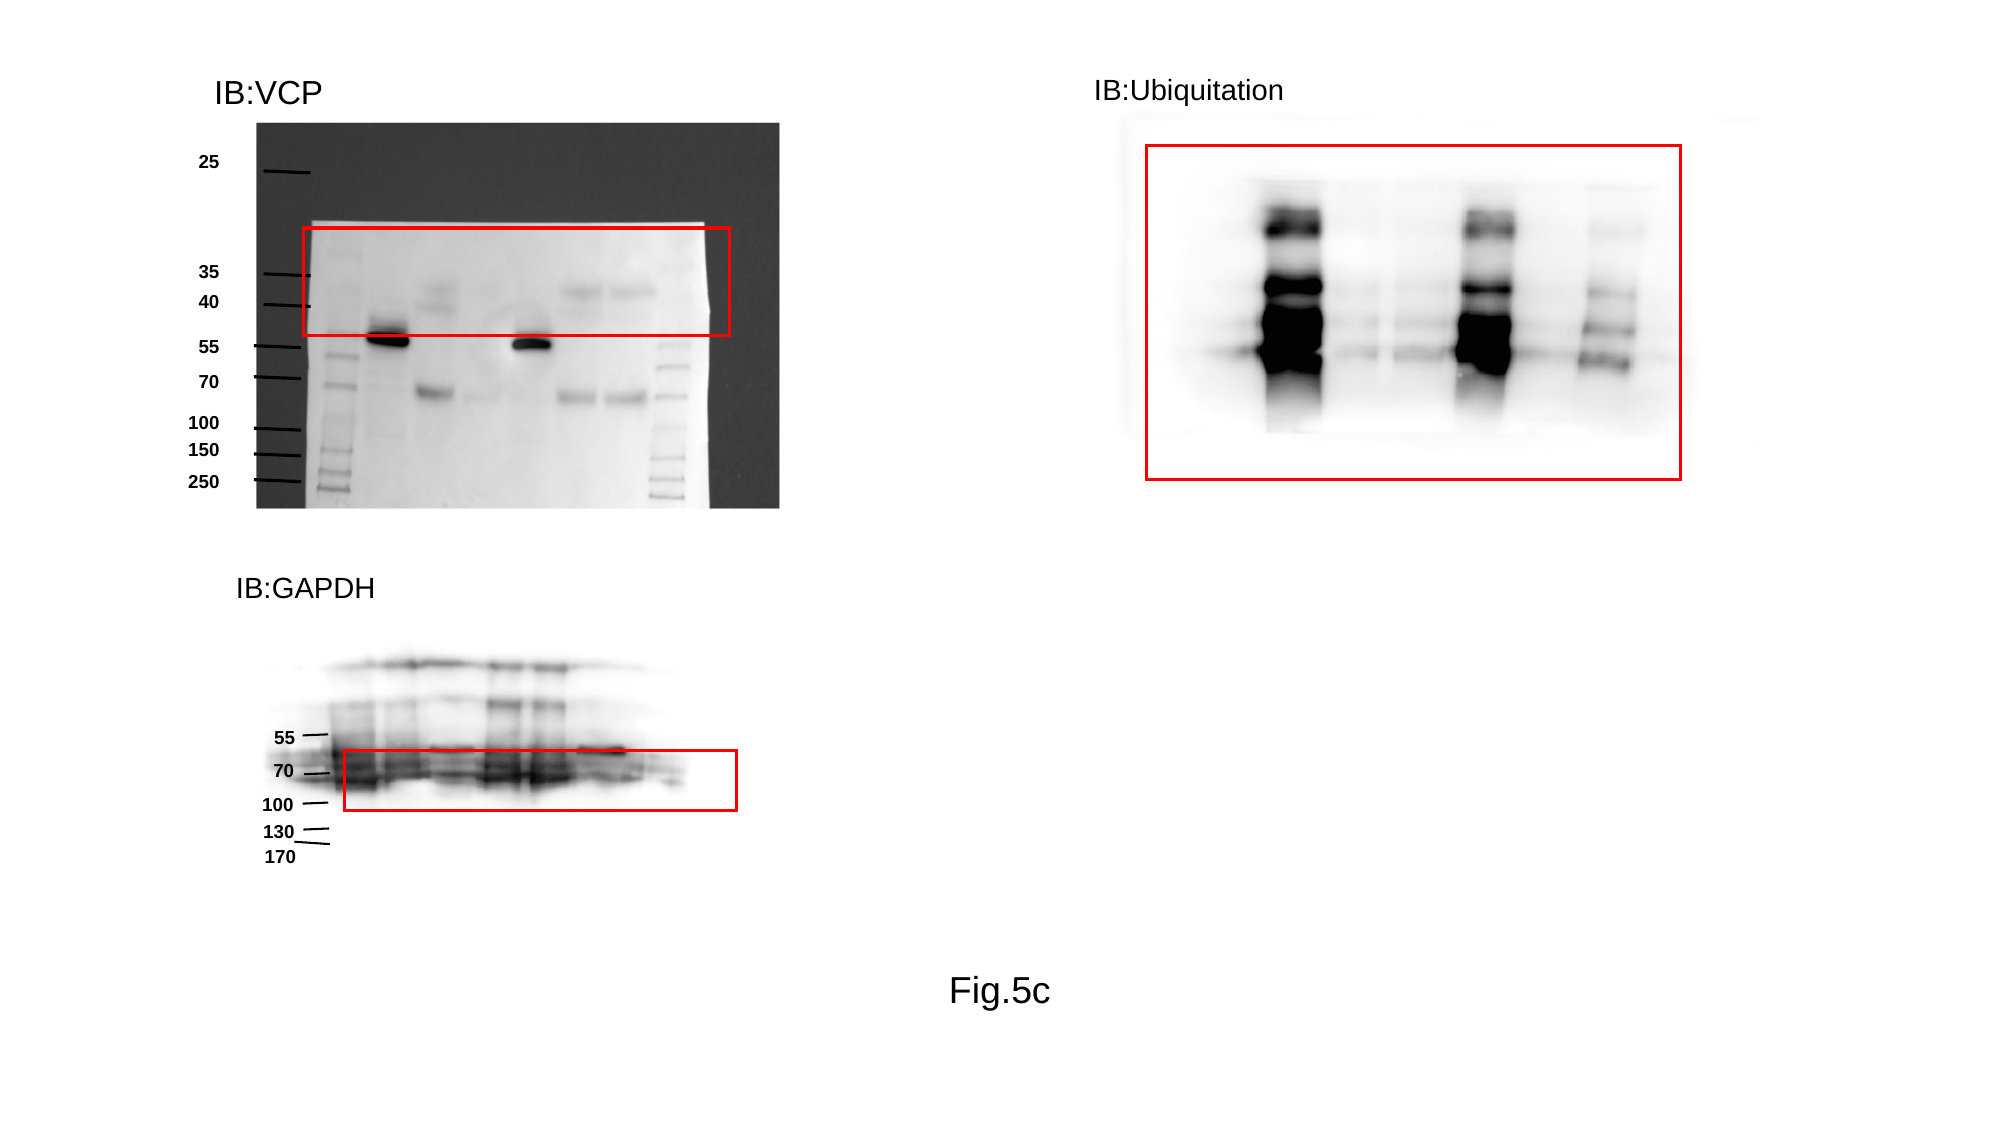

IB:VCP
IB:Ubiquitation
25
35
40
55
70
100
150
250
IB:GAPDH
55
70
100
130
170
Fig.5c

## Slide 13
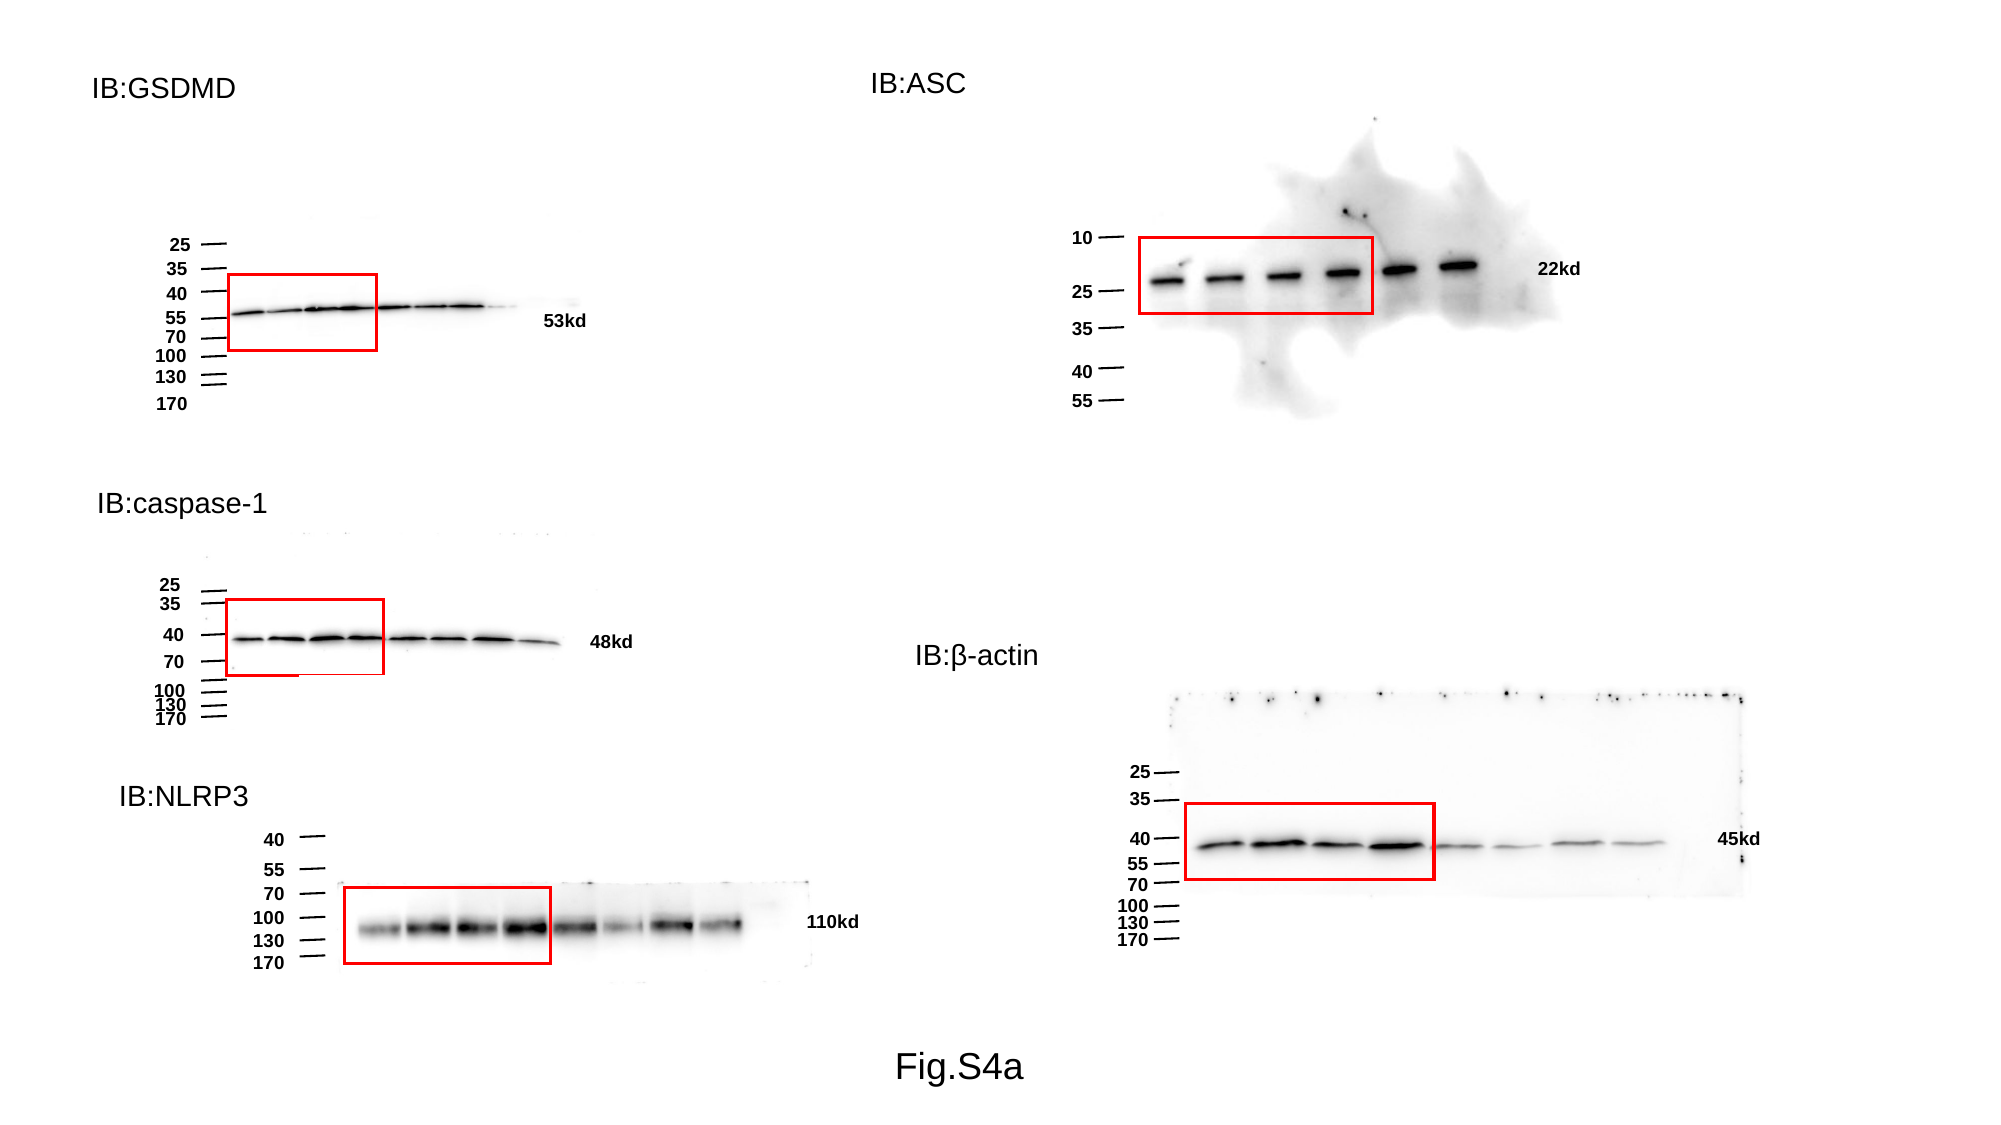

IB:ASC
IB:GSDMD
10
25
35
22kd
25
40
55
53kd
35
70
100
40
130
55
170
IB:caspase-1
25
35
40
48kd
IB:β-actin
70
100
130
170
25
IB:NLRP3
35
40
45kd
40
55
55
70
70
100
100
110kd
130
170
130
170
Fig.S4a

## Slide 14
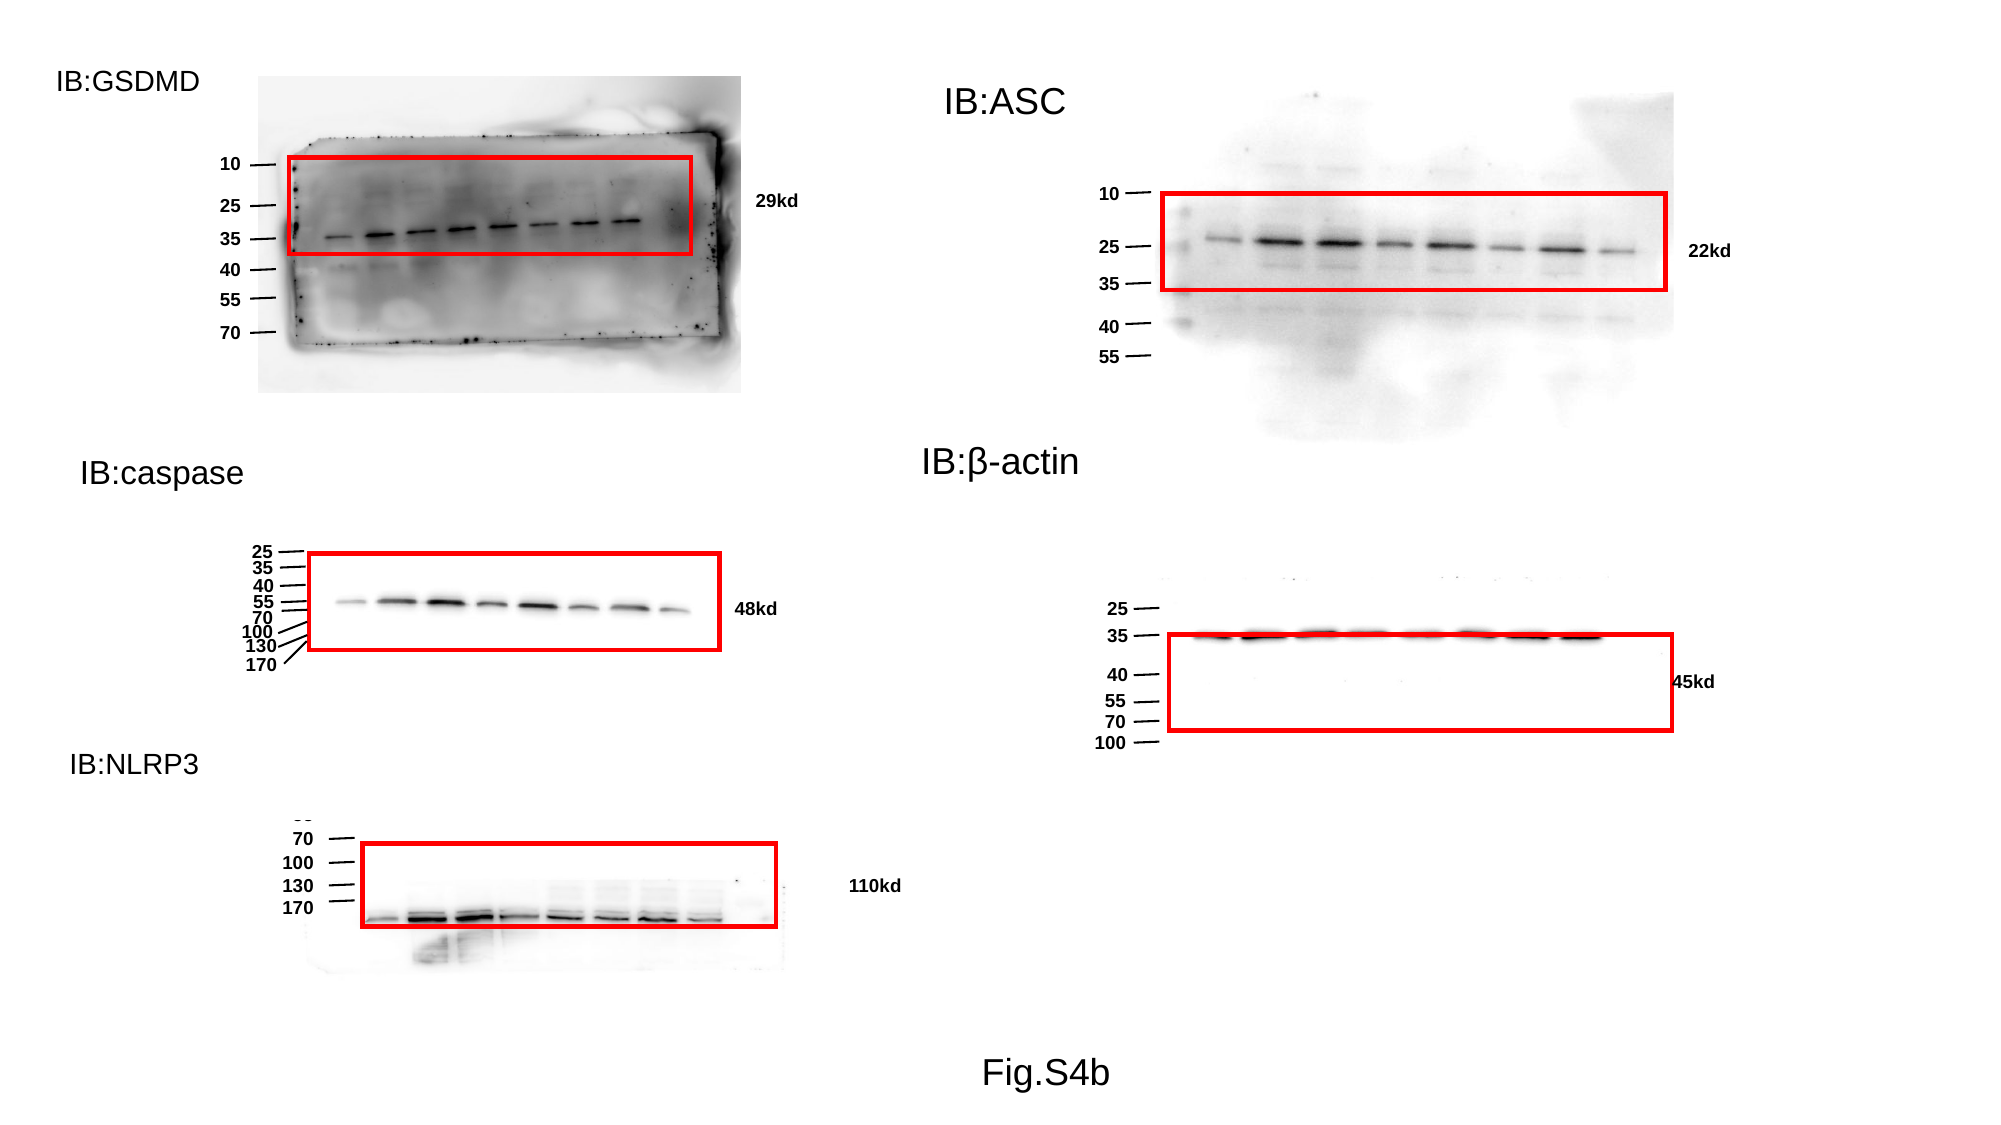

IB:GSDMD
IB:ASC
10
10
29kd
25
35
25
22kd
40
35
55
40
70
55
IB:β-actin
IB:caspase-1
25
35
40
55
48kd
25
70
100
35
130
170
40
45kd
55
70
100
IB:NLRP3
40
55
70
100
130
110kd
170
Fig.S4b

## Slide 15
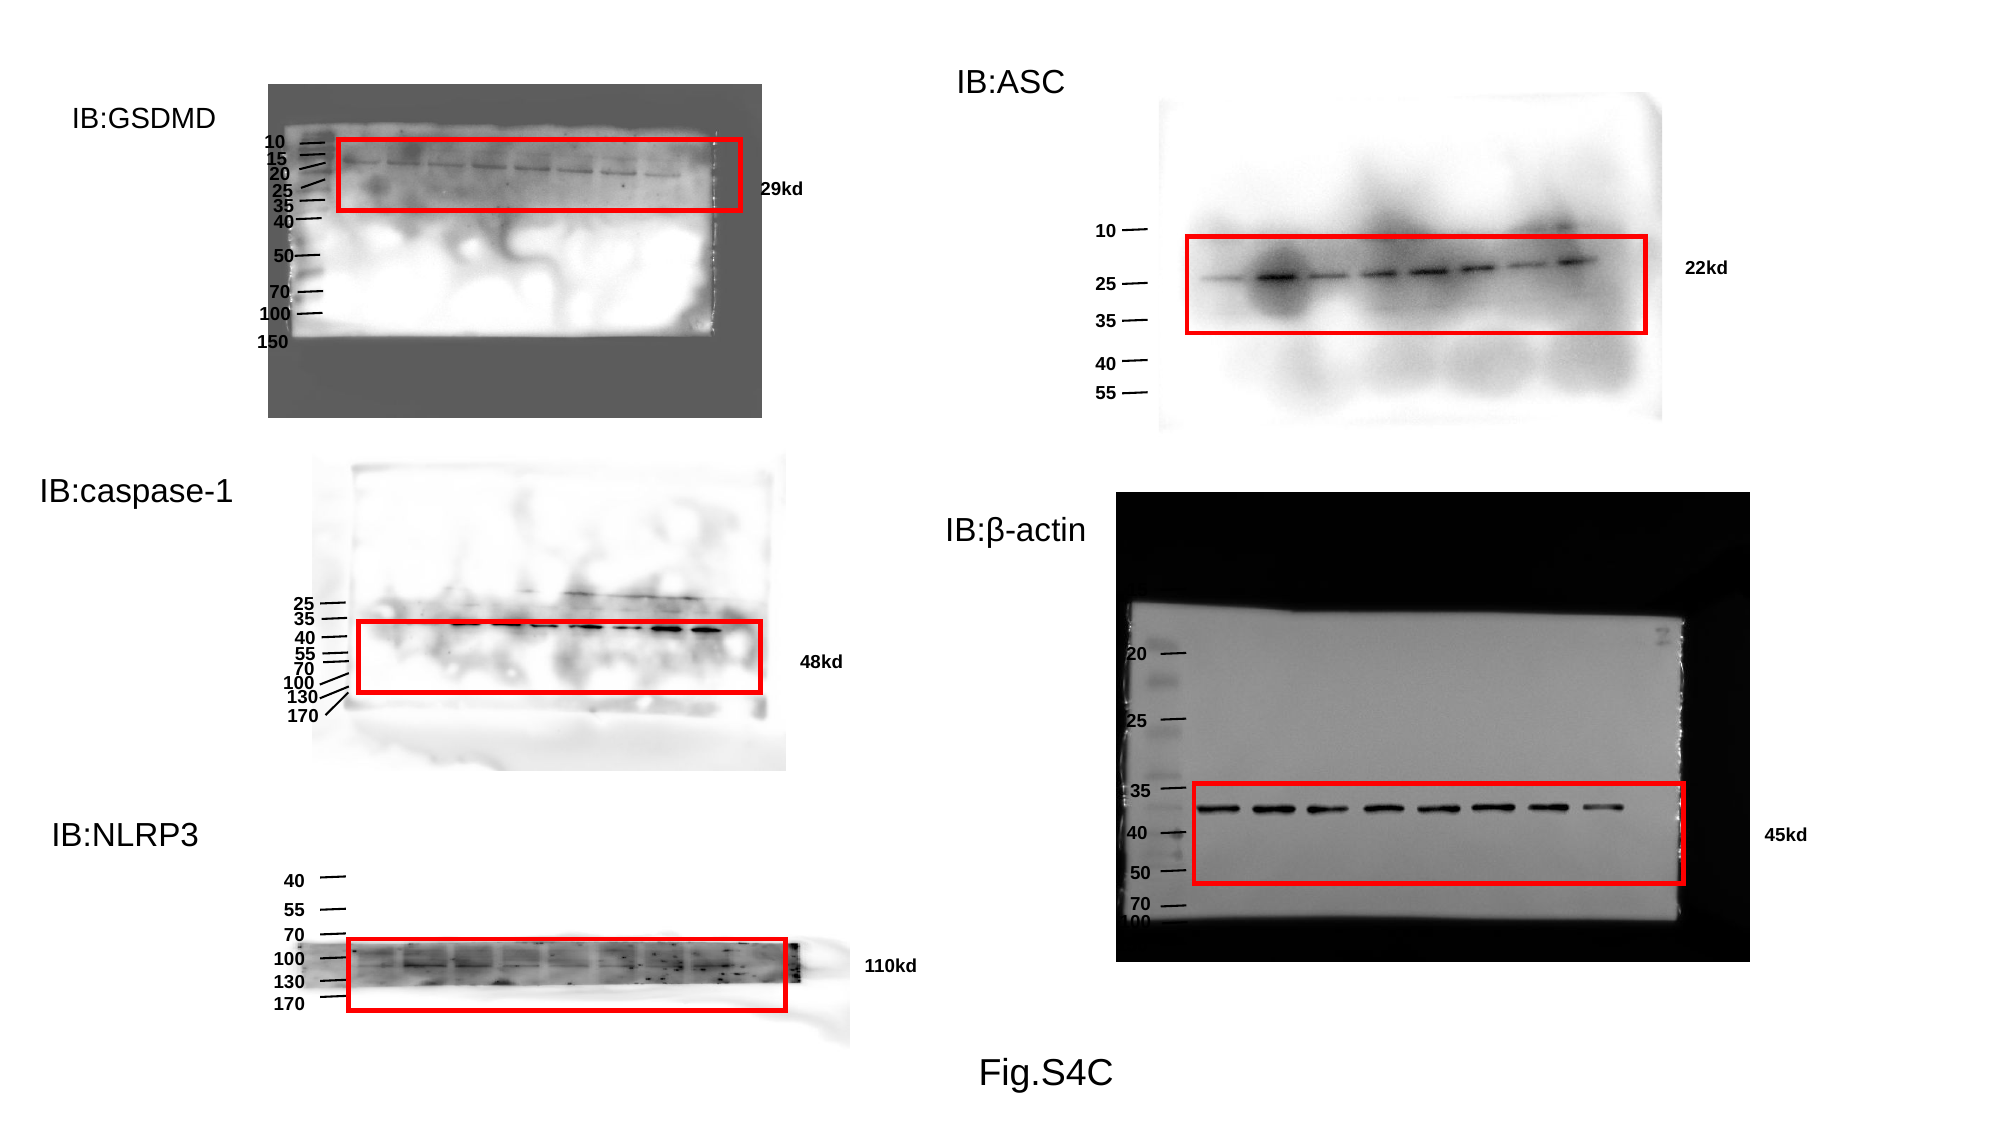

IB:ASC
IB:GSDMD
10
15
20
29kd
25
35
40
10
50
22kd
25
70
100
35
150
40
55
IB:caspase-1
IB:β-actin
15
25
35
40
55
20
48kd
70
100
130
170
25
35
IB:NLRP3
40
45kd
50
40
70
55
100
70
150
100
110kd
130
170
Fig.S4C

## Slide 16
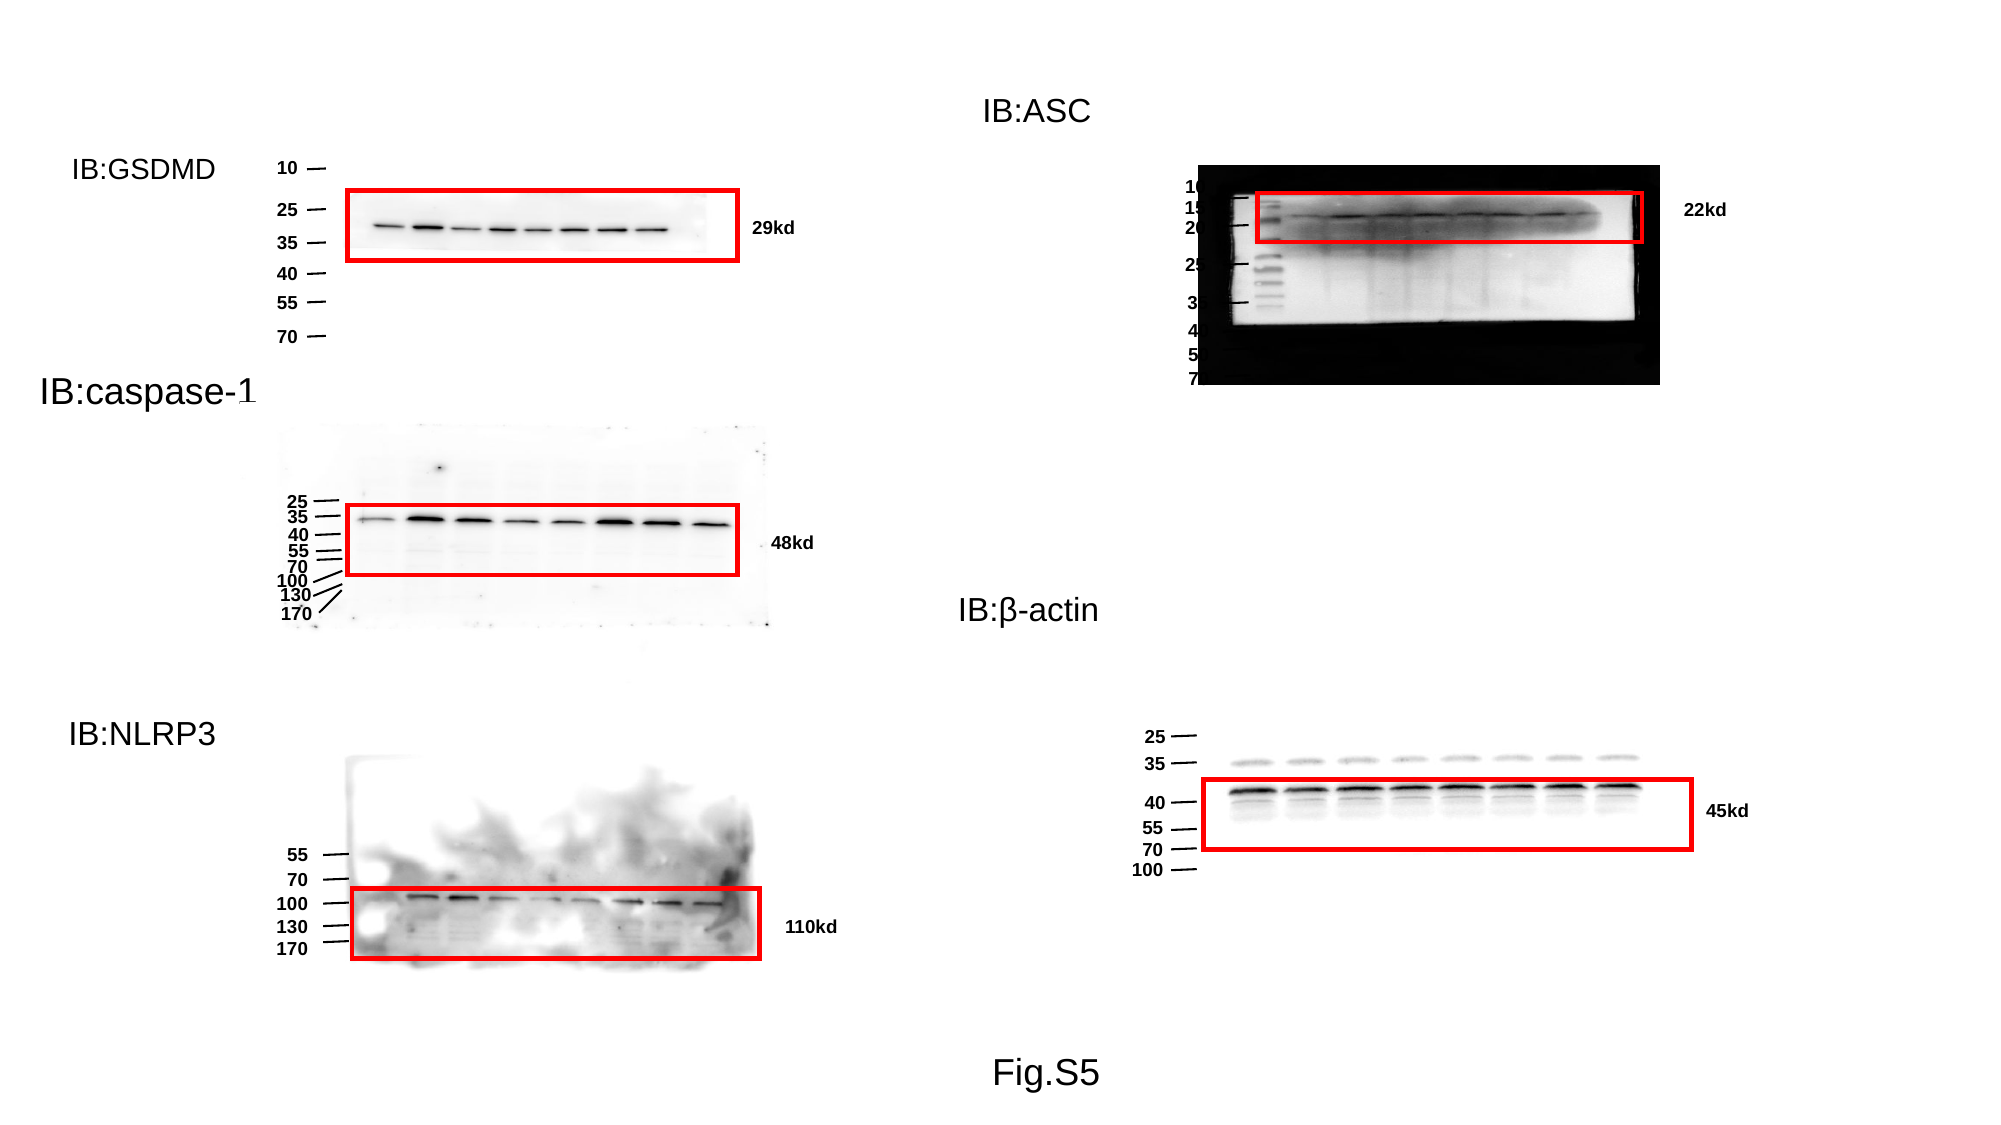

IB:ASC
IB:GSDMD
10
10
15
25
22kd
29kd
20
35
25
40
35
55
40
70
50
IB:caspase-1
70
25
35
25
40
35
55
40
70
48kd
55
100
70
130
100
170
130
IB:β-actin
170
IB:NLRP3
25
35
40
45kd
55
70
55
100
70
100
130
110kd
170
Fig.S5

How the deposited data were processed for this re-analysis (not part of the article)

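CircRNA levels were measured in heart tissue of 3 WT and 3 db/db mice with 1 array per heart. Samples were grouped by the sample labels and the paper, and all 6 were used. The authors extracted RNA, digested it with RNase R, labelled it with 1 dye, hybridized it to a mouse circRNA array and read the scans with Feature Extraction 11.0.1.1. The authors deposited the scanner output of each array, with an intensity per spot that the software had corrected for background and that had not been normalized between arrays. The authors also deposited a table of processed log2 values. How that table was made was worked out from the intensities, and its rows were matched to the probes of the scanner output by probe identifier.

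Of the 15095 spots on each array, those of 1797 circRNA probes were analysed, with 7 spots each. Control spots and spots marked as non-uniform or as population outliers were left out, which removed between 96 and 214 circRNA spots per array. No circRNA spot was saturated. The log2 of the processed signal was averaged over the spots of a probe, and quantile normalization, which the paper's methods name, was run over all probes other than control spots. A probe was taken as well above background on an array where at least 50% of its spots were marked so. Probes well above background on at least 3 arrays were tested, which left 742. Between 33.5% and 48.1% of the circRNA probes were well above background on an array. For arrays, the number of hearts limits the precision.

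Groups were compared with limma 3.58.1 in R 4.3.3, with a linear model per probe, empirical Bayes variances and Benjamini-Hochberg adjustment over the probes tested. Both limma and the t-test named below take 1 variance per probe for both groups, and no test with unequal variances was run. Calls used a P under 0.05 and a fold change of at least 1.5, the thresholds the paper gives for its array. The P was taken as unadjusted. The paper does not say beside its array whether that P was adjusted, and its statistics section speaks of adjusted two-sided P-values for the study as a whole. The paper's statistics section names a two-tailed unpaired t-test for comparisons of a pair of groups, which was run as an alternative under the name of the methods' t-test. Arrays were compared by 1 - r, with an exact permutation test over the 10 divisions into 3 and 3. In data simulated from the means and spreads of the 742 probes with 200 probes changed by 1 on the log2 scale, limma called 98.5% of the changed probes at both thresholds and 1 unchanged probe. The simulated noise was independent and had the same spread in both groups, unlike that of the real arrays. The simulated change also exceeded the median absolute log2 fold change of the called probes, 0.79. These figures therefore do not carry over to the real arrays.

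Before the data were examined, the rule for naming probes was set. It takes every circRNA the paper names that a probe carries by name, and in each direction the 5 probes with the largest absolute log2 fold change among those past adjusted p 0.05 whose db/db arrays all lie on the same side of the WT arrays. The files pair no probe with a circRNA name or a parent gene. The comparisons planned for mm9_circ_008009, for the circRNAs of Fig. 1a and for those of Fig. 1b were therefore not made, and for the same reason only 2 probes in each direction are named. The linear transcript probes were named through RefSeq accessions of GRCm38.p6, and 44 of 50 matched.

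The alternatives were scaling to the median or the 75th percentile, normexp background correction, no filter or a stricter filter on dim probes, flagged spots kept, the methods' t-test, other variance models, array weights, the replicate number as a block, the authors' processed values, each array left out, other fold change thresholds and Euclidean distance. Normexp correction on spot medians with offsets of 50 and 16, the methods' t-test on the authors' processed values, the row of the slide as a block, the 75th percentile over all circRNA probes, adjusted in place of unadjusted p at the fold change threshold and the counts without probes short of 1.5-fold at their lower bound or with dim arrays at the lowest signal above background were added after seeing the data. Exploration of the arrays came before the tests of technical explanations were written down. The RT-qPCR and functional experiments of the paper were not analysed here.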

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

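All tests of technical explanations in this part were chosen after the results were seen.

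The array carries probes on which the paper does not report. Of the 50 probes for linear transcripts, 19 were well above background on all 6 arrays, after a digestion meant to remove linear RNA. An unspecific background would give a like share among the negative control probes, but 1 of 40 was well above background on all arrays (two-sided Fisher's exact test over probes, p = 2.76e-05; probes are not independent replicates). Linear RNA left after digestion, circRNAs that hold the probe's sequence and binding of other transcripts stay open, and none of these was tested.

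Of the 28 linear transcript probes well above background on at least 3 arrays, 5 had an unadjusted P under 0.05 and a fold change of at least 1.5, 2 higher and 3 lower in db/db hearts. They were named after their values were seen. Acaa2 was higher by 1.05 on the log2 scale (adjusted p = 0.00086 over the linear transcript probes, limma), with all 3 db/db arrays above the WT arrays. Apoe was higher by 0.61 (adjusted p = 0.0064, limma). The log2 fold change of Chgb was -0.82 (adjusted p = 0.0064, limma). Hspb7 and Lhfp did not pass adjustment, with adjusted p = 0.098 and adjusted p = 0.15 in limma. Scaling to the median or the 75th percentile also gave 5 such probes. With normexp correction the number was 1, at an offset of 16 and at an offset of 50. At both offsets the probe was lower in db/db hearts, so Acaa2 and Apoe were no longer called as higher. A difference in linear RNA between the hearts and a difference in the efficiency of the digestion were not tested.

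Of the 12 circRNA control probes well above background on at least 3 arrays, 5 passed the same thresholds, 3 higher and 2 lower in db/db hearts, and all 5 were past adjusted p 0.05 in limma. What these control probes target is not stated in the files. If normalization between arrays had made the differences, scaling that moves no probe against another would remove most of them, but under scaling to the median and to the 75th percentile the number was still 5. Normexp correction gave 3 at an offset of 16 and 2 at an offset of 50. A difference between the hearts stays open and was not tested.

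Among the 142 called circRNA probes, 3 lie outside the authors' processed values, and all 3 were lower in db/db hearts. They are ASCRMP000900, ASCRMP001005 and ASCRMP001389, named after their values were seen. All 3 lie among the dimmest 25% of the tested probes, and none had every spot well above background on any array, which is consistent with signal close to background as the reason that they are missing there.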

How the results depend on the processing

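The slide row, the offsets of 50 and 16 on spot medians, the 75th percentile over all probes, the methods' t-test on the authors' processed values, adjusted p at the fold change threshold and the counts at lower bounds were chosen after seeing the data, as were the tests of technical explanations.

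The number of circRNA probes past both thresholds, 142, stayed within 1.5 times of that under 20 of 28 alternatives. It was 62 on the authors' processed values, 62 with normexp correction at an offset of 16, 42 at an offset of 50, and 58 with the methods' t-test on the authors' processed values. With adjusted in place of unadjusted p it was 130, and on the authors' processed values 58 with limma and 42 with the methods' t-test. A fold change of at least 2 left 44 probes and no fold change threshold gave 314, as those thresholds make it. Without any filter on dim probes it was 208, and with probes well above background on all 6 arrays 99. Leaving out each array gave between 130 and 176. The share of called probes that were higher in db/db hearts was 50.7% and lay between 43.1% and 53.8% under the 21 alternatives for which it was computed, which leave out other thresholds and the counts at lower bounds.

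The number past adjusted p 0.05, 216, was less stable. It was 134 with the methods' t-test, 142 with the methods' t-test on the authors' processed values, and 568 with array weights, where limma warned that the weights had not converged; the cause was not tested. Leaving out each array gave between 81 and 291, with fewer arrays in each fit: 81 without WT replicate 1, 106 without WT replicate 3, 129 without db/db replicate 3 and 135 without WT replicate 2. With the row of the slide as a block it was 16. That model estimates the group difference from db/db replicate 3 alone, and the difference between db/db replicates 1 and 2 enters its residual. Those replicates differed most among the db/db pairs, with an SD of their difference of 0.541 against 0.331 for the others. A comparison with other blocks therefore cannot tell an effect of the row from the difference inside that pair. A block made of db/db replicates 1 and 3 gave 131 and one of replicates 2 and 3 gave 265, so the loss is larger for the row than for other blocks of the same size. All 216 probes, which were picked with db/db replicate 3 included, kept their sign with the row in the model. Their median absolute log2 fold change was 0.65 without and 0.63 with it, while the median standard error went from 0.13 to 0.20.

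The distance between groups exceeded that within groups under all 16 alternatives run for it, and the real grouping ranked first of its possible divisions in each (p = 0.1, exact permutation test, which cannot go lower). The 4 named probes kept their sign under every alternative that tested them, but not their size. With normexp correction at an offset of 50, ASCRMP000135 was at 0.44 and ASCRMP001452 at -0.57 on the log2 scale, both short of 1.5-fold. All 4 lost adjusted p 0.05 with the slide row as a block. ASCRMP000615, ASCRMP000135 and ASCRMP001452 lost it with the methods' t-test on the authors' processed values.

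With the replicate number as a block, 144 probes passed both thresholds and 218 were past adjusted p 0.05. The deviations of same-numbered arrays had correlations across probes of 0.11, 0.35 and -0.04, so the numbers do not pair the hearts.

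Of the 10 divisions of the arrays into 3 and 3, only the real one, 1 of 10, gave as many probes past both thresholds or past adjusted p 0.05. The next largest count past both thresholds was 14, and none of the others had a probe past adjusted p 0.05 in limma. With 10 divisions the share cannot fall under 0.1, so these divisions alone cannot exclude chance at 0.05.

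Normexp on the mean spot signal was not run, because the scanner output used here holds the median and not the mean signal. Slide as a block was not run, because all arrays lay on 1 slide. The alternatives planned for mm9_circ_008009 and for the circRNAs of Fig. 1a and Fig. 1b were not run, since no probe carries those names. Signal over background limits 43 of the 142 called probes, which were not well above background on at least 1 array. Of these, 17 were higher in db/db hearts and not well above background on any WT array. Their fitted fold changes are no bounds. Lower bounds lay between 1.03-fold and 1.75-fold, and 14 of the 17 were short of 1.5-fold, so 128 probes, 58 of them higher, pass without these. The other 26 were dim on part of the arrays, and 6 of them were short of 1.5-fold with the dim arrays set to the lowest signal among probes well above background, which leaves 122 probes, 54 higher and 68 lower.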

Differences from the paper's values

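The paper reports 58 circRNAs past 1.5-fold and P under 0.05, and the re-analysis gives 142. Of the alternatives set before the data were examined, the authors' processed values with limma, which give 62, and a fold change of at least 2, which gives 44, lie within 1.5 times of the paper's number. The others do not. They are scaling to the 75th percentile (147) or the median (146), no filter (208) or a stricter filter (99) on dim probes, flagged spots kept (143), the methods' t-test (129), the trended and robust variance model (143), array weights (154), the replicate number as a block (144), no fold change threshold (314) and each array left out (130 to 176). The methods' t-test on the authors' processed values gives 58, the same number as the paper's, and was chosen after seeing the values. Limma on those values with adjusted in place of unadjusted p, also chosen after seeing the values, gives the same 58 probes. The methods' t-test with adjusted p gives 42 there, limma with adjusted p on the scanner intensities gives 130, and leaving out probes short of 1.5-fold at their lower bound gives 128, or 122 with those dim on part of the arrays, all likewise chosen after seeing the values. Normexp correction on spot medians gives 62 at an offset of 16 and 42 at an offset of 50, both also chosen after seeing the values. The paper describes its circRNAs as having high homology between human and mouse, and homology was not analysed here, so it is not known whether the 58 probes are the paper's circRNAs. Of those 58 probes, 57 are among the 142.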

Other observations

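All tests in this part were chosen after the patterns were seen.

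The position of the arrays on the slide is partly tied to the groups, since db/db replicates 1 and 2 lie in a row without WT arrays. Called without db/db replicate 3, which shares the row of the WT arrays, 143 probes passed both thresholds. Of these, 99.3% lay on the same side of the WT mean in db/db replicate 3. In 100 simulations with the same WT arrays' spreads and no difference in replicate 3, the share was 53.8% on average and at most 64.5%, over the 151 to 186 probes that each simulation called. With the row as a block, 131 probes passed both thresholds, and 109 of the 142 were among them. All 142 kept their sign, with a median absolute log2 fold change of 0.79 without and 0.80 with the row in the model. The 142 were called with db/db replicate 3 included, so these shared calls and signs partly follow from the selection. The share of 99.3% argues against the row as the whole cause of the calls at both thresholds, for the 143 probes called without that replicate. The model with the row rests on db/db replicate 3 for the group difference, and only 16 probes were past adjusted p 0.05 in it, so for the probes past adjusted p 0.05 the row and the group cannot be told apart probe by probe. A biological difference between the groups stays open.

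The db/db arrays were brighter than the WT arrays before normalization, by 0.29 on the log2 scale. Brightness of a whole array keeps the order of the probes inside it. The rank of a probe inside its array, taken before normalization, parted the groups for 46.4% of the tested probes. Chance gives 10%, and the other divisions of the arrays gave at most 16.7%. Quantile normalization keeps the order of the probes, so this share had to equal that of the normalized signal and is not separate evidence. Brightness that keeps this order is removed by the normalization itself, and an effect of brightness that changes the order was not tested. A biological difference between the groups stays open.

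The db/db arrays differed more from each other than the WT arrays did. The median SD of a probe was 0.087 in WT and 0.221 in db/db hearts on the log2 scale, and the SD was larger in db/db for 83.0% of the probes. The ratio of the median SDs was 2.55 with all db/db arrays. It was 1.65 without db/db replicate 1, where the SD was larger in db/db for 65.9% of the probes, and 1.94 without db/db replicate 2. The WT side kept 3 arrays in each, and the median SD of 2 arrays is lower than that of 3 by construction. These ratios therefore cannot tell whether the size of the difference depends on single arrays. In the brightest 25% of the probes the ratio of the median SDs was 3.76, which argues against noise of dim probes. The row of the slide would bring db/db replicates 1 and 2 together, but the SD of their difference, 0.541, was the largest among the db/db pairs, the others being 0.331. That the WT arrays are 1 RNA hybridized more than once cannot be told apart from similar hearts. The squared difference of each WT pair was divided by the summed variance of the means over spots of the 2 arrays. The median of that ratio was 1.36 at the lowest, where spot noise alone gives 0.455, and labelling or hybridization noise could give the rest. More varied disease among db/db mice is an untested biological explanation.

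Inside each group, the first principal axis of the variation between arrays held 84.4% in WT and 82.3% in db/db. For 3 arrays it holds at least 50% by construction, and in 1000 draws of independent arrays with the same spreads per probe it held at most 64.0% and 61.4%. The axes of both groups, taken separately, were related across probes, with a size of r of 0.372 and of rho of 0.350. With the deviations of each probe given random signs, the size of r was at most 0.138 in 1000 draws, though probes are not independent. WT replicate 1 and db/db replicate 3 lay between the others of their group. The row of the slide would bring db/db replicates 1 and 2 together on the db/db axis, but they lay 14.5 apart, at its ends, with replicate 3 at 7.25 from replicate 1 and 7.26 from replicate 2. After scaling to the median the size of r was 0.368, which argues against quantile normalization as the cause. RNA quality, digestion, labelling and the makeup of the tissue samples stay open as untested candidate explanations, and the paper does not report this axis.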
